# β-catenin-promoted cholesterol metabolism protects against cellular senescence in naked mole-rat cells

**DOI:** 10.1038/s42003-021-01879-8

**Published:** 2021-03-19

**Authors:** Woei-Yaw Chee, Yuriko Kurahashi, Junhyeong Kim, Kyoko Miura, Daisuke Okuzaki, Tohru Ishitani, Kentaro Kajiwara, Shigeyuki Nada, Hideyuki Okano, Masato Okada

**Keywords:** Senescence, Cell signalling

## Abstract

The naked mole-rat (NMR; *Heterocephalus glaber*) exhibits cancer resistance and an exceptionally long lifespan of approximately 30 years, but the mechanism(s) underlying increased longevity in NMRs remains unclear. In the present study, we report unique mechanisms underlying cholesterol metabolism in NMR cells, which may be responsible for their anti-senescent properties. NMR fibroblasts expressed β-catenin abundantly; this high expression was linked to increased accumulation of cholesterol-enriched lipid droplets. Ablation of β-catenin or inhibition of cholesterol synthesis abolished lipid droplet formation and induced senescence-like phenotypes accompanied by increased oxidative stress. β-catenin ablation downregulated apolipoprotein F and the LXR/RXR pathway, which are involved in cholesterol transport and biogenesis. Apolipoprotein F ablation also suppressed lipid droplet accumulation and promoted cellular senescence, indicating that apolipoprotein F mediates β-catenin signaling in NMR cells. Thus, we suggest that β-catenin in NMRs functions to offset senescence by regulating cholesterol metabolism, which may contribute to increased longevity in NMRs.

## Abstract (web summary)

Woei-Yaw Chee et al. explore the molecular mechanisms of β-catenin involvement in cholesterol metabolism suppressing cellular senescence in naked mole-rat cells. The results of this study suggest that β-catenin in NMRs functions to offset senescence by regulating cholesterol metabolism, which may contribute to increased longevity in naked mole rats.

## Introduction

Naked mole-rats (NMRs; *Heterocephalus glaber*) are known for their exceptional longevity and remarkable resistance to cancer^1,2^; indeed, only two cases of cancer reported in captive NMRs were reported after multi-year observation of large colonies^3^. In addition, NMRs are strictly subterranean mammals that live in low-oxygen environments^4^; therefore, they exhibit marked resistance to hypoxia^5^. Interestingly, NMRs can survive in oxygen-deprived (anoxia) conditions for 18 min without noticeable injury^6^. Despite accumulating considerable levels of oxidative damage and protein carbonylation under anoxic conditions, NMRs appear to be resilient to oxidative stress and mitochondrial injury, which is strikingly accompanied by a slower aging rate and increased longevity^7–9^. In addition, NMRs display negligible senescence accompanied by high fecundity, and most importantly, remain healthy and are resistant to age-related diseases^10^.

These attributes mean that the NMR has been utilized increasingly as an animal model for human aging and cancer research. Several cancer-resistant models have been described in this species. For example, NMR fibroblasts exhibit extreme sensitivity to contact inhibition in tissue culture, which is a potential anticancer mechanism regulated by INK4^11^. An additional study demonstrated that hyaluronan, a high molecular mass polysaccharide of the extracellular matrix, triggers early contact inhibition^2^. Furthermore, treatment with a combination of oncoproteins that trigger tumor formation in mouse cells does not cause malignant transformation of NMR cells^12^, corroborating evidence suggesting that the NMR is resistant to both spontaneous cancer development and experimentally-induced tumorigenesis^13^. Furthermore, Miyawaki et al. reported that NMR-derived induced pluripotent stem cells are also tumor resistant^14^.

To identify the mechanisms of longevity and cancer resistance in NMRs, we conducted comparative analyses of oncogenic signaling between NMR skin/lung fibroblasts (NSFs/NLFs), mouse skin fibroblasts (MSFs), and NIH 3T3 cells. We found that NMR cells showed altered Wnt/β-catenin signaling. Basal β-catenin expression was significantly higher in NMR cells than in mouse cells. In addition, *β-catenin* knockdown in NSFs induced senescence-like phenotypic changes. Meanwhile, we observed abundant lipid droplets with high levels of cholesterol in NMR cells. Because both *β-catenin* knockdown and cholesterol synthesis inhibition abolished lipid droplet formation and promoted senescence-like phenotypes, we investigated the functional link between β-catenin signaling, cholesterol metabolism, and cellular senescence. Our findings suggest that β-catenin-promoted cholesterol metabolism is crucial for protecting NMR cells from cellular senescence.

## Results

### Altered Wnt/β-catenin signaling in NMR cells

First, we compared expression levels of various components in oncogenic signaling pathways in NSFs/NLFs, MSFs, and NIH 3T3 cells. We found that β-catenin, a critical transcriptional regulator of the Wnt/β-catenin pathway, was upregulated markedly in NMR cells compared with mouse cells, yet the inactive phosphorylated form of β-catenin was undetectable (Fig. 1a). Alignment of β-catenin amino acid sequences from mouse/human and NMR revealed that β-catenin was highly conserved between species; only one amino acid residue differed between the two (Supplementary Fig. S1). Thus, we analyzed β-catenin levels and activity in NMR cells using an antibody cross-reactive with multiple species and an assay method developed for human and mouse β-catenin. To investigate whether the culture conditions affected the abundance of β-catenin in NMR and mouse cells, we cultured the cell lines at different serum concentrations, oxygen concentrations, and temperatures, and compared β-catenin levels. The results showed that β-catenin expression levels in NSFs were considerably higher than those in MSFs under any conditions, although they were relatively low at high temperature and hypoxia conditions, potentially due to low cell viability of NMR cells under such stressful conditions (Supplementary Fig. S2).

**Fig. 1:**
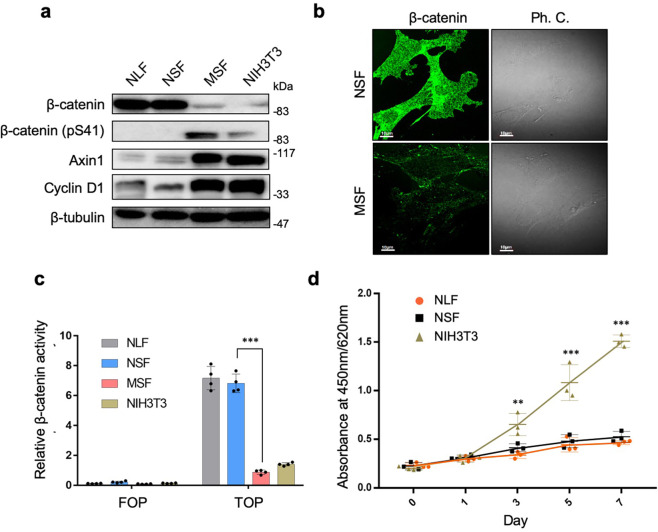
Unique activation of β-catenin signaling in NMR cells. **a** Representative immunoblots comparing expression of β-catenin and its downstream targets in NMR lung fibroblasts (NLFs), NMR skin fibroblasts (NSFs), mouse fibroblasts (MSFs), and NIH 3T3 cells. **b** Representative images of immunofluorescence staining of β-catenin in NSFs and MSFs. In the phase-contrast images, unknown microbodies are abundant in NSFs. **c** TOPFLASH reporter assay showing significant differences in relative β-catenin activity between NLFs, NSFs, and NIH 3T3 cells. **d** The proliferation rates of NSFs, NLFs, and NIH 3T3 cells were determined in a growth assay conducted for 7 days. Data presented in **c, d** are expressed as the mean ± standard deviation; ***p < 0.001, two-sided Student’s *t* test.

Furthermore, expression of Axin1, a negative regulator of Wnt signaling, was downregulated markedly in NMR cells (Fig. 1a). Immunofluorescence analysis revealed that β-catenin was distributed widely in both the cytoplasm and nucleus of NSFs (Fig. 1b). In addition, a TCF/LEF-dependent TOPFLASH reporter assay revealed that transcriptional activity of β-catenin was significantly higher in NMR cells than in mouse (Fig. 1c). These findings implied that both translocation of β-catenin to the nucleus and β-catenin signaling were constitutively active in NMR cells. However, β-catenin abundance was not affected by the treatment with IWP2, an inhibitor that targets the membrane-bound O-acyltransferase porcupine to prevent Wnt ligand palmitoylation^15^; these data suggest that accumulation of β-catenin in NMR cells was likely independent of autocrine Wnt signaling (Supplementary Fig. S3a). Furthermore, overexpression of NMR Axin1 did not decrease β-catenin abundance (Supplementary Fig. S3b). These results raise the possibility that β-catenin has unique functions that are independent of canonical Wnt/β-catenin signaling in NMRs.

Despite abundant accumulation of β-catenin in NMR cells, expression of cyclin D1, a mitogenic factor and primary downstream target of the Wnt/β-catenin pathway, decreased (Fig. 1a). Due to lower expression of mitogenic factors, NLFs and NSFs grew much more slowly than mouse cells, which exhibited exponential growth (Fig. 1d). These unexpected observations suggest unique alterations in the β-catenin signaling pathway in NMR cells, and that this axis could be relevant to the unique attributes of NMR cells.

### β-catenin depletion induces senescence-like phenotypic changes in NSFs

To identify the functions of β-catenin in NMR cells, we performed shRNA knockdown of *β-catenin* in NSFs. Immunoblot analysis revealed that β-catenin expression was repressed by *β-catenin* shRNAs, and that expression of cyclin D1 was reduced (Fig. 2a). A TOPFLASH reporter assay also demonstrated that *β-catenin* knockdown attenuated transcriptional activity significantly^16^ (Fig. 2b). Phenotypically, *β-catenin* knockdown resulted in noticeable morphological changes in NSFs, such as increased cell size and cell surface area (Fig. 2c). Furthermore, proliferation of *β-catenin*-knockdown NSFs slowed markedly (Fig. 2d), indicating that β-catenin promotes cell proliferation in NSFs. Because the phenotype of *β-catenin*-knockdown NSFs was similar to that of senescent cells, we measured the activity of senescence-associated-β-galactosidase (SA-β-gal). *β-catenin* knockdown induced marked activation of SA-β-gal (Fig. 2e and Supplementary Fig. S4). In addition, *β-catenin* knockdown induced nuclear accumulation of p21, a CDK1 inhibitor used as a marker of cellular senescence (Fig. 2f), and promoted formation of 8-hydroxy-2′-deoxyguanosine (8-OHdG), a biomarker for DNA damaged by oxidative stress^17,18^ (Fig. 2g). Induction of SA-β-gal activation and 8-OHdG formation was not affected by treatment with an empty vector (*shControl*) or a vector carrying a non-target shRNA (*shNTControl*), supporting the specific effects of shRNAs targeting *β-catenin* (Supplementary Fig. S5). Taken together, these findings suggested that *β-catenin* knockdown induces phenotypic changes associated with cellular senescence in NSFs.

**Fig. 2:**
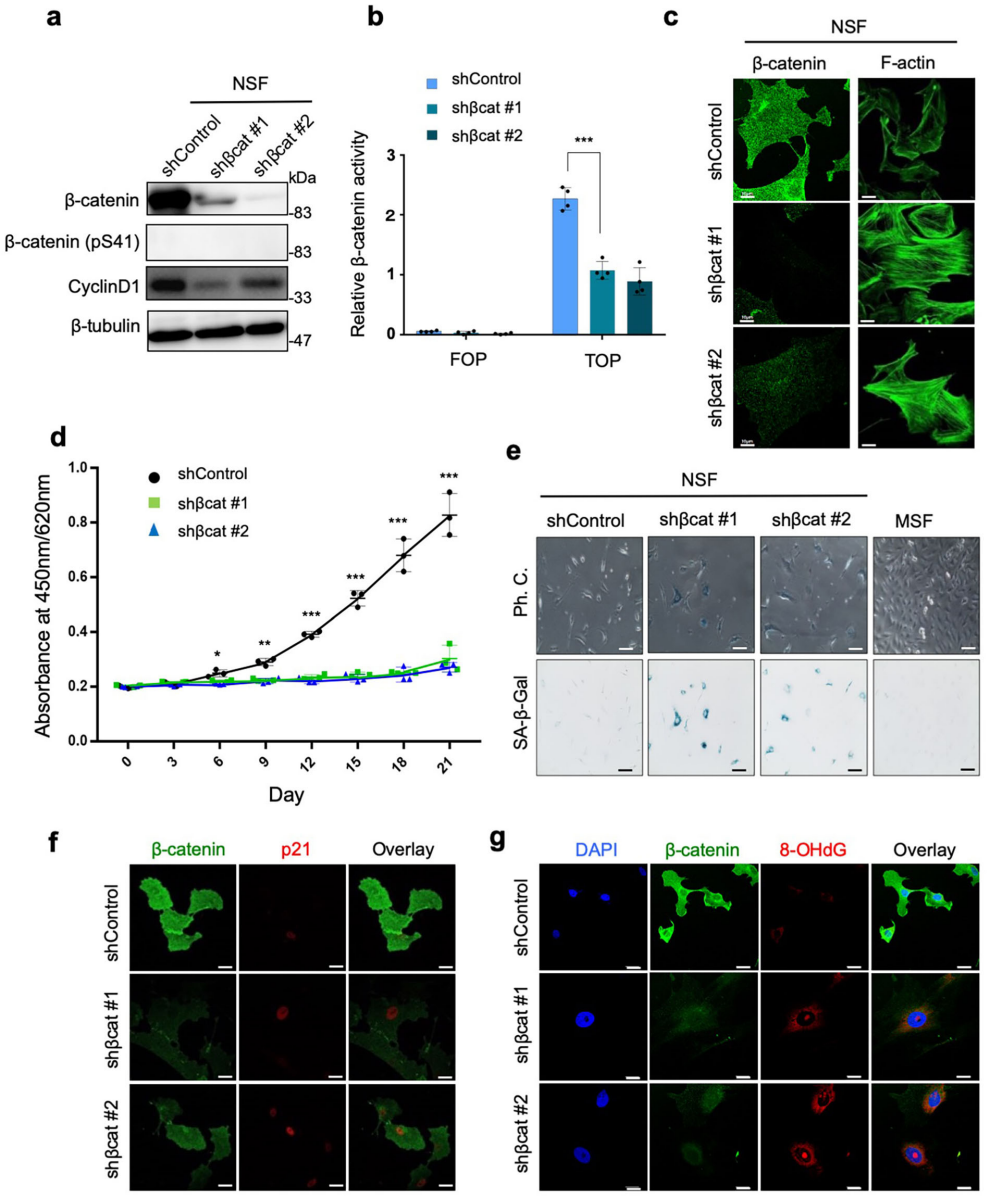
β-catenin knockdown induces senescence-like phenotypic changes in NSFs. **a** Immunoblots showing changes in expression of components of the β-catenin pathway after *β-catenin* knockdown in NSFs. β-tubulin was used as a loading control. **b** TOPFLASH assay showing relative β-catenin activity of NMR skin fibroblasts (NSFs) after *β-catenin* knockdown. **c** Morphological changes in NSFs caused by *β-catenin* knockdown. Scale bars, 10 μm. **d** Proliferation rates of NSFs and their β-catenin knockdown counterparts were determined in a growth assay. Data presented in b and d are expressed as the mean ± standard deviation (*n* = 4); ***P < 0.001, two-sided Student’s *t* test. **e** Representative images showing SA-β-gal activity in control NSFs, *β-catenin* knockdown NSFs, and MSFs (Left). Quantitative analysis of SA-β-Gal activity in control NSFs and *β-catenin* knockdown NSFs (Right). Data are expressed as the mean ± standard deviation (*n* = 4 biologically independent experiments) (lower graph); ***P < 0.001, two-sided Student’s *t* test. **f** Immunofluorescence staining of β-catenin (green) and p21 (red) in control NSFs and *β-catenin* knockdown NSFs. **g** Immunofluorescence staining of β-catenin (green) and 8-OHdG (red) in control and *β-catenin* knockdown NSFs. Scale bar, 20 μm.

### Accumulation of cholesterol-enriched lipid droplets is associated with β-catenin abundance

We also observed that NMR cells accumulated abundant microbodies, which were identified as lipid droplets by Oil Red O (ORO) staining using two different solvents: 2-propanol and triethyl-phosphate (TEP) (Supplementary Fig. S6). Quantitative analysis also revealed that NSFs contained more abundant lipid droplets than MSFs under multiple cultured conditions (Supplementary Fig. S7). Because ORO staining with TEP was more sensitive than 2-propanol staining, we used TEP to stain lipid droplets with ORO in subsequent experiments (Fig. 3a). Transmission electron microscopy (TEM) further confirmed that round lipid droplets were more abundant in NSFs than in NIH 3T3 cells (Fig. 3b). Interestingly, we found that lipid droplet formation was abolished by *β-catenin* knockdown (Fig. 3c and Supplementary Fig. S5c), suggesting a functional link between lipid droplet formation and β-catenin-mediated senescence-like phenotypic changes.

**Fig. 3:**
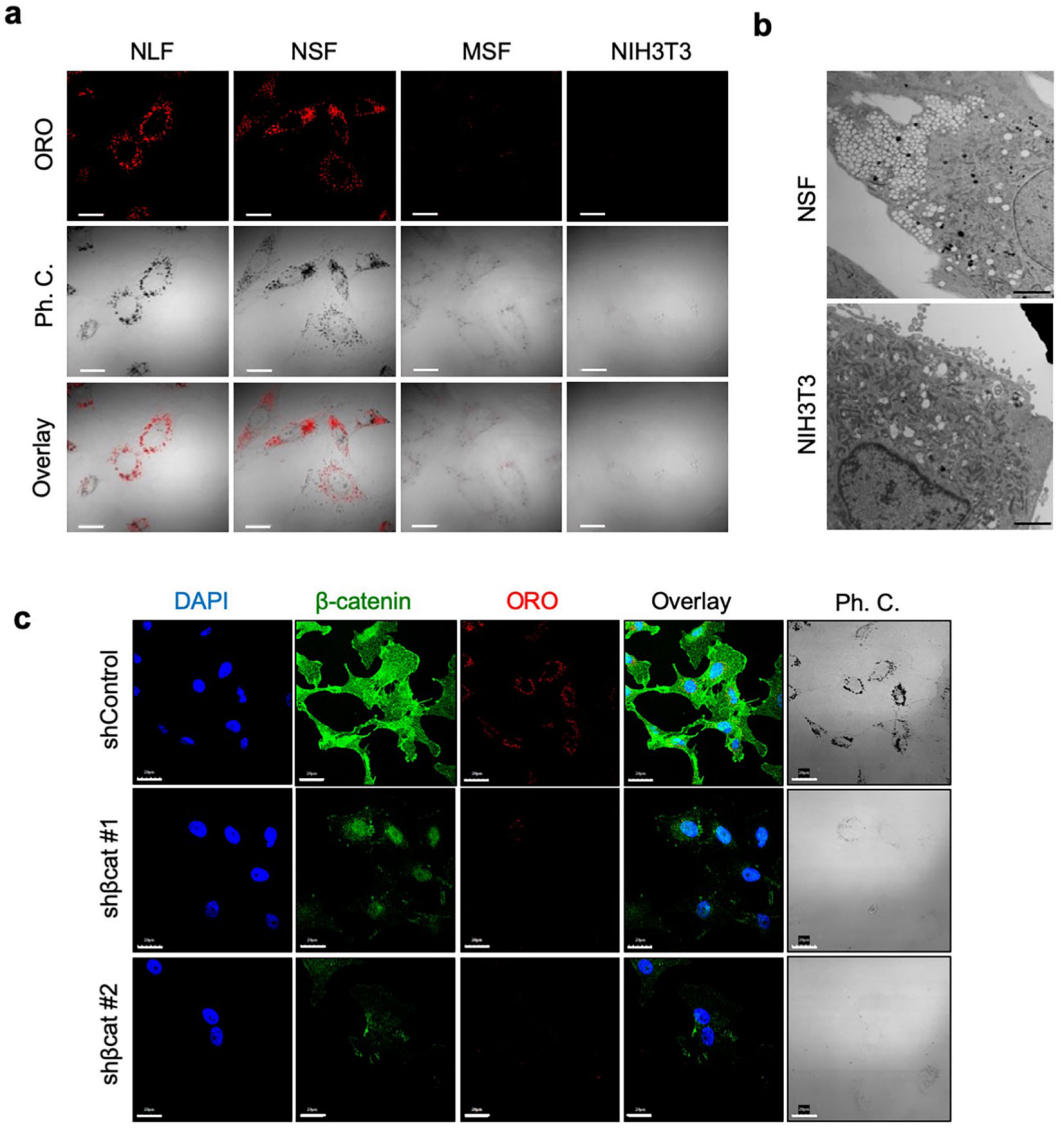
Association between β-catenin abundance and lipid droplet accumulation. **a** Representative confocal images showing staining of lipid droplets by ORO in NLFs, NSFs, MSFs, and NIH 3T3 cells. Scale bar, 20 μm. **b** Representative TEM images showing robust lipid droplet accumulation in NSFs. Scale bar, 5 μm. **c** Representative fluorescence images of DAPI, β-catenin, and ORO staining, along with phase-contrast images, of control and *β-catenin* knockdown NSFs. Scale bar, 20 μm.

To explore this possibility, we analyzed the contents of NSF lipid droplets. Quantitative analysis of total cholesterol revealed that cholesterol was more abundant in NSFs than in MSFs, and that levels fell significantly after *β-catenin* knockdown (Fig. 4a). By contrast, levels of triglycerides, another lipid droplet component, were comparable between NSFs and MSFs (Supplementary Fig. S8a). These results suggest that lipid droplets in NSFs comprised primarily cholesterol rather than triglycerides. The contribution of cholesterol to β-catenin-dependent lipid droplet formation was examined further using CholEsteryl BODIPY FL C_12_, a cholesterol transport tracer. Fluorescence analysis revealed that cholesterol transport into ORO-positive lipid droplets within NSFs was inhibited by *β-catenin* knockdown (Fig. 4b), implying involvement of β-catenin signaling in regulation of cholesterol transport.

**Fig. 4:**
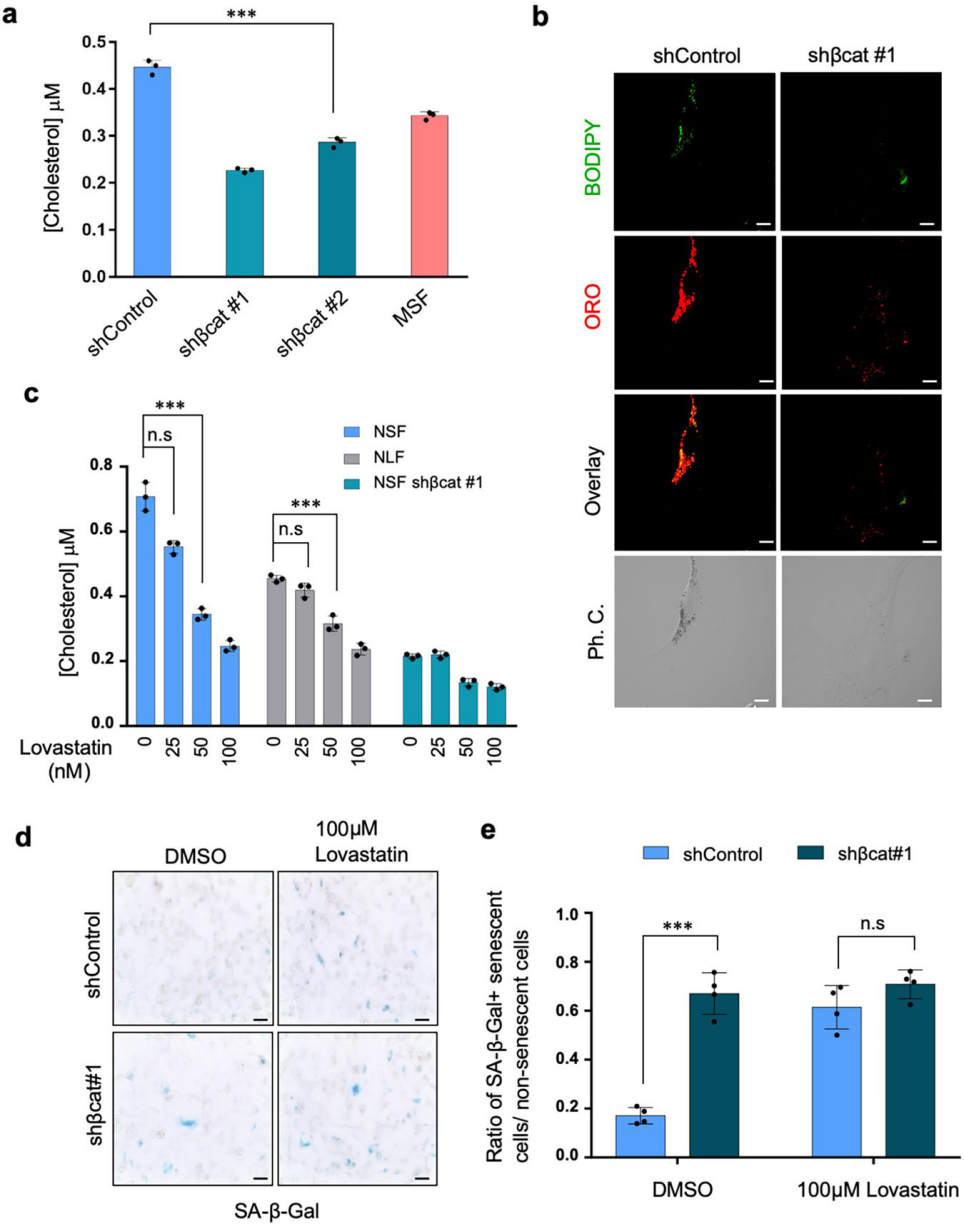
Association between senescence-like phenotypes and accumulation of cholesterol-enriched lipid droplets. **a** Cholesterol assay demonstrating that *β-catenin* knockdown decreases the cholesterol concentration. **b** Representative confocal images showing staining of cholesteryl ester by BODIPY C12 in NSF *shControl* and *shβ-catenin* cells, with or without serum. Scale bar, 20 μm. **c** The cholesterol concentration was decreased by lovastatin treatment in a dose-dependent manner. Data are expressed as the mean ± standard deviation (*n* = 3 biologically independent experiments); ***P < 0.001, two-sided Student’s *t* test. **d** Representative bright-field images showing that inhibition of cholesterol synthesis in NSFs increases SA-β-gal activity. **e** Quantitative analysis of SA-β-Gal-stained cells in control and *β-catenin* knockdown NSFs. Data are expressed as the mean ± ± standard deviation (*n* = 4 biologically independent experiments); ***P < 0.001, two-sided Student’s *t* test.

To assess the physiological relevance of cholesterol-enriched lipid droplets in NSFs, we examined the effects of inhibiting cholesterol synthesis on cellular phenotypes. Treatment of NSFs with lovastatin, an HMG-CoA reductase inhibitor, decreased cellular cholesterol content to levels equivalent to those in *β-catenin* knockdown cells; this effect was dose-dependent (Fig. 4c). Under conditions of cholesterol inhibition, NSFs exhibited SA-β-gal activation, as observed in β-catenin knockdown cells (Fig. 4d, e and Supplementary Fig. S8b). These findings suggest that cholesterol is crucial for protecting NMR cells from senescence-like phenotypic changes.

To further examine if the phenotypic changes in NMR cells induced by *β-catenin* knockdown were indeed due to cellular senescence, NSFs were treated with the DNA cross-linking agent mitomycin C to simulate therapy-induced senescence. Treatment of NSFs with mitomycin C increased SA-β-gal activity to a level similar to that in *β-catenin* knockdown NSFs (Supplementary Fig. S9a, b). Mitomycin C also induced accumulation of p21 in the nucleus, although it did not affect lipid droplet formation (Supplementary Fig. S9c). Furthermore, reloading cholesterol into *β-catenin* knockdown senescent-like cells failed to suppress induction of SA-β-gal activity and 8-OHdG formation, indicating that the cellular events induced by *β-catenin* knockdown were irreversible (Supplementary Fig. S10). These observations demonstrated that the phenotypic changes induced by *β-catenin* knockdown and/or cholesterol depletion were tightly associated with cellular senescence.

As cumulative population doubling could increase SA-β-Gal activity^19,20^ and lipid droplets are widely distributed in aged cells^21,22^, we performed ORO staining of NSFs at different passage numbers to determine if NMR cells accumulated lipid droplets as replicative senescence progressed. Lipid droplet abundance was unchanged, irrespective of passage number (Supplementary Fig. S11), corroborating that supernumerary lipid droplets in NSFs were a unique feature of NMR cells.

### Relationship between β-catenin abundance and the LXR/RXR pathway in NMR cells

To determine the mechanisms by which β-catenin induces accumulation of cholesterol-enriched lipid droplets, we performed comparative RNA-seq analysis of control and *β-catenin* knockdown NSFs. 

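RNA of NSFs, the skin fibroblasts of the NMR, was sequenced as 1 shControl library (empty vector) and 1 *shβ-catenin* library (hairpin #1). *Ctnnb1*, the gene of β-catenin, was listed at 530 FPKM, the fragments scaled to exon length and to all mapped fragments, in the shControl library and at 69.0 FPKM in the *shβ-catenin* library, a 7.69-fold lower value. Of 15 reference genes with a mean of at least 1 FPKM, 6 were higher and 9 lower in *shβ-catenin* cells, and none differed by more than 2-fold. Their median log2 fold-change was −0.06 (0.02 when each library was scaled to its upper quartile). *Tubb*, which encodes β-tubulin, was listed at 376 and 332 FPKM, and the glycolytic gene *Gapdh* at 1374 and 910 FPKM.

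Many markers of other cell types of the skin had a mean under 1 FPKM, but others did not. The highest means were 91.1 FPKM among keratinocyte markers and 35.1 FPKM among endothelial markers. Of 18 keratinocyte markers measured, 7 had a mean of at least 1 FPKM, with a median log2 fold-change of −0.26 (0.02 without the filter on low values). *Krt18*, a keratin of simple epithelia, was listed at 22.6 FPKM in shControl and 7.21 FPKM in *shβ-catenin* cells. Of 14 endothelial markers, 4 passed the filter (3 higher, 1 lower, median 0.55), among them *Pecam1*, an adhesion molecule of endothelial cells, at 0.275 and 2.08 FPKM. Of 11 melanocyte markers, 4 passed with a median of 0.44, and of 10 Schwann cell markers, 5 passed and all 5 were lower (median −0.30). Of 11 adipocyte markers, 5 passed with a median of 0.19. *Pparg*, the master regulator of adipocyte differentiation, was listed at 2.92 and 7.28 FPKM.

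Cells had been selected with puromycin (10 μg/mL) from Day 3 after transduction, replated on Day 7 and grown to 80% confluency. The authors prepared stranded mRNA libraries, sequenced 75 bp paired ends and mapped the reads to the NMR genome with TopHat, and Cufflinks gave the FPKM values. Both files list 37520 genes, with FPKM sums of 609786 (shControl) and 591905 (*shβ-catenin*), and 20198 and 20648 genes above 0. The 13 mitochondrially encoded protein genes, counted after the values were seen, made up 9.26% of the shControl sum and 7.38% of the *shβ-catenin* sum.

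Read counts are not given. Among 5239 genes under 1 FPKM in both libraries, the most frequent ratio of *shβ-catenin* to shControl was 1.202, shared by 811 genes, as equal whole numbers of fragments give when the shControl library holds 1.202 times the fragments. Fold-changes were computed as log2 of the ratio of FPKM plus a pseudocount of 0.1, which understates the change of low genes. Summaries used the 13097 genes with a mean of at least 1 FPKM, whose median log2 fold-change was −0.01. Each of 28 gene lists, fixed before the deposited data were examined but with Fig. 5 and the supplementary tables at hand, has a median with its exact 95% interval from order statistics across its genes. The median also has a percentile among 10000 random lists of the same size matched on expression. With 1 library per condition there is no replicate error and no test of any difference, and the percentiles describe only these libraries.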

Raw RNA-seq data was submitted under Gene Expression Omnibus (GEO) accession number GSE147871. Ingenuity Pathway Analysis (IPA) revealed that the LXR/RXR pathway, which modulates cholesterol metabolism and lipogenesis, was downregulated significantly by *β-catenin* knockdown (Fig. 5a). 

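Of the genes drawn in the LXR/RXR pathway of Fig. 5e, with other genes of the pathway added, 40 were measured and 30 had a mean of at least 1 FPKM. In *shβ-catenin* cells 20 of these were higher and 10 lower, and 7 were higher and 1 lower by more than 2-fold. The median log2 fold-change was 0.19 (95% interval −0.00 to 0.50), at percentile 99.7 of matched random lists. The genes more than 4-fold higher were 3 inflammatory genes, *Il1b* (interleukin 1β), *Ptgs2* (cyclooxygenase 2) and *Msr1* (a scavenger receptor). The cytokine *Il6* was listed at 1.36 FPKM in shControl and 4.69 FPKM in *shβ-catenin* cells. The gene more than 2-fold lower was *Tlr3*, a receptor of double-stranded RNA, at 3.02 and 1.01 FPKM. Without NF-κB target genes, a split made after the values were seen, the median of the 25 genes left was 0.13 (15 higher, 10 lower, percentile 97.6).

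Target genes of LXR form a second list that shares members with the first. Of its 22 measured genes 13 passed the filter, with a median of 0.18 (95% interval −0.21 to 0.51, percentile 97.8), 7 higher and 6 lower. Those more than 2-fold higher were *Apoc1*, at 2.20 and 7.18 FPKM, and *Lpl*, the lipoprotein lipase, at 2.14 and 4.87 FPKM. *Apoe*, the most abundant apolipoprotein gene here, was listed at 2024 FPKM in shControl and 2873 FPKM in *shβ-catenin* cells, and the cholesterol exporter *Abca1* at 23.2 and 30.5 FPKM. *Srebf1*, which drives lipogenesis, was listed at 30.5 and 38.3 FPKM. *Pltp*, the phospholipid transfer protein, was 1.33-fold lower. Limited to genes with a mean of at least 5 FPKM, the median of the LXR target genes was −0.0051, and without genes that the paper names, a choice made after the values were seen, it was −0.12 (2 of 8 higher). The study drew the pathway on these same libraries, so the first list is not independent evidence of a direction.

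**Figure D1:**
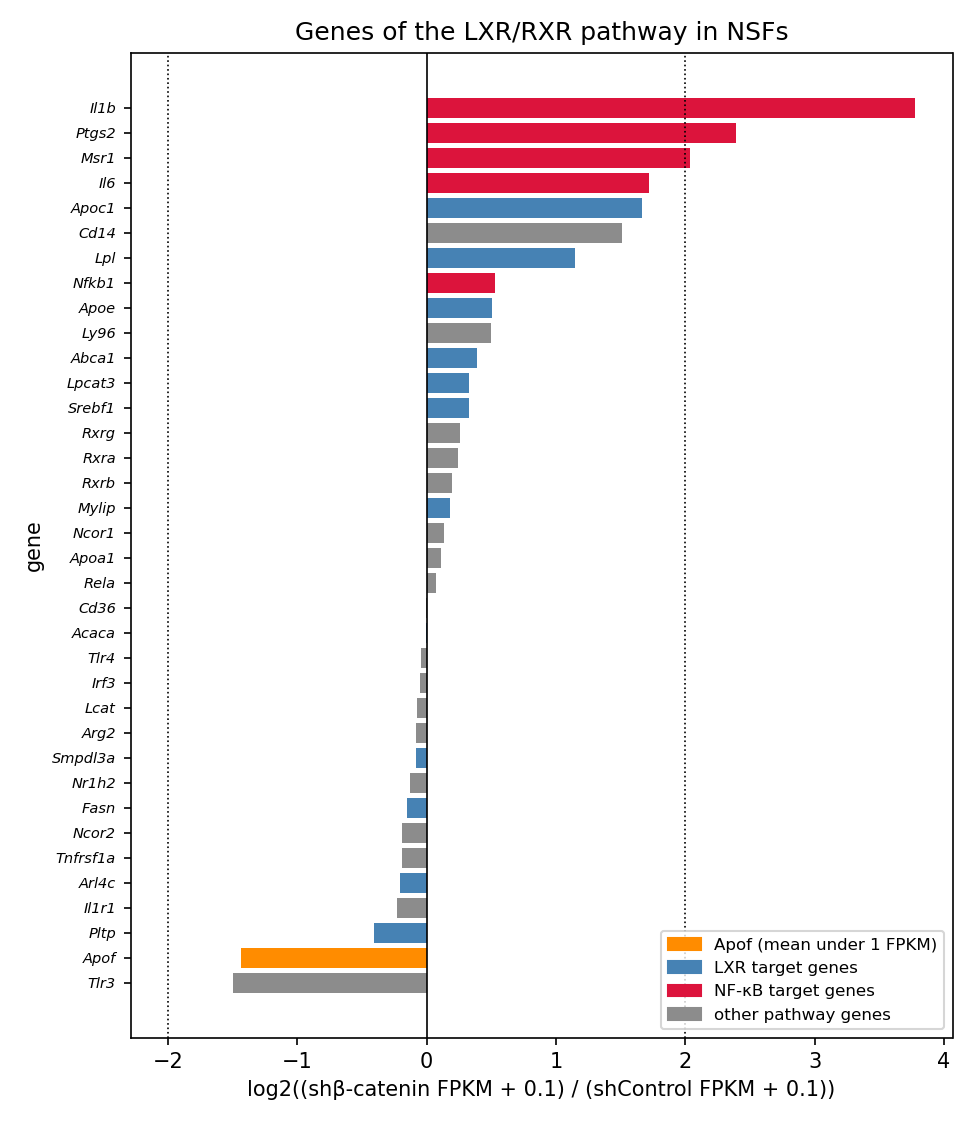
Log2 fold-change of the genes of the LXR/RXR pathway and of the LXR target genes reported here with a mean of at least 1 FPKM, and of *Apof*, in the *shβ-catenin* library against the shControl library (horizontal axis, pseudocount 0.1, 1 library each). Dotted lines mark 4-fold, past which *Il1b*, *Ptgs2* and *Msr1* lie.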

Among the genes involved in the LXR/RXR pathway, only apolipoprotein F (ApoF), a secreted glycoprotein that associates with LDL/HDL, was downregulated markedly by *β-catenin* knockdown (Fig. 5b and Supplementary Table S1), which was corroborated by RT-PCR analysis (Fig. 5c). 

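*Apof* was listed at 0.484 FPKM in the shControl library and 0.117 FPKM in the *shβ-catenin* library, a 4.16-fold lower value as deposited and a log2 fold-change of −1.43 with the pseudocount. Of the 18 apolipoprotein and lipoprotein transfer genes measured, 8 had a mean of at least 1 FPKM, 5 higher and 3 lower, with a median log2 fold-change of 0.11 (95% interval −0.41 to 1.66, percentile 84.4). Besides *Apof*, the members below the filter but above 0 in a library went both ways. *Mttp* (0.0233 and 0.785 FPKM) and *Apod* (0.484 and 1.16 FPKM) were higher, and *Apoc3* (0.178 and 0 FPKM) was lower. *Clu*, which encodes apolipoprotein J, was listed at 163 FPKM in shControl and 360 FPKM in *shβ-catenin* cells, and *Apoa1*, the main protein of HDL, at 54.1 and 58.4 FPKM. *Cetp*, the gene of the cholesteryl ester transfer protein that ApoF inhibits, was listed at 0 in both libraries. So was *Ywhaz*, a reference gene that nearly all cells use, so a listed 0 does not show absence.

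The ratio of the *Apof* values equals that of 5 fragments in shControl to 1 in *shβ-catenin* cells at the relative depth of the libraries, within 0.002%. Of 5649 genes above 0 in both libraries with a mean under 1 FPKM, 64.2% had a ratio of whole fragments with a total of at most 60, against 0.655% when the depth factor was shifted by 1.4%. At 5 and 1 fragments the exact Clopper-Pearson 95% interval of the FPKM ratio of *shβ-catenin* to shControl ran from 0.00508 to 2.15, which includes no difference. At 10 and 2 fragments it ran from 0.0256 to 1.13, and at 15 and 3 from 0.0446 to 0.850. The values do not show which multiple was counted, and the intervals cover counting error only. With a pseudocount of 1 the log2 fold-change of *Apof* was −0.41. In Supplementary Table 1, 9 other genes carry the same fold as *Apof*. The paper's source data of the RT-PCR (Fig. 5c), with 1 value per condition, give *Apof* 141-fold lower after *β-catenin* knockdown, *Ctnnb1* 8.53-fold lower and *Ccnd1* 2.99-fold lower. These values are intensities of stained gel bands. For *Apof* they were 0.361 in shControl and 0.00256 in *shβ-catenin* cells, so near 0 that the size of the fold is uncertain.

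**Figure D2:**
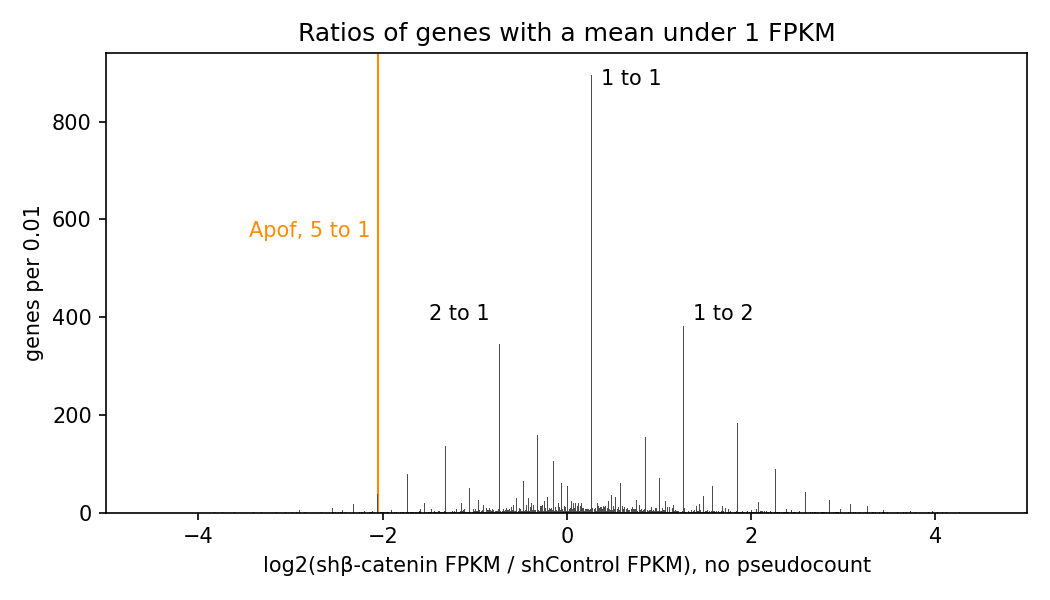
Number of genes (vertical axis) at each log2 ratio of *shβ-catenin* to shControl FPKM (horizontal axis) for genes above 0 in both libraries with a mean under 1 FPKM. The ratios pile up at those of few whole fragments, and the line marks *Apof* at the ratio of 5 to 1.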

ApoF inhibits cholesteryl ester transfer protein-mediated cholesterol transfer between lipoproteins^23–27^ (Fig. 5d). Therefore, upregulation of ApoF in NMRs likely suppresses the transfer of cholesterol among lipoproteins, which could contribute to accumulation of cholesterol within lipid droplets. 

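Target genes of NF-κB, the transcription factor of inflammatory signaling, were mostly higher in the *shβ-catenin* library. Of 30 target genes with a mean of at least 1 FPKM (37 measured), 27 were higher and 3 lower, and 14 were higher by more than 2-fold. The median log2 fold-change was 0.63 (95% interval 0.43 to 1.39), above that of all 10000 matched random lists. *Il1b* was listed at 5.42 FPKM in shControl and 75.6 FPKM in *shβ-catenin* cells, *Ptgs2* at 0.801 and 4.63 FPKM, and *Msr1* at 0.577 and 2.68 FPKM. *Mmp3*, a protease of the extracellular matrix, was 40.9-fold higher, at 30.0 against 0.734 FPKM, and the chemokine *Ccl20* 9.67-fold higher, at 28.9 against 2.99 FPKM.

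*Mmp9*, another matrix protease, was listed at 0.118 FPKM in shControl and 1.79 FPKM in *shβ-catenin* cells. The smallest whole fragments that give its ratio of 15.2 are 3 and 38, with a counting interval of 4.83 to 77.1. *Nos2*, the inducible nitric oxide synthase, was listed at 0.0437 and 0.552 FPKM, and no whole fragments with a total of at most 60 gave its ratio. The cytokine gene *Tnf* was lower, at 0.243 and 0.0729 FPKM. Its ratio is that of 4 to 1 fragments (interval of the *shβ-catenin* to shControl ratio 0.00610 to 3.04). *Il1b*, *Mmp9*, *Msr1*, *Ptgs2*, *Nos2* and *Tnf* are also genes that the study shows in Fig. 5b or Fig. 5e, chosen on these libraries. Without the genes named in the paper's text, figures or supplementary tables, a choice made after the values were seen, 21 of 24 NF-κB target genes were higher, with a median of 0.52.

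Genes of antigen presentation by MHC class II were also higher (7 of 9, median 0.48, 95% interval −0.06 to 3.34, percentile 100). *Cd74*, the invariant chain, was listed at 2.72 FPKM in shControl and 28.4 FPKM in *shβ-catenin* cells. *Cd74* and a pair of class II chains entered only by locus number stand in the paper's table of higher genes, and the chains were identified from it, so the list is not independent evidence of a direction. Without these 3, a choice made after the values were seen, 4 of 6 genes were higher, with a median of 0.20 at percentile 95.3. Of 19 leukocyte markers measured, 7 were listed at 0 in both libraries, which does not show absence, among them *Ptprc*, the pan-leukocyte antigen CD45. Of the other 12, 4 reached 1 FPKM in *shβ-catenin* cells and 8 did not. The 4 leukocyte markers that passed the filter were higher, with a median of 1.302 at percentile 99.9 (0.33 over the markers above 0 without the filter). Among them were *Lyz*, the lysozyme gene, at 41.5 and 127 FPKM and *Cd68*, a lysosomal protein of macrophages, at 11.9 and 31.1 FPKM. Of 20 interferon response genes, 6 were higher and 14 lower (median −0.22, 95% interval −0.47 to 0.01, percentile 1.17), and *Isg15*, a ubiquitin-like protein induced by interferon, was 1.75-fold lower. With a pseudocount of 1 in place of 0.1, the log2 fold-change was 1.32 in place of 3.12 for *Mmp9*, 1.65 in place of 2.39 for *Ptgs2*, 1.22 in place of 2.04 for *Msr1* and 0.57 in place of 2.18 for *Nos2*.

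**Figure D3:**
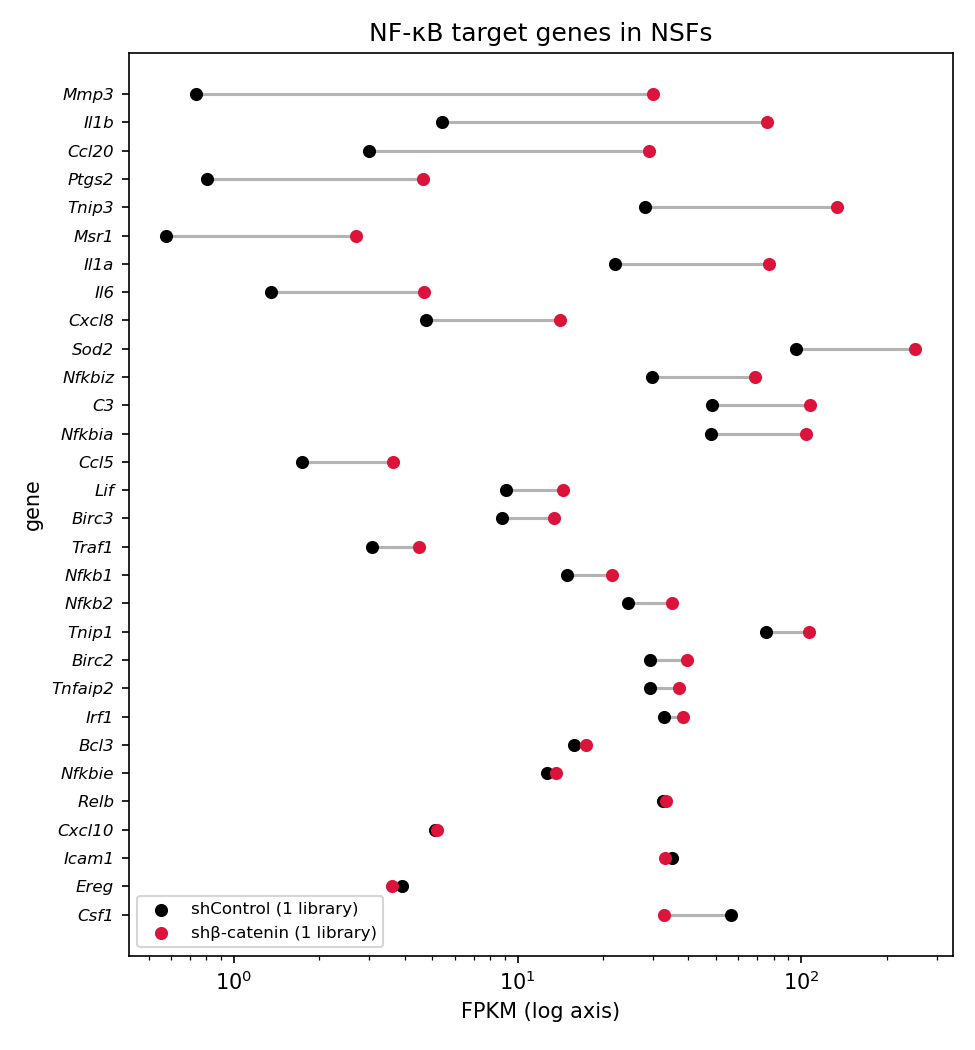
FPKM of each NF-κB target gene with a mean of at least 1 FPKM (horizontal log axis) in the shControl library (black) and the *shβ-catenin* library (red), ordered by fold-change. The *shβ-catenin* value is the higher for 27 genes and the lower for 3.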

As a consequence of LXR/RXR pathway suppression by *β-catenin* knockdown, NF-κB was activated and its downstream targets (*Il1B*, *Mmp9*, *Msr1*, and *Ptgs2*) were upregulated (Fig. 5b, e and Supplementary Table S2). These findings suggest that accumulation of lipid droplets in NSFs is attributable to activation of the LXR/RXR pathway via upregulation of ApoF.

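Genes of cholesterol synthesis and uptake were close to even between the libraries. All 26 measured genes passed the filter, 15 higher and 11 lower after *β-catenin* knockdown, none by more than 2-fold. Their median log2 fold-change was 0.02 (95% interval −0.11 to 0.20, percentile 78.7). *Dhcr7*, the enzyme of the last step of cholesterol synthesis, was 1.44-fold lower and *Ebp*, an earlier enzyme of the pathway, 1.48-fold higher. Of 24 genes of lipid droplets and cholesteryl ester turnover, 13 were higher and 11 lower, none by more than 2-fold, with a median of 0.11 (95% interval −0.23 to 0.32, percentile 94.9). *Plin2*, which coats lipid droplets, was 1.59-fold higher, at 27.9 against 17.5 FPKM, and *Soat1*, which esterifies cholesterol, 1.41-fold higher. *Vldlr*, a lipoprotein receptor, was 1.84-fold higher, and *Cidec*, a protein of lipid droplet fusion, 1.57-fold lower. The paper's findings up to here are the lower *Apof*, LXR/RXR suppression and higher NF-κB targets, beside the action of ApoF on cholesteryl ester transfer. From them it proposes that the lipid droplets of NSFs accumulate through activation of the LXR/RXR pathway by ApoF. In later experiments of the paper *ApoF* knockdown suppressed lipid droplets, and *ApoF* overexpression restored them after *β-catenin* knockdown.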

**Fig. 5:**
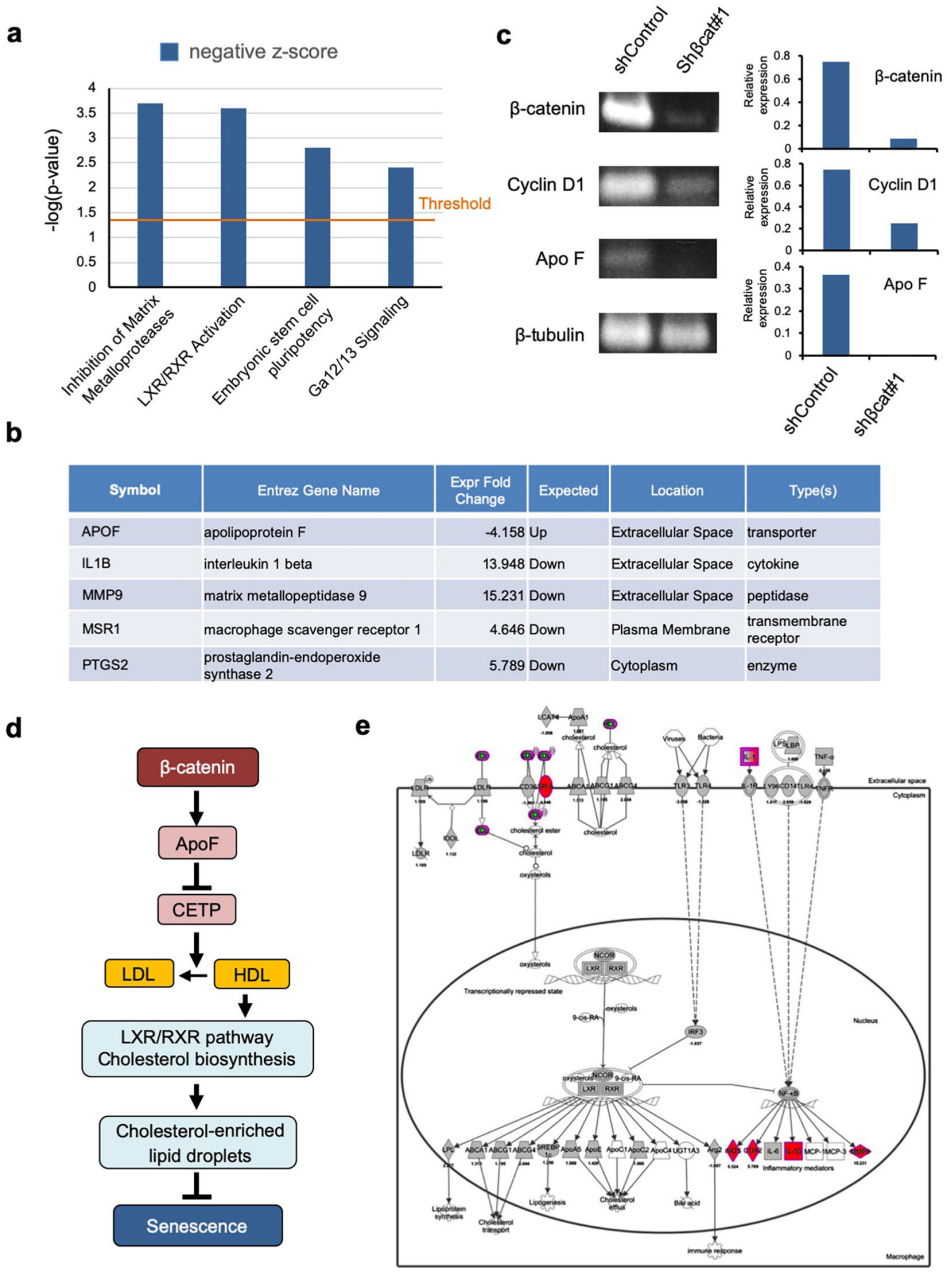
Association between β-catenin abundance and LXR/RXR activation in NSFs. **a** Ingenuity Pathway Analysis (IPA) results showing pathways that were significantly affected (>4-fold-change) by *β-catenin* knockdown in NSFs. **b** Genes showing significant expression changes in *β-catenin* knockdown conditions. **c** Analysis of target genes regulated by β-catenin in NSFs by RT-PCR (left panels). Quantitative data are also shown (right-most graphs). **d** Schematic diagram illustrating potential links between β-catenin, ApoF, the LXR/RXR pathway, cholesterol biosynthesis and metabolism, lipid droplets, and senescence in NMR cells. **e** Schematic IPA diagrams showing LXR/RXR-dependent changes in gene expression potentiated by *β-catenin* knockdown.

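Gene lists written for 3 other pathways of Fig. 5a had medians close to 0. In the list of matrix metalloproteinases, their inhibitors and related genes, 25 of 33 measured genes passed the filter, 11 higher and 14 lower, with a median log2 fold-change of −0.01 (95% interval −0.49 to 0.42, percentile 56.3). This median was above 0 with median ratio scaling (0.0041) and upper quartile scaling (0.07), 0.23 without the filter, and −0.15 without genes that the paper names, a choice made after the values were seen. By more than 2-fold 4 were higher and 2 lower, and by more than 4-fold 2 and 0. These 2 were *Mmp3*, at 0.734 FPKM in shControl and 30.0 FPKM in *shβ-catenin* cells, and the collagenase *Mmp8*, at 0.728 and 3.71 FPKM. Of 8 members below the filter 6 were above 0 in a library and all 6 were higher, among them *Mmp9* (15.2-fold), *Mmp10* (0.0574 and 0.967 FPKM) and *Mmp13* (0.0851 and 0.358 FPKM). Within the 25, *Reck*, a membrane inhibitor of metalloproteinases, was listed at 14.2 and 30.6 FPKM. *Mmp23b* was lower, at 1.46 and 0.558 FPKM. Among genes of embryonic stem cell pluripotency, 7 were higher and 8 lower (15 of 25 measured, median −0.08, 95% interval −0.29 to 0.09, percentile 27.3). Among these 15 the largest differences were in *Wnt10b*, a Wnt ligand, at 2.18 and 0.161 FPKM, in *Ctnnb1* and in *Bmp2*, a growth factor of the BMP family, at 3.05 and 11.0 FPKM. Below the filter *Pou5f1* (0.452 and 0 FPKM) and *Sox2* (0.568 and 0.105 FPKM) were lower and *Foxa1* (0.118 and 0.712 FPKM) was higher. The smallest whole fragments in shControl and *shβ-catenin* cells are 13 and 2 for *Sox2* and 1 and 5 for *Foxa1*. The listed 0 of *Pou5f1* does not show absence. In Gα12/13 signaling, 13 genes were higher and 12 lower (25 of 34 measured, median 0.10, 95% interval −0.28 to 0.30, percentile 93.4). This median was −0.08 without the filter and −0.03 at a mean of at least 5 FPKM. None of these 25 was more than 2-fold higher, and the 2 more than 2-fold lower were *Ctnnb1* and LOC101707839, a cadherin gene by the paper's table, which was 4.32-fold lower. Of the members below the filter, 3 that the paper's table of lower genes lists were lower too, *Lpar3* (1.48 and 0.121 FPKM), *Map2k6* (0.806 and 0.173 FPKM) and *S1pr5* (0.947 and 0.215 FPKM), the first a receptor of lysophosphatidic acid, the others a kinase of MAP kinases and a receptor of sphingosine-1-phosphate. *Cdh2*, the gene of N-cadherin, was listed at 94.9 FPKM in shControl and 163 FPKM in *shβ-catenin* cells. The paper states these pathways from IPA of genes past 4-fold. IPA is a commercial program whose scores and gene sets were not used here. A median over all members of a list is another measure and does not bear on that result. The metalloproteinase list also mixes matrix metalloproteinases with inhibitors and with other genes, such as *Adam12*, *Hspg2* and *Thbs2*. Its median therefore does not describe the proteases alone.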

### Knockdown of *ApoF* or *β-catenin* has similar effects in NSFs

To verify the role of ApoF in NMR β-catenin signaling, we genetically ablated *ApoF* in NSFs. Expression of ApoF protein was suppressed by *shApoF* as well as *shβcat* (Fig. 6a, b and Supplementary Fig. S12a). *ApoF* knockdown significantly suppressed ORO-positive lipid droplet formation (Fig. 6c) and promoted SA-β-gal activation (Fig. 6d). These findings indicate that *ApoF* knockdown mimics the effects of β-catenin knockdown in NSFs, suggesting that ApoF has roles downstream of β-catenin signaling.

**Fig. 6:**
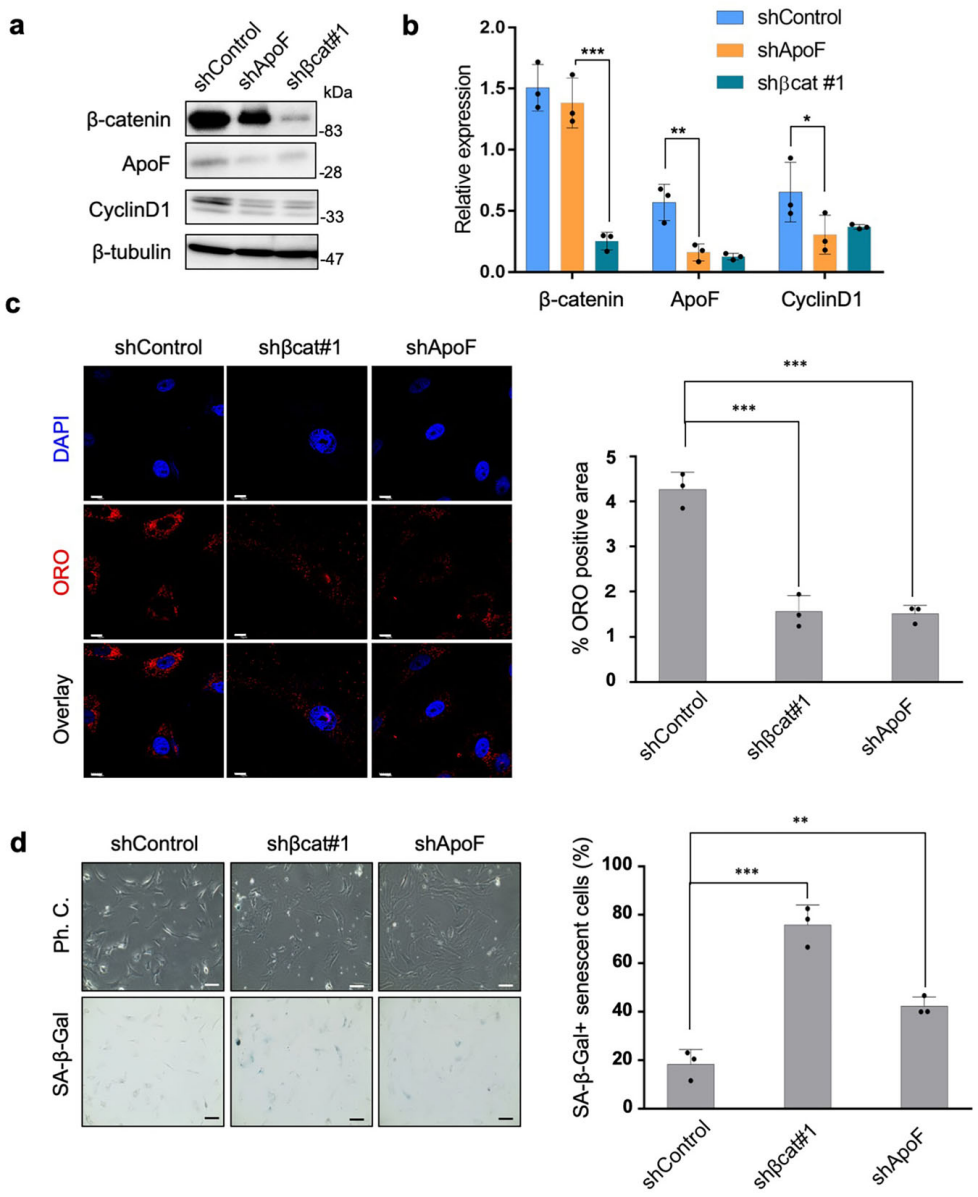
Knockdown of *ApoF* or *β-catenin* has similar effects in NSFs. **a** Immunoblot confirming downregulation of ApoF upon *ApoF* and *β-catenin* knockdown in NSFs. β-tubulin was used as a loading control. **b** Densitometric quantification of β-catenin and ApoF expression from the immunoblots shown in **a**. Data are expressed as the mean ± standard deviation (*n* = 3 biologically independent experiments). *P < 0.05 and ***P < 0.001, two-sided Student’s paired *t* test. **c** Immunofluorescence images demonstrating decreased abundance of lipid droplets upon *β-catenin* or *ApoF* knockdown (left). Scale bars, 10 μm. Quantitative results showing percentage coverage of cells stained with ORO versus that by total cells in the ORO assay (right). Data are expressed as the mean ± standard deviation (*n* = 3 biologically independent experiments). ***P < 0.001, two-sided Student’s *t* test. **d** Representative images showing SA-β-gal activity in control, *β-catenin*, and *ApoF* knockdown NSFs (left). Quantitative analysis of SA-β-Gal-stained cells in control, *β-catenin*, and *ApoF* knockdown cells (right). Data are expressed as the mean ± standard deviation (*n* = 3 biologically independent experiments); n.s., non-significant; **P < 0.01 and ***P < 0.001, two-sided Student’s paired *t* test.

### ApoF restores lipid drop formation and prevents development of senescence-like phenotypes under β-catenin knockdown conditions

To further elucidate the function of ApoF, we overexpressed *ApoF* in control and *β-catenin* knockdown NSFs (Supplementary Fig. S12b, c). Remarkably, *ApoF* overexpression restored formation of ORO-positive lipid droplets in *β-catenin* knockdown NSFs, supporting the notion that ApoF is crucial for lipid droplet accumulation (Fig. 7a). Moreover, ApoF overexpression prior to *β-catenin* knockdown prevented *β-catenin* knockdown-induced expansion of the cell surface area and SA-β-gal activation (Fig. 7b). Notably, ApoF overexpression after *β-catenin* knockdown did not restore cell area expansion or prevent SA-β-gal activation in NSFs (Fig. 7b, c), consistent with the earlier observation that reloading cholesterol in senescent-like cells failed to suppress SA-β-gal induction (Supplementary Fig. S10). Furthermore, fluorescence analysis with BODIPY revealed that cholesterol accumulation in ORO-positive lipid droplets was also dependent on the β-catenin-ApoE axis (Supplementary Fig. S13). These findings suggest that ApoF is required for β-catenin-induced formation of cholesterol-enriched lipid droplets, which may protect NMR cells from senescence-like phenotypic changes.

**Fig. 7:**
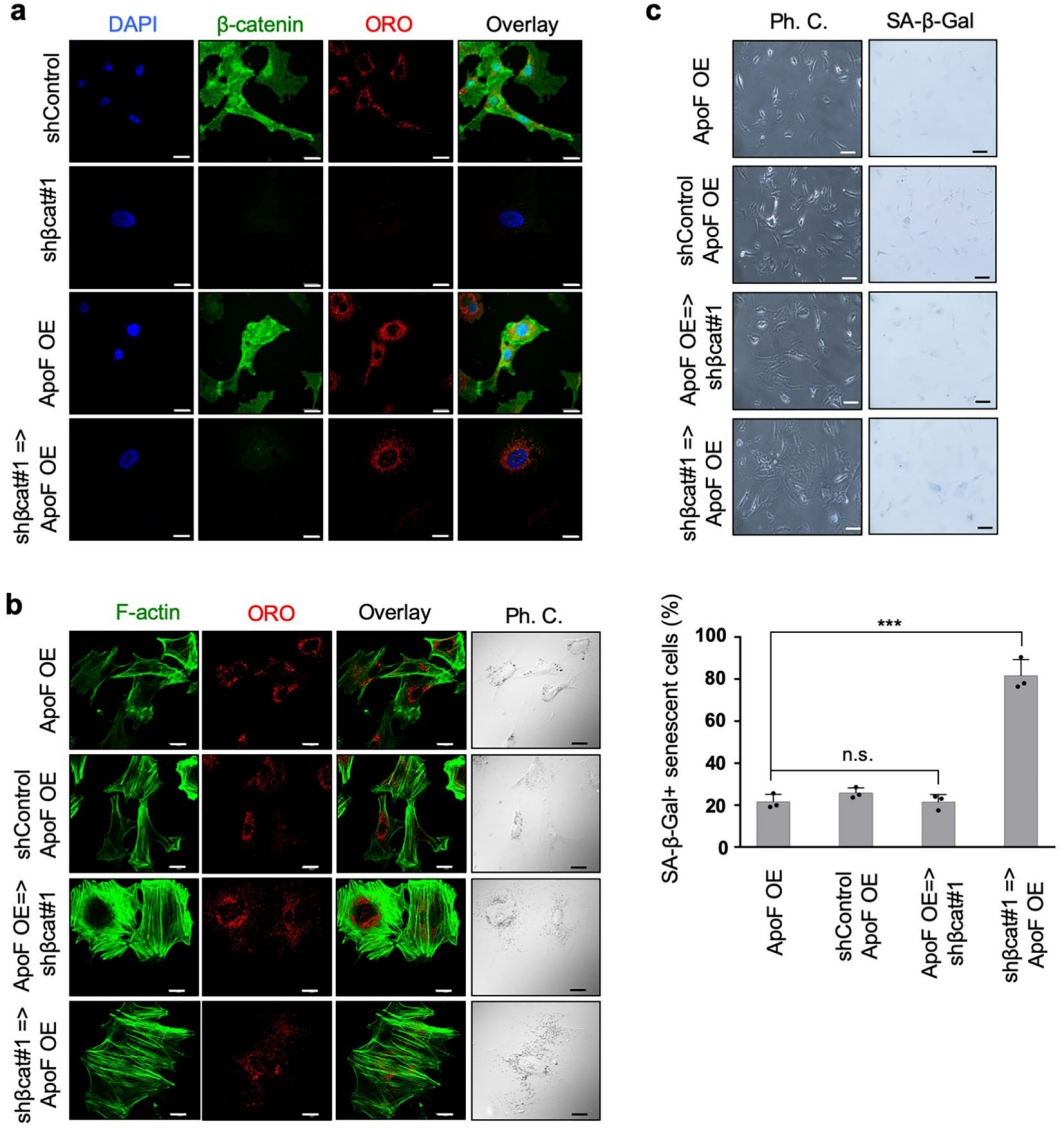
ApoF restores lipid droplets under conditions of β-catenin depletion. **a** Immunofluorescence images demonstrating lipid droplet restoration by *ApoF* overexpression. Scale bars, 20 μm. **b** Immunofluorescence images demonstrating changes in cell size and actin rearrangement upon *β-catenin* knockdown and/or *ApoF* overexpression. Scale bars, 20 μm. **c** SA-β-gal assay of NSFs expressing the indicated shRNA and/or ApoF cDNA (left). Scale bars, 100 μm. Quantitative results showing the percentage coverage of senescent cells versus that by total cells in the SA-β-gal assay (right). Data are expressed as the mean ± standard deviation (*n* = 3 biological replicates). ***P < 0.001 and n.s., not significant; two-sided Student’s *t* test.

### Protective effects of the β-catenin-ApoF axis against oxidative stress

Above, we showed that *β-catenin* knockdown increased formation of 8-OHdG, a biomarker of oxidative stress, suggesting that cellular senescence regulated by the β-catenin-ApoF axis is linked to oxidative stress (Fig. 2g and Supplementary Figs. S5c, 10b). To assess this possibility, we examined the effects of *β-catenin* or *ApoF* knockdown on reactive oxygen species (ROS) levels using CellROX Green Reagent, based on a previous observation that cellular senescence resulted from the accumulation of oxidative damage inflicted by ROS^28^. Evidently, *β-catenin* and *ApoF* knockdown led to a marked increase in ROS levels compared with those in the control cells (Fig. 8a). Next, we used the Alamar Blue Assay to measure the cellular reducing power of NSFs as an index of cell viability. Viability of both *β-catenin* and *ApoF* knockdown NSFs fell significantly (Fig. 8b). However, treatment with N-acetyl-L-cysteine, a strong antioxidant^29^, increased viability of *β-catenin/ApoF* knockdown NSFs. These findings suggest that the β-catenin-ApoF axis protects NMR cells from the oxidative damage that induces cellular senescence. Furthermore, our findings suggest that β-catenin/ApoF-mediated upregulation of cholesterol uptake and subsequent lipid droplet formation suppress NSF senescence.

**Fig. 8:**
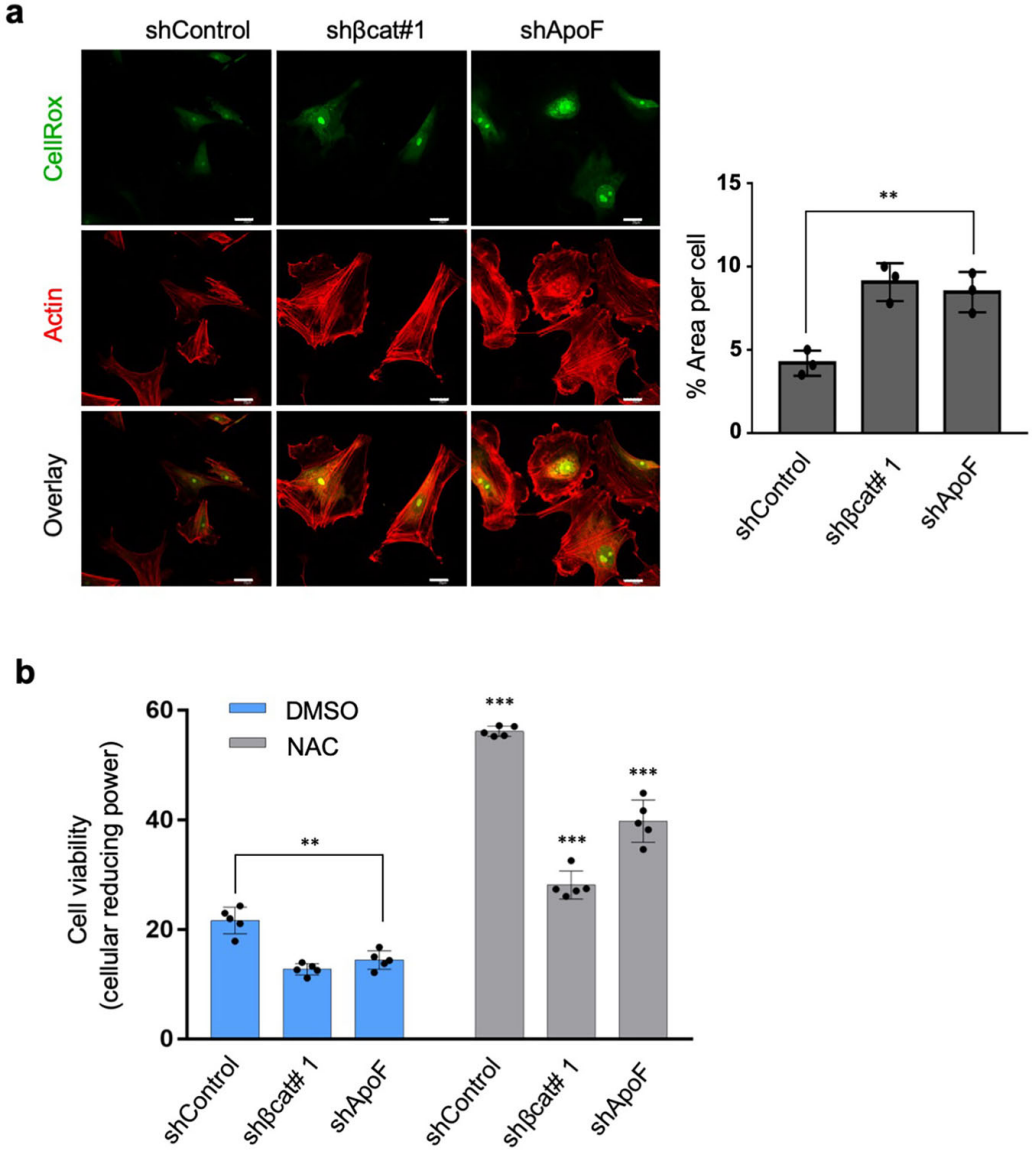
Induction of oxidative stress and decreased cell viability under *β-catenin* and *ApoF* knockdown conditions. **a** Immunofluorescence images showing elevated oxidative stress detected by CellRox upon *β-catenin* or *ApoF* knockdown. Scale bars, 20 μm. (left) Quantitative analysis of the CellRox in control, *β-catenin*, and *ApoF* knockdown NSFs (right). Data are expressed as the mean ± standard deviation (*n* = 3 biologically independent experiments) (lower graph); **P < 0.01, Student’s unpaired *t* test. **b** Alamar Blue assay showing decreased viability of NSFs upon *β-catenin* or *ApoF* knockdown, which was restored by treatment with NAC. Data are expressed as the mean ± standard deviation (n = 5 biologically independent experiments). **P < 0.01 and ***P < 0.001, Student’s unpaired *t* test.

### Differential role of β-catenin in NMR and mouse cells

Finally, to investigate whether the interconnection between β-catenin and lipid droplet abundance could be manifested in mice, we overexpressed β-catenin in MSFs and NIH3T3 cells. However, ApoF expression remained unchanged (Supplementary Fig. S14a), and there was no marked accumulation of lipid droplets in either MSFs or NIH3T3 cells (Supplementary Fig. S14b). In addition, we observed that NSFs had no ability for anchorage-independent growth, regardless of abundant β-catenin expression (Supplementary Fig. S15a), while β-catenin overexpression in mouse cells promoted anchorage-independent growth (Supplementary Fig. S15b), indicating that β-catenin is oncogenic in mouse cells but not in NMR cells. These results further highlight the functional difference between NMR and mouse β-catenin, and suggest that the β-catenin-regulated cholesterol metabolism via ApoF is unique to the NMR cells.

## Discussion

In most normal mammalian cells, activation of Wnt/β-catenin signaling promotes cell cycle progression by upregulating expression of mitogenic proteins such as c-Myc and Cyclin D1^30^. Furthermore, aberrant upregulation of the Wnt/β-catenin pathway is a major cause of colorectal cancer^31,32^, which is primarily attributed to mutations in APC, Axin1, APC, or β-catenin^33,34^. Paradoxically, NMR cells expressed high levels of β-catenin and low levels of Axin1, yet target proteins such as cyclin D1 and c-Myc were expressed at considerably lower levels, potentially accounting for the slower growth rate of NMR cells. Nonetheless, transcriptional activity of β-catenin increased in NMR cells. Furthermore, neither inhibition of Wnt production nor Axin1 overexpression affected β-catenin accumulation in NMR cells. These unexpected observations suggest potential unique roles for β-catenin independent of the canonical Wnt/β-catenin pathway in NMRs.

*β-catenin* knockdown in NSFs altered cellular morphology and function, with a considerable expansion of cell area, significantly decreased growth rate, increased SA-β-Gal activity, nuclear accumulation of p21, and increased DNA damage. These phenotypes were consistent with cellular senescence, indicating that *β-catenin* knockdown induced cellular senescence in NSFs. By contrast, *β-catenin* knockdown abolished accumulation of cholesterol-enriched lipid droplets, and inhibition of cholesterol synthesis caused senescence-like phenotypic changes similar to those observed after *β-catenin* knockdown. These observations suggested that abundant β-catenin in NMR cells suppresses cellular senescence via cholesterol accumulation in lipid droplets, consistent with a study that reported the suppressive role of cholesterol on senescence in mice^35^. We also demonstrated that the β-catenin-ApoF axis was associated with ROS levels and cellular reducing power. In addition, cellular senescence is induced by accumulation of oxidative damage inflicted by ROS of mitochondrial origin^28^. A recent study showed that mitochondrial ROS generation rates are comparable between NMRs and mice, but that the capacity to neutralize ROS is much higher in NMRs than in mice. In conjunction with these findings, our results support a hypothesis that the abundant cholesterol in NMR cells could serve as a ROS scavenger that suppresses onset of cellular senescence. This would be consistent with a previous study demonstrating that cholesterol can function as an antioxidant to counter oxidative stress^36^. However, we could not rule out the possibility that β-catenin could also contribute to additional molecular mechanisms underlying the anti-senescence effects; for example, upregulation of the matrix metalloprotease pathway and GPCR signaling (Fig. 5a).

To date, several studies have attempted to identify the functional link between Wnt/β-catenin signaling and lipid droplet formation in other contexts, but the results have been somewhat contradictory. A cancer stem cell model revealed a direct correlation between Wnt pathway activity and increased lipid contents^37^. On the contrary, under K-Ras overexpression conditions, canonical Wnt signaling reprograms lipid metabolism by attenuating lipid droplet accumulation^38^. In breast cancer cells, *β-catenin* knockdown upregulates proteins associated with lipid metabolism^39^. In the present study, however, we found that *β-catenin* knockdown in NMR cells suppressed the LXR/RXR pathway involved in cholesterol metabolism and lipogenesis, suggesting that the β-catenin pathway positively regulates cholesterol metabolism in NMRs. These seemingly contradictory roles for β-catenin in regulation of lipid droplet formation suggest that β-catenin exerts context-dependent, and further underscore the unique functions of β-catenin in NMRs.

We identified ApoF, a cholesterol transfer inhibitor protein, as a unique target of β-catenin in NMR cells^40^. ApoF knockdown suppressed lipid droplet accumulation and promoted cellular senescence in a manner similar to *β-catenin* knockdown, while ApoF overexpression restored lipid droplet formation in *β-catenin* knockdown NSFs. These results suggest that ApoF is a crucial mediator of β-catenin-mediated cholesterol accumulation in lipid droplets. However, the mechanisms by which ApoF expression is regulated by β-catenin are yet to be elucidated. We attempted to identify the functional link between TCF4, β-catenin, and ApoF using PNU-74654, an inhibitor that prevents interaction between β-catenin and TCF^41^. We found that treatment with PNU-74654 did not alter ApoF expression (Supplementary Fig. S16), indicating that ApoF expression is TCF-independent. This suggests that a unique transcription factor(s) contributes to the β-catenin-mediated regulation of ApoF expression in NMR cells, or alternatively that ApoF expression is regulated indirectly via an unknown mechanism downstream of the β-catenin signaling.

In summary, we identified constitutively elevated β-catenin activity in NMR cells. This increased β-catenin activity promoted accumulation of cholesterol-enriched lipid droplets via ApoF upregulation, which protected NMR cells from cellular senescence. These findings confirmed that NMR cells are intrinsically susceptible to cellular senescence^42^, potentially due to their low rate of basal metabolism^43^, which could be beneficial for longevity and cancer resistance. Hence, upregulation of the unique β-catenin pathway in NMR cells could counterbalance its strong senescence potential, thereby promoting longevity and survival under harsh conditions at the whole-organism level. Further analyses of the molecular mechanisms underlying the anti-senescence functions of cholesterol may reveal unique approaches to treating aging-related conditions.

## Methods

### Antibodies and chemicals

Alexa Fluor 488-phalloidin, Alexa Fluor 594-goat anti-rabbit IgG, HRP-conjugated goat anti-rabbit IgG, and HRP-conjugated goat anti-mouse IgG were purchased from Thermo Fisher Scientific (Waltham, MA, USA). Anti-β-catenin (D10A8), anti-phospho-β-catenin (pSer41), anti-Axin1 (C76H11), anti-GSK-3β, anti-phospho-GSK-3β (pSer9), anti-cyclin D1, and anti-p21 antibodies were from Cell Signaling Technology (Beverly, MA, USA). The anti-8-OHdG (15A3) antibody was from Santa Cruz Biotechnology (Dallas, TX, USA) and anti-β-tubulin was purchased from Sigma Aldrich (St Louis, MO, USA). The anti-ApoF (ab231585) antibody was from Abcam (Cambridge, MA, USA). The protease inhibitor cocktail was purchased from Nacalai Tesque (Kyoto, Japan). ORO and triethyl-phosphate [(C_2_H_5_O)_3_PO] were purchased from WAKO (Osaka, Japan). Lovastatin was purchased from Merk (Darmstadt, Germany).

### Cell culture

Primary adult NMR fibroblasts were received from the Department of Aging and Longevity Research, Kumamoto University. MSFs were prepared from adult mouse skin, and NIH 3T3 cells were obtained from American Type Culture Collection. To investigate whether temperature, oxygen concentration, or serum concentration affected β-catenin expression or lipid droplet abundance, NMR and mouse cell lines were cultured in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% FBS or 15% FBS under hypoxic (5.0% CO_2_, 3.0% O_2_) or normoxic (5.0% CO_2_, 16.5% O_2_) conditions at 32 °C or 37 °C. Upon reaching 70–80% confluency, cells were harvested and lysates prepared. To maintain optimal culture conditions for NMR cell lines, primary NMR fibroblasts and mouse fibroblasts between passage numbers 1–13 were grown in DMEM supplemented with 15% (v/v) fetal bovine serum (FBS) at 32 °C under hypoxic conditions, as described previously^14^.

### Inactivation of Wnt signaling

The Wnt production inhibitor, IWP-2 (Selleck Chemicals), was used to inactivate Wnt signaling in NMR fibroblasts. NMR fibroblasts were plated at 500,000 cells/well in six-well plates. After 48 h, cells were treated with vehicle (0.1% DMSO) or IWP-2 in a dose-dependent manner (up to 100 μM), followed by lysate collection after 48 h. Lysates were then used for immunoblotting. To inhibit the interaction between β-catenin and TCF-4, NMR and MSFs were seeded for 48 h and then exposed to the small-molecule compound PNU-74654 (Selleck Chemicals) at concentrations of 50, 100, and 200 μM.

### Plasmid constructs and shRNA constructs

To generate *β-catenin* shRNA, sequences were designed to target the central and UTR regions, and the silent constructs were subcloned into the pLKO1 lentiviral vector. *ApoF* and *β-catenin* cDNA was generated by PCR using NMR and mouse cDNA as templates, respectively. The *ApoF* and *β-catenin* constructs were then subcloned into the CSII-CMV-MCS-IRES-Bsd lentiviral vector (RIKEN) and the PCX4 retroviral vector, respectively. All constructs were confirmed by sequencing. The pLKO1 non-targeting shRNA control plasmid was purchased from Sigma Aldrich. The oligonucleotide sequences used to generate shRNA vectors in this study are listed in Supplementary Table S3.

### Retroviral and lentiviral infection

For the knockdown experiment, lentiviral shRNA targeting NMR β-catenin and ApoF, or an empty vector construct, was packaged into HEK293T cells along with a pLKO1 vector containing the packaging genes *Vsv-G*, *Gag-pol*, and *Rev* from the MISSION Lentiviral packaging mix (Sigma Aldrich), using Lipofectamine 3000 as the transfection reagent. The 293T culture medium containing lentiviral particles was collected, passed through a 0.2 μm syringe filter (Whatman), and supplemented with 4 μg/mL Polybrene (Nacalai Tesque). For transduction, cells cultured in a 6 cm plate were incubated with 2 mL filtered virus-containing medium and growth medium (1:1 ratio) overnight. This point was designated as Day 0. The viral medium was then replaced with fresh growth medium on Day 1 post-transduction. On Day 3 post-transduction, transduced cells were selected by culture with 10 μg/mL puromycin. For ApoF overexpression in NMR cells, a lentiviral packaging vector (pcAG-HIVgp), a Rev-expressing vector (pCMV-VSV-G-RSV-Rev), and a CSII-CMV-MCS-IRES-Bsd lentiviral vector containing the NMR ApoF genetic construct were transfected into PLT cells using FuGene (Promega, Madison, WI, USA). The culture supernatant was then used as a source of the virus, followed by transduction into NSFs as described previously. For dual lentiviral transfections, the second transduction was conducted on Day 7 post-transduction. For β-catenin overexpression, the retroviral vector PCX4 was used to transduce mouse cell lines. The production and infection of retroviral vectors were performed as described previously^44^.

### RNA-sequencing

Prior to RNA sequencing, puromycin-selected cells were harvested on Day 7 post-transduction and replated onto a 6 cm dish (1 × 10^6^ cells). Medium containing puromycin was changed every other day until the cells reached 80% confluency. Cells were transfected with *shControl* (Empty vector) or *shβ-catenin #1* lentiviral vector, and total RNA was extracted using Sepasol-G (Nacalai Tesque), according to the manufacturer’s protocol. Library preparation was performed using a TruSeq stranded mRNA sample prep kit (Illumina, San Diego, CA), according to the manufacturer’s instructions. Sequencing was performed on an Illumina HiSeq 2500 platform in 75 bp pair-end mode. Illumina Casava1.8.2 software was used for base-calling. Sequenced reads were mapped to the NMR reference genome sequences (GCA_000247695.1) using TopHat v2.0.13 in combination with Bowtie2 ver. 2.2.3 and SAMtools ver. 0.1.19. The fragments per kilobase of exon per million mapped fragments were calculated using Cufflinks version 2.2.1. For further analysis, the 216 genes showing a greater than fourfold change in expression were detected using IPA^45^.

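At a mean of at least 1 FPKM, 89 genes were more than 4-fold higher in the *shβ-catenin* library and 27 more than 4-fold lower. Of these, 51 and 16 carry a locus number as their symbol, and 15 of the higher and 9 of the lower genes were listed at 0 in the other library. The named genes with the highest log2 fold-changes included *Rflna* (5.19), *Mmp3* (5.17), *Tac1*, the precursor of substance P (4.23), *Selp*, the adhesion molecule P-selectin (3.76), *Fdcsp* (3.68) and *Cp*, the copper carrier ceruloplasmin (2.96). *Tac1* was listed at 11.9 FPKM in shControl and 225 FPKM in *shβ-catenin* cells, *Selp* at 13.6 and 186 FPKM, and *Cp* at 14.2 and 111 FPKM. Those with the lowest included *Mgp*, an inhibitor of calcification (−3.26), *Wnt10b* (−3.13), *Ctnnb1* (−2.94), *Cavin2*, a protein of caveolae (−2.74), *Eln*, which encodes elastin (−2.52), and *Cgnl1*, a protein of cell junctions (−2.11). *Mgp* was listed at 13.3 and 1.29 FPKM, *Cavin2* at 6.40 and 0.872 FPKM, *Eln* at 1.78 and 0.229 FPKM, and *Cgnl1* at 58.9 and 13.6 FPKM.

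Supplementary Tables 1 and 2 list 157 genes as higher and 59 as lower, which are the paper's counts. For 215 of the 216 the ratio of the FPKM values as deposited equals the paper's fold within 0.2%. By the same values 117 of the 216 have a mean under 1 FPKM and 99 at least 1 FPKM. For 62, of which 45 have a mean under 1 FPKM, the ratio is that of whole fragments that sum to at most 12 over both libraries. The numbers of genes past 4-fold depend on low values. They were 32 higher and 9 lower with a pseudocount of 1, 24 and 6 at a mean of at least 5 FPKM, and 409 and 197 without the filter.

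**Figure D4:**
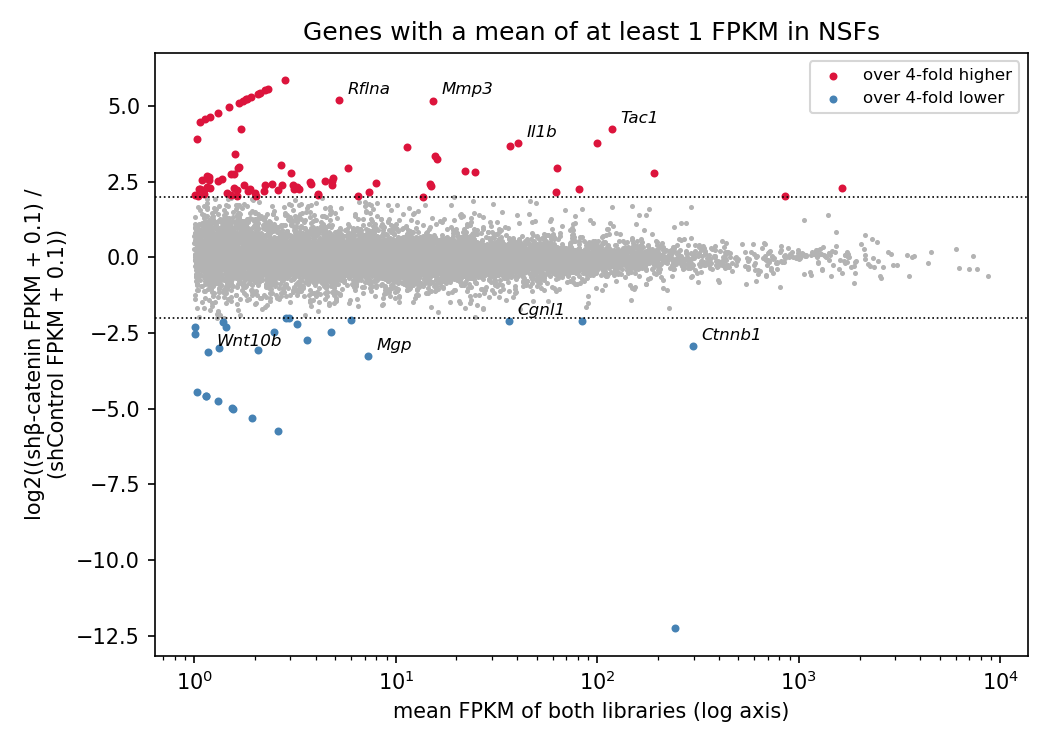
Log2 fold-change (vertical axis, pseudocount 0.1) against the mean FPKM of both libraries (horizontal log axis) for the 13097 genes with a mean of at least 1 FPKM. Red points are the 89 genes more than 4-fold higher in the *shβ-catenin* library and blue points the 27 more than 4-fold lower.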

### Immunoblotting

Cells were lysed in RIPA buffer (20 mM Tris-HCl pH 7.4, 150 mM NaCl, 0.5 mM EDTA, 1% NP40, 1 mM PMSF, 1 mM sodium orthovanadate, 50 mM NaF, and sodium deoxycholate) in combination with a protease inhibitor (Invitrogen), and protein concentration was determined using a Bradford protein assay (BioRad). Ten micrograms of denatured lysates were subjected to 10% SDS-PAGE, and blotted using standard procedures. For protein detection, blots were incubated overnight with primary antibodies, followed by a secondary antibody (rabbit-HRP; G.E. Healthcare) for 30 min. Chemiluminescence was used to visualize protein bands (G.E. Healthcare).

### Oil-Red O staining

Cells (25–50% confluency) were seeded onto tissue culture chamber slides and allowed to grow for 48 h before staining. Cells were washed briefly with PBS, followed by fixation for 1 h in 3.7% formaldehyde. Excess formaldehyde was removed by three brief rinses in deionized water. Prior to staining, 35 mg of ORO were dissolved in 10 mL of 2-propanol or 6 mL TEP and used as a stock solution^46^. A working solution of ORO containing 6 mL of ORO stock solution and 4 mL of deionized water was prepared, followed by filtering (0.2 μm). Subsequently, slides were immersed for 5 min in the working solution of ORO.

### Immunofluorescence

Cells (25–50% confluency) were seeded onto tissue culture chamber slides and allowed to grow for 24–36 h before fixation (manipulation). For experiments involving tracking of cholesterol ester and visualization of oxidative stress in cells, cells were incubated in medium containing BODIPY CholEster C_12_ (Thermo Fisher Scientific) and CellRox Green (Thermo Fisher Scientific) for 2 h prior to fixation. Cells were rinsed in PBS (10 mM phosphate, pH 7.5/100 mM NaCl) and subsequently fixed with 4% paraformaldehyde in PBS for 10 min at room temperature. Following PBS rinsing, cells were permeabilized with 0.1% Triton X-100 in PBS (TPBS) for 10 min at room temperature. Cells were then incubated with 2% BSA for 1 h at room temperature. Cells were rinsed with TPBS and incubated at 4 °C overnight with primary antibody diluted in antibody buffer (Blocking One). On the following day, cells were rinsed three times with TPBS before incubation with a secondary antibody conjugated to fluorescein (AlexaFluor) for 30 min to 1 h at room temperature. Cells were then rinsed three times with TPBS and mounted with ProLong Gold (Molecular Probes) for immunofluorescence microscopy. For combined immunofluorescence and ORO staining, after three exchanges of PBS following application of the appropriate fluorescein-conjugated fluorescein, glass slides were immersed in the ORO working solution for 5 min. Slides were rinsed three times with deionized water, followed by mounting with ProLong Gold.

### TEM

Cells were cultured on a polystyrene coverslip (Cell Desk; Sumitomo Bakelite Co., Ltd., Japan), fixed with 2% formaldehyde and 2.5% glutaraldehyde in 0.1 M sodium-phosphate buffer (pH 7.4), and washed for 5 min (three times) in the same buffer. Cells were post-fixed for 1 h with 1% osmium tetroxide and 1% potassium ferrocyanide in 0.1 M sodium-phosphate buffer (pH 7.4), dehydrated in a graded series of ethanol solutions, and embedded in Epon812 (TAAB Co. Ltd., U.K.). 80 nm ultra-thin sections were stained with saturated uranyl acetate and lead citrate solution. Electron micrographs were obtained under a JEM-1400plus transmission electron microscope (JEOL, Japan).

### TOPFLASH reporter assay

Cells were seeded into 24-well plates (in triplicate) at a density of 5 × 10^4^ cells/well in a total volume of 500 μL complete growth medium. On the subsequent day, the cell lines were transfected with reporter vectors (ratio of FOPFLASH/TOPFLASH-Firefly luciferase:pRL-TK-Renilla luciferase = 10:1) using Lipofectamine 3000 (Invitrogen), in which the pRL-TK reporter vector was used as an internal control. 24 h after transfection, luciferase activity was measured using a PicaGene Dual Sea Pansy Luminescence Kit (Wako).

### Cell proliferation assay

Cells were plated on a 96-well dish at a density of 500 cells/well in a total volume of 100 μL of complete growth medium. After the cells had fully attached to the surface of the dish, 10 μL of Cell Counting Kit WST-8 (Doujin Chemistry Laboratories) reagent was added to each well, followed by a 1-h incubation at 32 °C. Cell density was determined using a microplate reader (absorbance 450 nm). On the subsequent days, cell density was measured from 7 to 20 days of culture, and growth rates were plotted.

### SA-β-Gal assay

Cells were seeded at 2 × 10^4^ cells/well in a 12-well plate 48 h prior to staining. Cells were washed briefly with cold PBS before fixation in 1 mL of 0.5% glutaraldehyde, followed by incubation at 4 °C for 5 min. Cells were stained with 2 mL of freshly prepared 5-bromo-4-chloro-3-indoyl-β-D-galactopyranoside (X-Gal) staining solution, followed by incubation at 37 °C for 5 h. Staining was terminated by washing three times with ice-cold PBS for 5 min. Color images of X-Gal-stained cells were captured with bright-field settings, mounted under an inverted light microscope, and imaged using a 10× objective lens. Stained cells were counted and analyzed manually. Image J analysis was utilized to confirm consistency. Chlorophenol red β-D-galactopyranoside was also used for quantitative analysis of SA-β-Gal activity.

### RT-PCR

RNA was extracted from cells with Sepasol-RNA I Super G (Nacalai Tesque), followed by reverse transcription using ReverTra Ace qPCR RT Master Mix (TOYOBO) to obtain cDNA. PCR was then performed, and the intensity of DNA bands stained by SYBR gold was quantified using ImageJ analysis. The nucleotide sequences of the primers used are listed in Supplementary Table S4.

### Cholesterol assay

Cells were seeded at 1 × 10^5^ cells/well in a six-well plate 48 h prior to cholesterol extraction. Cells were washed briefly with cold PBS (twice), followed by addition of 1 mL of hexane:isopropanol (3:2) to the wells for lipid extraction, followed by incubation at room temperature for 30 min. The lipid-containing mixture was recovered in an Eppendorf tube and air-dried using an Iwaki Halogen Vacuum Concentrator (IVC-500) for 20 min at room temperature. The pellet was then resuspended and cholesterol content was determined using the Amplex Red^TM^ Cholesterol Assay Kit (Invitrogen). For reloading cholesterol, cholesterol-methyl-β-cyclodextrin (C4951, Sigma) was added to the culture medium at the final concentration of 10 μg/mL for 24 h^47,48^. Incorporation of cholesterol into cells was estimated by adding CholEsteryl BODIPY FL C_12_ (Thermo Fisher Scientific) to the culture medium (concentration, 5 μM) for 2 h before fixation and immunofluorescence analysis.

### Alamar Blue assay

Cultures (1 × 10^4^ cells/well in a 24-well plate) were set up in complete medium (DMEM supplemented with 15% (v/v) FBS, penicillin/streptomycin, 2 mM L-glutamine (Nakalai Tesque) plus 0.1 mM non-essential amino acids (Nakalai Tesque). Cultures were incubated for 48 h, followed by replacement with fresh medium containing AlamarBlue Reagent (Thermo Fisher Scientific) (medium:AlamarBlue ratio = 9:1). After 12 h of incubation with Alamar Blue, the medium was collected and colorimetrically measured at absorbances of 570 nm (Oxidized form of AlamarBlue Reagent) and 600 nm (Reduced form). The percentage reduction in cell number or cell viability was calculated using the formula stated in the manufacturer protocol.

### Soft agar colony formation assay

A soft agar colony formation assay was performed as described^49^. Briefly, single-cell suspensions (1 × 10^4^ cells) in 1.5 ml of DMEM containing 15% FBS and 0.36% agar were plated in 12-well culture dishes containing a layer of 2.5 ml of the same medium containing 0.7% agar. At 14 days after plating, colonies were stained with 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide, micrographs obtained, and cell numbers counted.

### Statistics and reproducibility

All results are presented as the mean ± standard deviation of at least three biological replicates, as indicated in the figure legends. All data analyses were conducted using GraphPad Prism 7. Unpaired two-tailed *t* tests or one-way or two-way ANOVA were used to determine *P* values. *P* values of *<0.05, **<0.01, and ***<0.001 were deemed significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

Raw RNA-seq data with accession number GSE147871 will be released publicly under Gene Expression Omnibus (GEO).

# Supplementary material for: β-catenin-promoted cholesterol metabolism protects against cellular senescence in naked mole-rat cells
**Source:** Commun Biol. 2021 Mar 19;4:357. doi: 10.1038/s42003-021-01879-8

Supplementary information

β -catenin-promoted cholesterol metabolism protects against cellular senescence in naked mole-rat cells

Woei-Yaw Chee, Yuriko Kurahashi, Junhyeong Kim, Kyoko Miura, Daisuke Okuzaki, Tohru Ishitani, Kentaro Kajiwara, Shigeyuki Nada, Hideyuki Okano and Masato Okada

Contents:

Supplementary Tables 1-4

Supplementary Figures 1-16

Original Immunoblot/gel images in figures; 6 pages

Supplementary Table 1. Representative downregulated genes within DEG from RNA-seq

Fold Change	gene name	Description
-13.584	Wnt10b	Wnt family member 10B
-12.199	Lpar3	lysophosphatidic acid receptor 3
-11.079	LOC110345950	uncharacterized LOC110345950
-10.307	Fam220a	family with sequence similarity 220 member A
-8.317	LOC101716611	uncharacterized LOC101716611
-7.796	Eln	elastin
-7.686	Ctnnb1	catenin beta 1
-7.656	Mxi1	"MAX interactor 1, dimerization protein"
-7.334	Cavin2	caveolae associated protein 2
-6.376	Cpxm1	"carboxypeptidase X, M14 family member 1"
-6.322	Fam198a	Golgi Associated Kinase 1A
-6.191	Efhf1	EF-hand domain family member D1
-5.845	LOC110348574	uncharacterized LOC110348574
-5.826	Entpd3	ectonucleoside triphosphate diphosphohydrolase 3
-5.822	LOC101725231	60S ribosomal protein L9 pseudogene
-5.822	LOC110346661	uncharacterized LOC110346661
-5.822	LOC106010386	uncharacterized LOC106010386
-5.822	LOC101710023	uncharacterized LOC101710023
-5.822	LOC106008187	uncharacterized LOC106008187
-5.813	Trerf1	transcriptional regulating factor 1
-5.715	Ano1	anoctamin 1
-5.452	Dlk2	delta like non-canonical Notch ligand 2
-5.446	Ankrd29	ankyrin repeat domain 29
-5.406	Sox2	SRY-box 2
-5.120	Egfl6	EGF like domain multiple 6
-4.991	LOC110348191	uncharacterized LOC110348191
-4.990	LOC101717878	myc-associated zinc finger protein pseudogene
-4.990	LOC110346939	zinc finger protein 670 pseudogene
-4.990	LOC110346980	gametocyte-specific factor 1 pseudogene
-4.990	LOC110350373	uncharacterized LOC110350373
-4.990	LOC101711524	transcriptional coactivator YAP1 pseudogene
-4.990	LOC110347540	uncharacterized LOC110347540
-4.981	Efcab1	EF-hand calcium binding domain 1
-4.713	Pi15	peptidase inhibitor 15
-4.671	Map2k6	mitogen-activated protein kinase kinase 6
-4.614	Morn5	MORN repeat containing 5
-4.574	LOC110350023	uncharacterized LOC110350023
-4.574	LOC101718238	protein AF-9-like
-4.574	LOC110348851	uncharacterized LOC110348851
-4.395	S1pr5	sphingosine-1-phosphate receptor 5
-4.366	LOC110345400	E3 ubiquitin-protein ligase HACE1-like
-4.348	Cgnl1	cingulin like 1
-4.347	LOC101712708	uncharacterized LOC101712708
-4.325	LOC101707839	cadherin-18
-4.286	LOC101704034	"UDP-GalNAc:beta-1,3-N-acetylgalactosaminyltransferase 1-like"
-4.282	Ctnna2	catenin alpha 2
-4.268	Fuca2	alpha-L-fucosidase 2
-4.256	Peg10	paternally expressed 10
-4.158	LOC106009933	ras-related protein Rab-5A-like
-4.158	Apof	apolipoprotein F
-4.158	LOC110347698	eukaryotic translation initiation factor 4E pseudogene
-4.158	LOC101712597	cyclin-dependent kinase 1 pseudogene
-4.158	LOC101718707	small integral membrane protein 19 pseudogene
-4.158	Mylpf	"myosin light chain, phosphorylatable, fast skeletal muscle"
-4.158	LOC106009357	vesicle transport protein GOT1B-like
-4.158	LOC101712679	40S ribosomal protein SA pseudogene
-4.158	LOC101707806	intercellular adhesion molecule 3
-4.158	CUNH10orf10	DEPP1 Autophagy regulator
-4.006	Serpinb7	serpin family B member 7

Supplementary Table 2. Representative upregulated genes within DEG from RNA-seq

Fold Change	gene name	Description	Fold Change	gene name	Description
4.008	LOC101696494	UDP-glucuronosyltransferase 1-9-like	5.210	LOC106010809	translationally-controlled tumor protein pseudogene
4.008	LOC101708467	U5 small nuclear ribonucleoprotein 40 kDa protein pseudogene	5.210	Plet1	placenta expressed transcript 1
4.008	Rasd1	ras related dexamethasone induced 1	5.215	LOC101723772	uncharacterized LOC101723772
4.008	Gpr15	G protein-coupled receptor 15	5.221	LOC101725671	T-complex protein 1 subunit zeta
4.014	Sycp1	synaptonemal complex protein 1	5.284	LOC110344690	uncharacterized LOC110344690
4.016	Prr15	proline rich 15	5.291	LOC106008440	uncharacterized LOC106008440
4.029	LOC110344797	uncharacterized LOC110344797	5.410	LOC110347960	uncharacterized LOC110347960
4.030	LOC101707377	alveolar macrophage chemotactic factor	5.411	Ido1	"indoleamine 2,3-dioxygenase 1"
4.033	LOC106008493	uncharacterized LOC106008493	5.411	LOC110344930	uncharacterized LOC110344930
4.058	LOC110345612	uncharacterized LOC110345612	5.411	LOC101724224	uncharacterized LOC101724224
4.070	Spock2	"SPARC (osteonectin), cwcv and kazal like domains proteoglycan 2"	5.427	Scg2	secretogranin II
4.133	Cldn34	claudin 34	5.438	Gjb2	gap junction protein beta 2
4.162	Gabbr2	gamma-aminobutyric acid type B receptor subunit 2	5.475	LOC110344528	uncharacterized LOC110344528
4.169	Mest	mesoderm specific transcript	5.581	Lanc13	LanC like 3
4.169	CUNH15orf48	chromosome unknown C15orf48 homolog	5.599	Hsd11b1	hydroxysteroid 11-beta dehydrogenase 1
4.183	LOC110345861	uncharacterized LOC110345861	5.611	LOC110348594	40S ribosomal protein S2 pseudogene
4.207	LOC110344733	uncharacterized LOC110344733	5.621	Hdac9	histone deacetylase 9
4.208	LOC110350140	uncharacterized LOC110350140	5.688	Cited1	Cbp/p300 interacting transactivator with Glu/Asp rich carboxy-terminal domain 1
4.208	LOC101699425	hippocampus abundant transcript-like protein 1 pseudogene	5.711	LOC110347419	uncharacterized LOC110347419
4.208	Lyg1	lysozyme g1	5.772	LOC101698282	uncharacterized LOC101698282
4.212	Dfna5	Non-syndromic hearing impairment protein 5	5.789	Ptgs2	prostaglandin-endoperoxide synthase 2
4.214	LOC110344645	uncharacterized LOC110344645	5.877	Svep1	"sushi, von Willebrand factor type A, EGF and pentraxin domain containing 1"
4.231	Mcf2l2	MCF.2 cell line derived transforming sequence-like 2	6.012	LOC110348319	uncharacterized LOC110348319
4.255	Scarf1	scavenger receptor class F member 1	6.012	Capns2	calpain small subunit 2
4.303	Fam83e	family with sequence similarity 83 member E	6.012	LOC101698865	eotaxin
4.316	Plg	plasminogen	6.012	LOC101701394	ADP-ribosylation factor-like protein 2-binding protein pseudogene
4.329	LOC110345217	uncharacterized LOC110345217	6.012	LOC110351010	histone H3
4.335	LOC110344203	uncharacterized LOC110344203	6.012	LOC110344276	uncharacterized LOC110344276
4.348	LOC101698571	uncharacterized LOC101698571	6.012	Foxa1	forkhead box A1
4.358	LOC101701112	histone-lysine N-methyltransferase PRDM9	6.012	LOC101702235	ferritin light chain pseudogene
4.383	Gtsf1	gametocyte specific factor 1	6.054	Hck	"HCK proto-oncogene, Src family tyrosine kinase"
4.391	LOC110345541	uncharacterized LOC110345541	6.105	Rgcc	regulator of cell cycle
4.409	LOC110347769	translation initiation factor IF-2-like	6.168	Syn1	synapsin I
4.409	LOC110344201	uncharacterized LOC110344201	6.195	Acp6	"acid phosphatase, prostate"
4.409	Podxl2	podocalyxin like 2	6.456	Col28a1	collagen type XXVIII alpha 1 chain
4.409	LOC101696562	uncharacterized LOC101696562	6.613	Scg5	secretogranin V
4.482	Zfyve28	zinc finger FYVE-type containing 28	6.633	Gjb6	gap junction protein beta 6
4.486	LOC110349692	uncharacterized LOC110349692	6.814	Cldn16	claudin 16
4.493	LOC101706767	platelet basic protein-like	6.914	LOC110344990	uncharacterized LOC110344990
4.500	CUNH2orf81	chromosome unknown C2orf81 homolog	6.919	Olfm4	olfactomedin 4
4.529	Sla	Src like adaptor	7.214	LOC110344566	uncharacterized LOC110344566
4.542	Rassf10	Ras association domain family member 10	7.214	LOC101715086	uncharacterized LOC101715086
4.609	Thy1	Thy-1 cell surface antigen	7.214	LOC110346404	uncharacterized LOC110346404
4.620	Cfap126	cilia and flagella associated protein 126	7.214	LOC106009632	uncharacterized LOC106009632
4.646	Msr1	macrophage scavenger receptor 1	7.214	LOC106010241	60S ribosomal protein L17 pseudogene
4.659	Kcnn3	potassium calcium-activated channel subfamily N member 3	7.338	Pamr1	peptidase domain containing associated with muscle regeneration 1
4.750	Tnfp3	TNFAIP3 interacting protein 3	7.522	Nrg2	neuregulin 2
4.810	Kcna1	potassium voltage-gated channel subfamily A member regulatory beta subunit 1	7.666	Dcn	decorin
4.810	LOC110348315	uncharacterized LOC110348315	7.808	Ccdc141	coiled-coil domain containing 141
4.810	LOC110345795	uncharacterized LOC110345795	7.816	LOC101714691	uncharacterized LOC101714691
4.810	LOC110347917	uncharacterized LOC110347917	7.816	LOC110346356	uncharacterized LOC110346356
4.810	LOC101701625	nascent polypeptide-associated complex subunit alpha pseudogene	7.824	Cp	ceruloplasmin
4.810	LOC110348910	uncharacterized LOC110348910	8.237	LOC110348169	uncharacterized LOC110348169
4.810	LOC101709453	growth hormone-inducible transmembrane protein pseudogene	8.331	LOC101705012	"HLA class II histocompatibility antigen, DRB1-4 beta chain"
4.810	LOC110344130	uncharacterized LOC110344130	8.417	Pdzk1ip1	PDZK1 interacting protein 1
4.810	LOC110347252	uncharacterized LOC110347252	8.417	LOC110348227	uncharacterized LOC110348227
4.810	LOC110349696	uncharacterized LOC110349696	8.417	LOC110344608	uncharacterized LOC110344608
4.810	LOC110347215	uncharacterized LOC110347215	8.417	LOC110350948	uncharacterized LOC110350948
4.810	Ptprh	protein tyrosine phosphatase receptor type H	8.417	LOC110350012	uncharacterized LOC110350012
4.810	LOC110349749	histone H4	8.417	LOC110346739	uncharacterized LOC110346739
4.810	LOC110343935	uncharacterized LOC110343935	9.379	LOC110344368	uncharacterized LOC110344368
4.810	LOC101721253	uncharacterized LOC101721253	9.619	LOC110345873	uncharacterized LOC110345873
4.810	Cspg5	chondroitin sulfate proteoglycan 5	9.619	LOC110345817	protein FAM177A1 pseudogene
4.813	LOC110346620	uncharacterized LOC110346620	9.672	Col20	C-C motif chemokine ligand 20
4.854	LOC110347520	uncharacterized LOC110347520	9.943	Rab11fp4	RAB11 family interacting protein 4
4.954	LOC106007905	uncharacterized LOC106007905	10.268	LOC101718744	plasminogen activator inhibitor 2
5.017	LOC110350177	uncharacterized LOC110350177	10.462	Cd74	CD74 molecule
5.034	Ehf	ETS homologous factor	10.822	LOC110351111	uncharacterized LOC110351111
5.091	Mmp8	matrix metalloproteinase 8	11.183	Il21r	interleukin 21 receptor
5.110	LOC110350464	uncharacterized LOC110350464	13.055	Fdcsp	follicular dendritic cell secreted protein
5.110	LOC101721336	uncharacterized LOC101721336	13.151	LOC101704667	"HLA class II histocompatibility antigen, DQ alpha 1 chain"
5.124	LOC101712048	serum amyloid A-4 protein	13.646	Selo	selectin P
5.129	LOC106007907	uncharacterized LOC106007907	13.948	Il1b	interleukin 1 beta
5.148	Izumo4	IZUMO family member 4	15.231	Mmp9	matrix metalloproteinase 9
5.167	Prkch	protein kinase C eta	15.632	LOC110350305	uncharacterized LOC110350305
5.183	Tfec	transcription factor EC	18.900	Tac1	tachykinin precursor 1
5.186	LOC110350035	uncharacterized LOC110350035	40.882	Mmp3	matrix metalloproteinase 3
5.210	LOC101711824	intersectin-2 pseudogene	55.712	Rftna	refilin A
5.210	LOC110349417	uncharacterized LOC110349417			

Supplementary Table 3. Sequences of shRNA oligonucleotide targeting β -catenin. Restriction sites used to ligate to pLKO1 vector are AgeI and EcoRI at 5' and 3' respectively; linker sequence is characterized with 6 nucleotides CTCGAG.

No	shRNA	Sequence 5' - 3'
1	β cat #1	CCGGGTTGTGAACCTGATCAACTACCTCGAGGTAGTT<br>GATCAGGTTCACTTTTGG
2	β cat #2	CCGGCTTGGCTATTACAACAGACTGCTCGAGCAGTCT<br>GTTGTAATAGCCAAGTTTGG
3	ApoF	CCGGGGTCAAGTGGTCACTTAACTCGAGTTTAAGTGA<br>AGCACTGACCTTTTGG
4	Non-target<br>shRNA (Sigma)	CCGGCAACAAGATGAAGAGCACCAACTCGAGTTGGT<br>GCTCTTCATCTTGTGTTTTT

Supplementary Table 4. Sequences of oligonucleotide used for RT-PCR.

Gene	Sense Primer	Antisense Primer	Bp
CTNNB1	TTCTTGGCTATTACAACAGAC	CATCCCTTCCTGCTTAGTCG	249
TUBB	AAGAACAGCAGCTACTTCG	TTCATGTTGCTCTCGGCCTC	242
CCND1	GTGCATCTACACTGACAACTC	GATCTGTTTGTCTCCTCAGCC	160
APOF	CCTGTGGATGCCATTCCA	CCTCCAGGGCATTCTTAGAG	193

10 20 30 40 50 60 70 80

Human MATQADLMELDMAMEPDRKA AVSHWQQQSYLD SG I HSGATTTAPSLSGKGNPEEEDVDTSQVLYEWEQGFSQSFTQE QVAD I DGQYAM

Mouse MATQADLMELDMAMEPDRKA AVSHWQQQSYLD SG I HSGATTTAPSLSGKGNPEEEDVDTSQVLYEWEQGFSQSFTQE QVAD I DGQYAM

NMR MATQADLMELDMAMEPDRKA AVSHWQQQSYLD SG I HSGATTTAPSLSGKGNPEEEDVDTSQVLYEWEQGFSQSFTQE QVAD I DGQYAM

90 100 110 120 130 140 150 160 170

Human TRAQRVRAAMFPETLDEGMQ I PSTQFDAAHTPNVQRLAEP SQMLKHAVVNL I NYQDDAELATRA I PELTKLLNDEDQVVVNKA AVMVH

Mouse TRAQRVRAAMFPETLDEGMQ I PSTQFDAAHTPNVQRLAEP SQMLKHAVVNL I NYQDDAELATRA I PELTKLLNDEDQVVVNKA AVMVH

NMR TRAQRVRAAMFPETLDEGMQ I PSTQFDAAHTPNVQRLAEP SQMLKHAVVNL I NYQDDAELATRA I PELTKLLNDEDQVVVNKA AVMVH

180 190 200 210 220 230 240 250 260

Human QLSKKEASRHA I MRSPQM VSA I VRTMQNT I DVETARCTAGT LHNLSHHREGLLA I FKSGG I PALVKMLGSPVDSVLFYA ITTLHNLLL

Mouse QLSKKEASRHA I MRSPQM VSA I VRTMQNT I DVETARCTAGT LHNLSHHREGLLA I FKSGG I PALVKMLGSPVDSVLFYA ITTLHNLLL

NMR QLSKKEASRHA I MRSPQM VSA I VRTMQNT I DVETARCTAGT LHNLSHHREGLLA I FKSGG I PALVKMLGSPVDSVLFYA ITTLHNLLL

270 280 290 300 310 320 330 340 350

Human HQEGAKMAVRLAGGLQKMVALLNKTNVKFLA ITTDC LQ I LAYGNQESKL I I LASGGPQALVN I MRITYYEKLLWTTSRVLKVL SVCSS

Mouse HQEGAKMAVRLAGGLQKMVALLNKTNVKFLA ITTDC LQ I LAYGNQESKL I I LASGGPQALVN I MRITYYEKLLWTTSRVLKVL SVCSS

NMR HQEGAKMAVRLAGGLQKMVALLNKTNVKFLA ITTDC LQ I LAYGNQESKL I I LASGGPQALVN I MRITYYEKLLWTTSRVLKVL SVCSS

360 370 380 390 400 410 420 430

Human NKPA I VEAGGMQALGLHL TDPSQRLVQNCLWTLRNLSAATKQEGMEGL LGTLVQLLGSDD I NVVTC AAG I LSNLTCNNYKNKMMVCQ

Mouse NKPA I VEAGGMQALGLHL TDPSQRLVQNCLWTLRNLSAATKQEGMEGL LGTLVQLLGSDD I NVVTC AAG I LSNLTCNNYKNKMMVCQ

NMR NKPA I VEAGGMQALGLHL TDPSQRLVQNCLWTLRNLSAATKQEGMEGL LGTLVQLLGSDD I NVVTC AAG I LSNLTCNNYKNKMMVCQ

450 460 470 480 490 500 510 520

Human VGG I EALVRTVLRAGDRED I TEPA I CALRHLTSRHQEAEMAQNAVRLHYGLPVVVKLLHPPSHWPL I KATVGL I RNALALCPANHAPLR

Mouse VGG I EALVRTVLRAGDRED I TEPA I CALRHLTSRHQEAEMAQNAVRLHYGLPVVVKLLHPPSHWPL I KATVGL I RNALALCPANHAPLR

NMR VGG I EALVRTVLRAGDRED I TEPA I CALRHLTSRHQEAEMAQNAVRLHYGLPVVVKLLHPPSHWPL I KATVGL I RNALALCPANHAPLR

530 540 550 560 570 580 590 600 610

Human EQGA I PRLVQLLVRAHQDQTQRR TSMGGTQQQFVEGV R MEE I VEGCTGALH I LARDVHNR I VIRGLNT I PLFVQLLYSPIEN I QRVAAG

Mouse EQGA I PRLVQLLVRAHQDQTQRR TSMGGTQQQFVEGV R MEE I VEGCTGALH I LARDVHNR I VIRGLNT I PLFVQLLYSPIEN I QRVAAG

NMR EQGA I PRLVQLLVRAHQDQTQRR TSMGGTQQQFVEGV R MEE I VEGCTGALH I LARDVHNR I VIRGLNT I PLFVQLLYSPIEN I QRVAAG

620 630 640 650 660 670 680 690 700

Human VLC ELAQDKEAAEA I EAEGATAPL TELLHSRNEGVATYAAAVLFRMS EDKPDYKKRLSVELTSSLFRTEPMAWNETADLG LD I GAQG

Mouse VLC ELAQDKEAAEA I EAEGATAPL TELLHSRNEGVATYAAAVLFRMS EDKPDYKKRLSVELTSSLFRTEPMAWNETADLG LD I GAQG

NMR VLC ELAQDKEAAEA I EAEGATAPL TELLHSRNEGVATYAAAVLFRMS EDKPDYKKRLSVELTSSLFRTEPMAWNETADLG LD I GAQG

710 720 730 740 750 760 770 780

Human EPLG YRQDDPSYRSFHS GG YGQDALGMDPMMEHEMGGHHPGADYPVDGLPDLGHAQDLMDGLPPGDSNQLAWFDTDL

Mouse EALG YRQDDPSYRSFHS GG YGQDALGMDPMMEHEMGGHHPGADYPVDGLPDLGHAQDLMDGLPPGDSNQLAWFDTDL

NMR EPLG YRQDDPSYRSFHS GG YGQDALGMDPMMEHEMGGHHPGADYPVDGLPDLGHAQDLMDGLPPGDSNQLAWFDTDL

Supplementary Figure 1. Alignment of the human, mouse, and NMR β -catenin amino acid sequences using Clustal W.

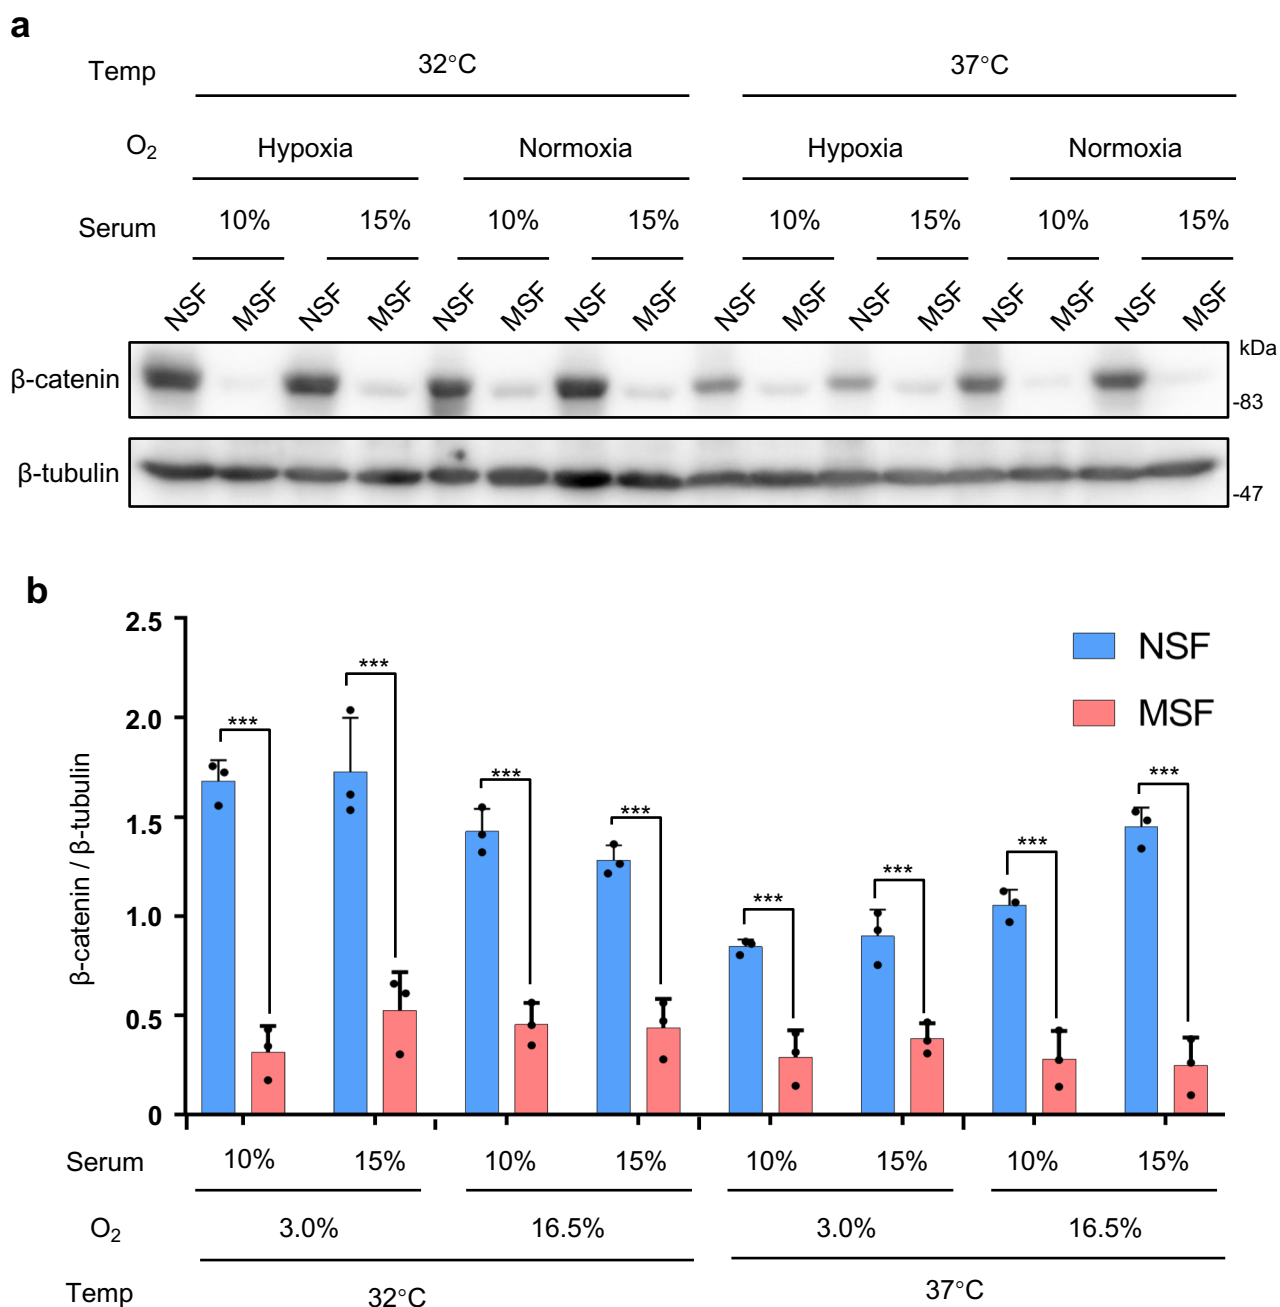

Supplementary Figure 2. Unique supernumerary accumulation of β -catenin in NMR skin fibroblasts (NSFs). (a) Immunoblot showing that β -catenin expression levels were significantly higher in NSFs than in MSFs. β -tubulin was used as a loading control. (b) Densitometric quantification of β -catenin/ β -tubulin expression from the immunoblot. Data are expressed as the mean $\pm$ standard deviation (n=3 biologically independent experiments). ***p < 0.001, Student's paired *t*-test.

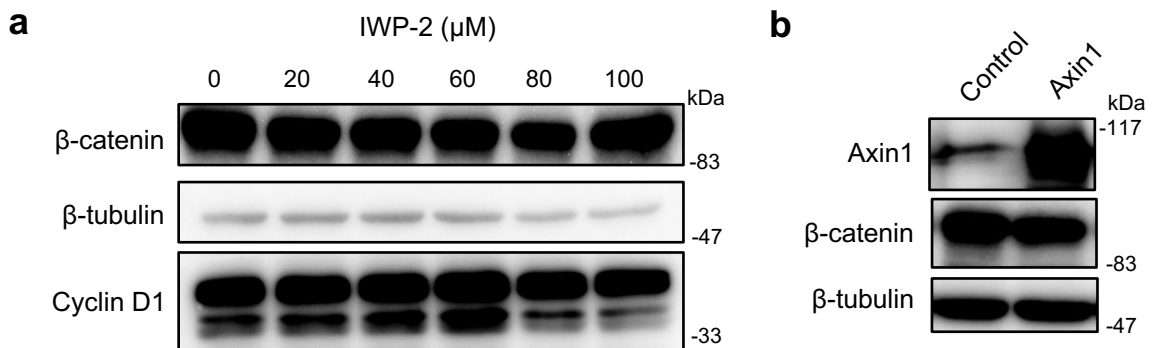

Supplementary Figure 3. Wnt- and axin-independent stabilization of β -catenin accumulation in NSFs. (a) Immunoblot showing β -catenin expression levels in the presence of increasing doses of IWP-2, an inhibitor of Wnt signaling. β -tubulin was used as a loading control. (b) Immunoblot showing that overexpression of the scaffold protein *Axin 1* did not affect changes in β -catenin expression levels observed in NMR cells. β -tubulin was used as a loading control.

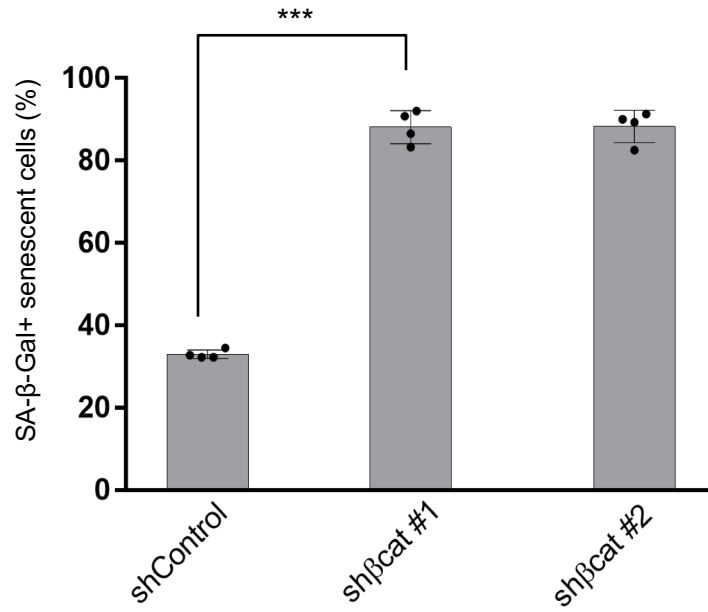

Supplementary Figure 4. β -catenin downregulation induces senescence-like phenotypes in NSFs. Quantitative analysis of SA- β -Gal activity in control and β -catenin knockdown NSFs. Data are expressed as the mean $\pm$ standard deviation (n=4 biologically independent experiments). ***p<0.001, Student's *t*-test

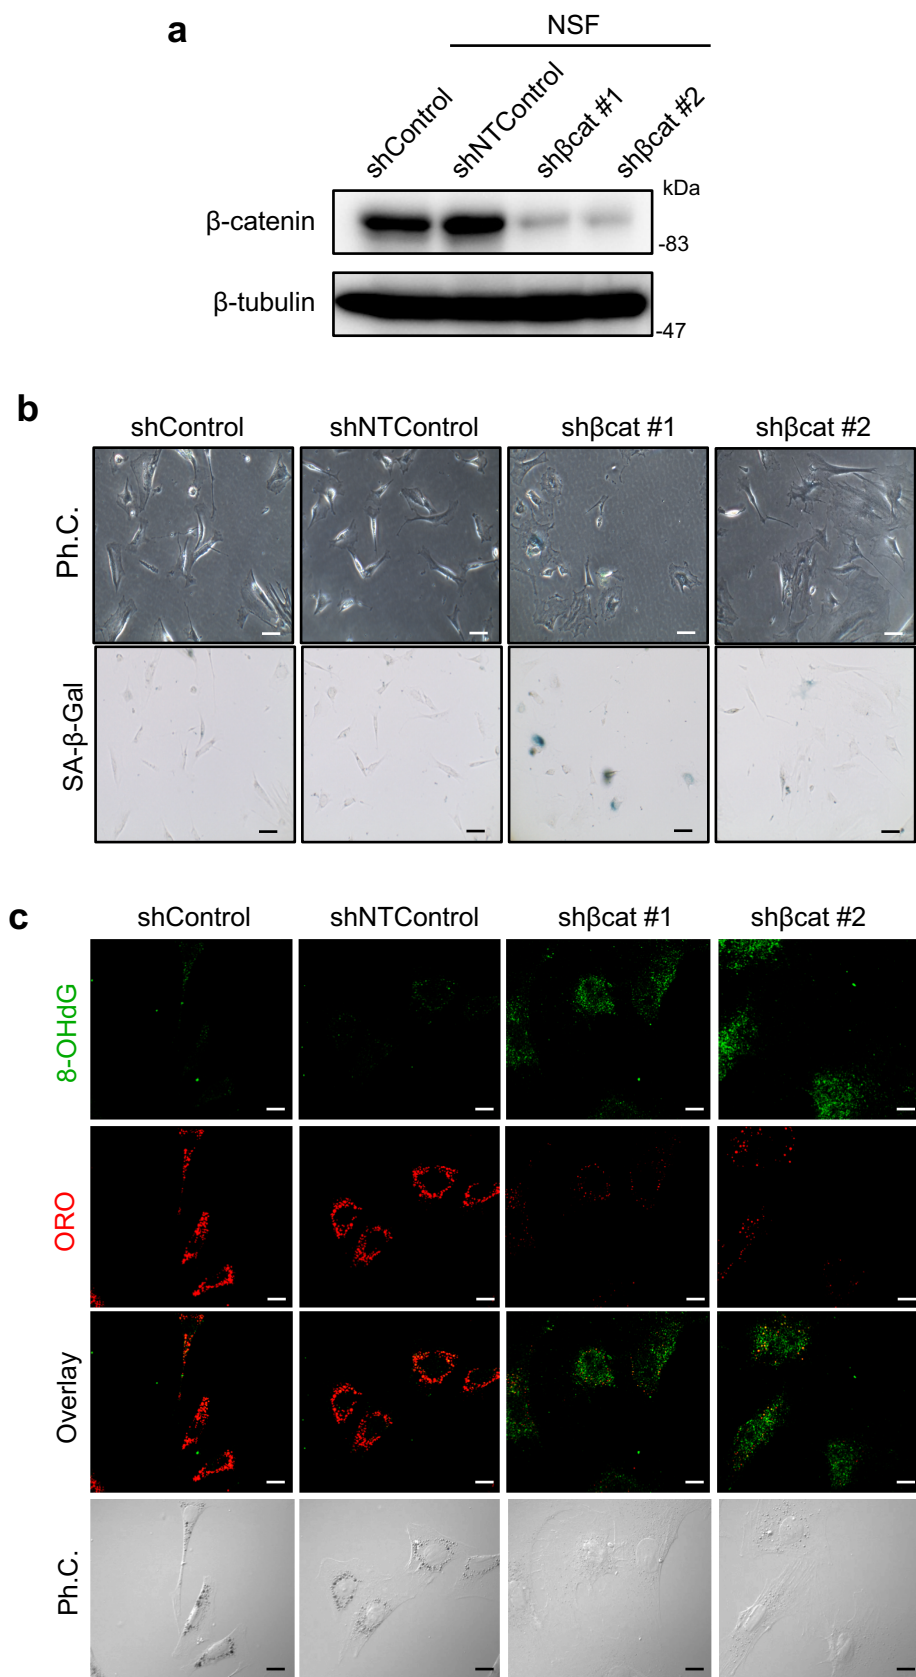

Supplementary Figure 5. Non-targeting knockdown does not change β-catenin expression or lipid droplet abundance. (a) Immunoblot showing β-catenin expression levels upon treatment with Mock (*shControl*), non-target shRNA (*shNTControl*), and *shβ-catenin*. (b) Representative phase-contrast and bright-field images showing SA-β-Gal staining in NSFs treated with *shControl*, *shNTcontrol*, or *shβ-catenin*. Scale bars, 100 μm. (c) Immunofluorescence staining of NSFs treated with *shControl*, *shNTcontrol*, and *shβ-catenin* with 8-OHdG (green) and ORO (red). Scale bars, 20 μm.

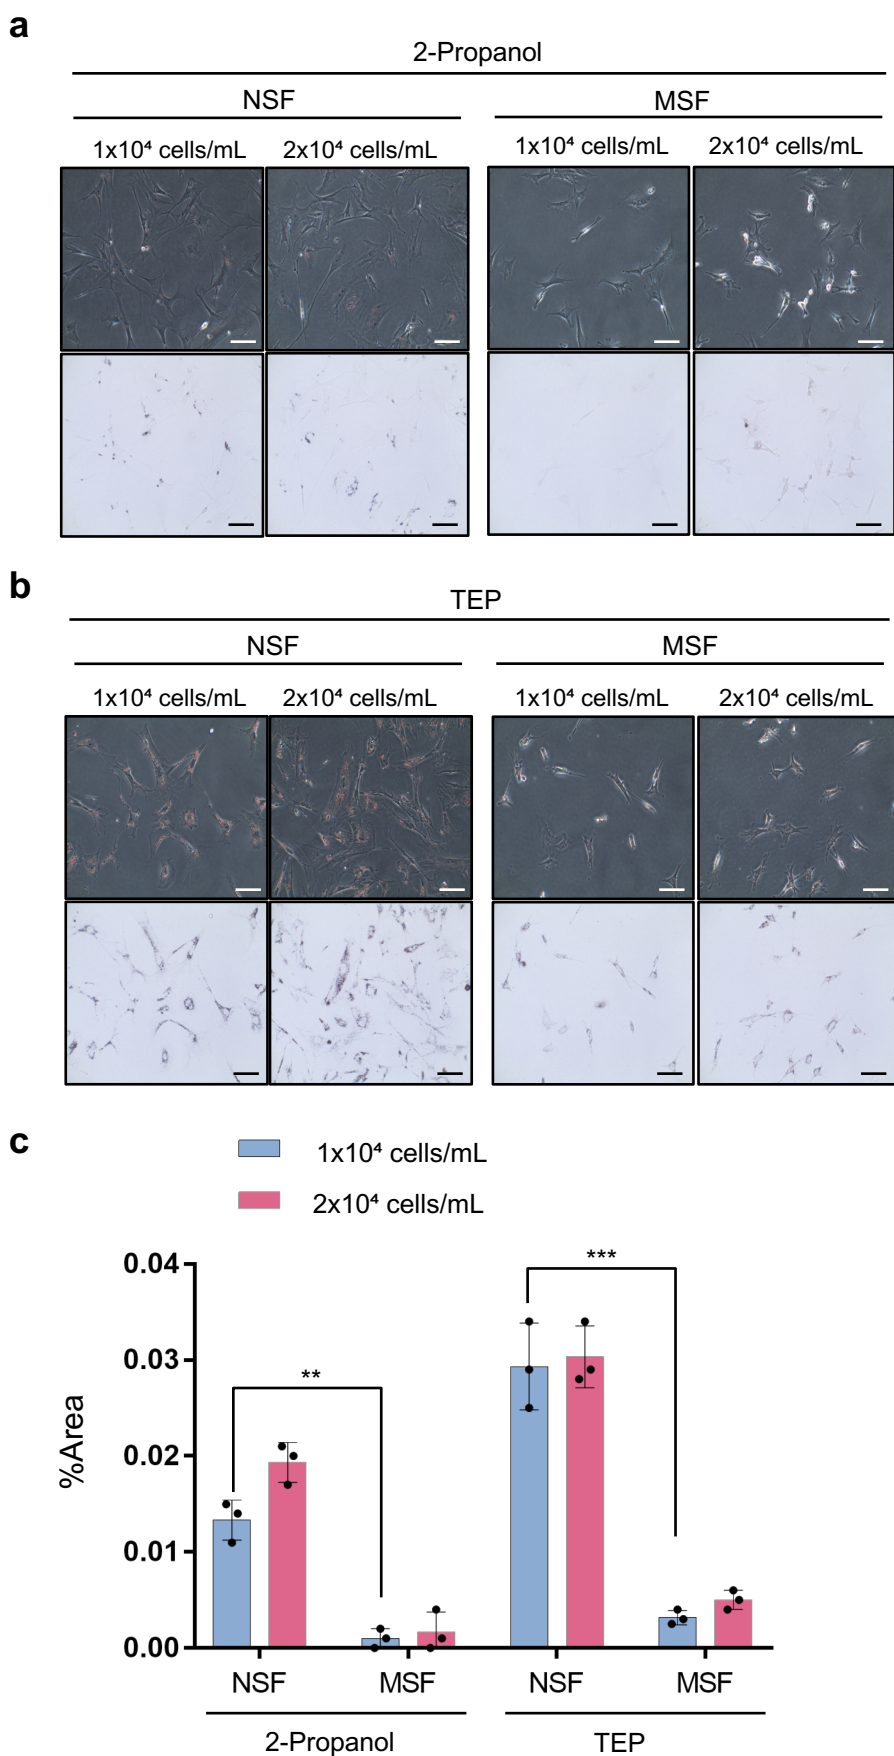

Supplementary Figure 6. (a, b) Representative bright-field images showing lipid droplet staining by ORO in NSFs (a) and MSFs (b) under the indicated conditions. Scale bars, 100 μ m. **(c)** Quantitative analysis of ORO-stained NSFs and MSFs under the indicated conditions. The ratio of the stained area to the total area was analysed with Image J software. Data are expressed as the mean $\pm$ standard deviation (n=3 biologically independent experiments). **p<0.01 and ***p<0.001, Student's paired *t*-test.

a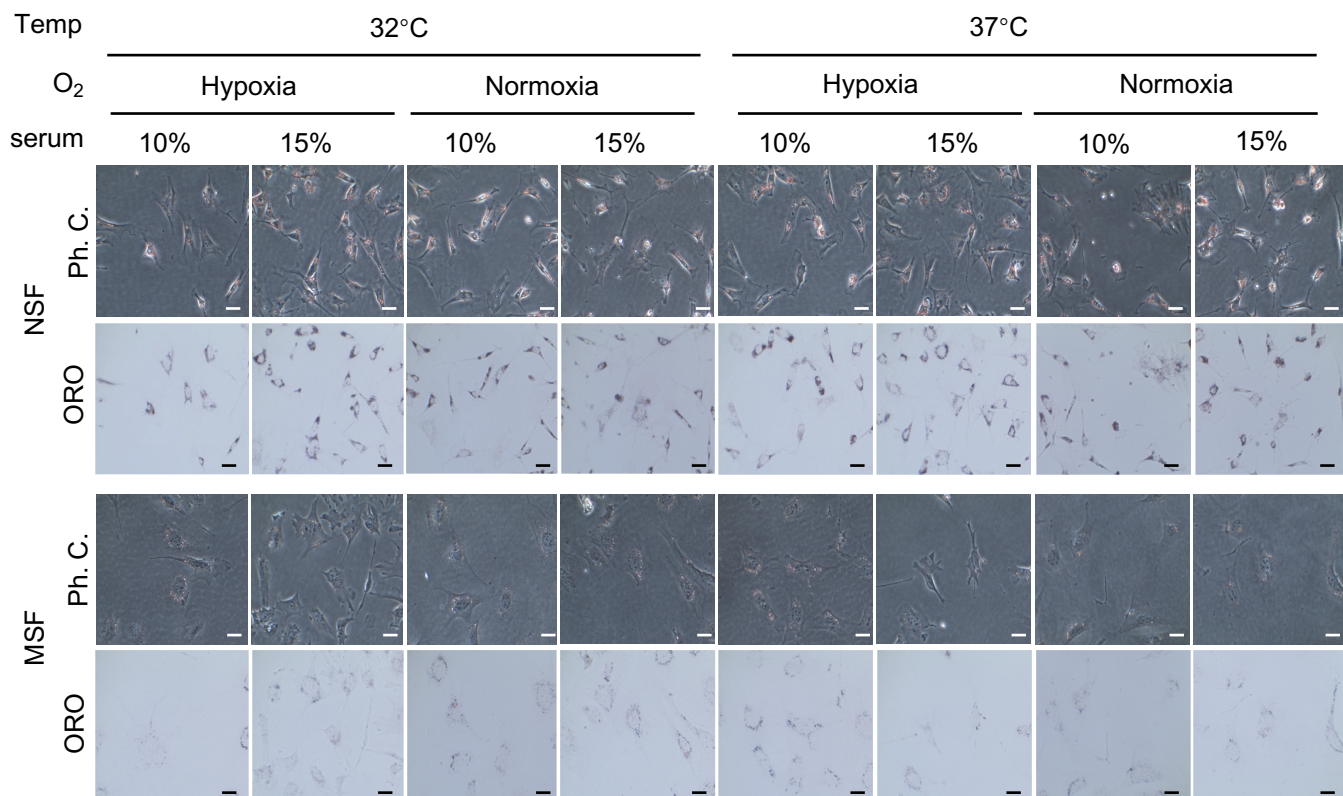**d**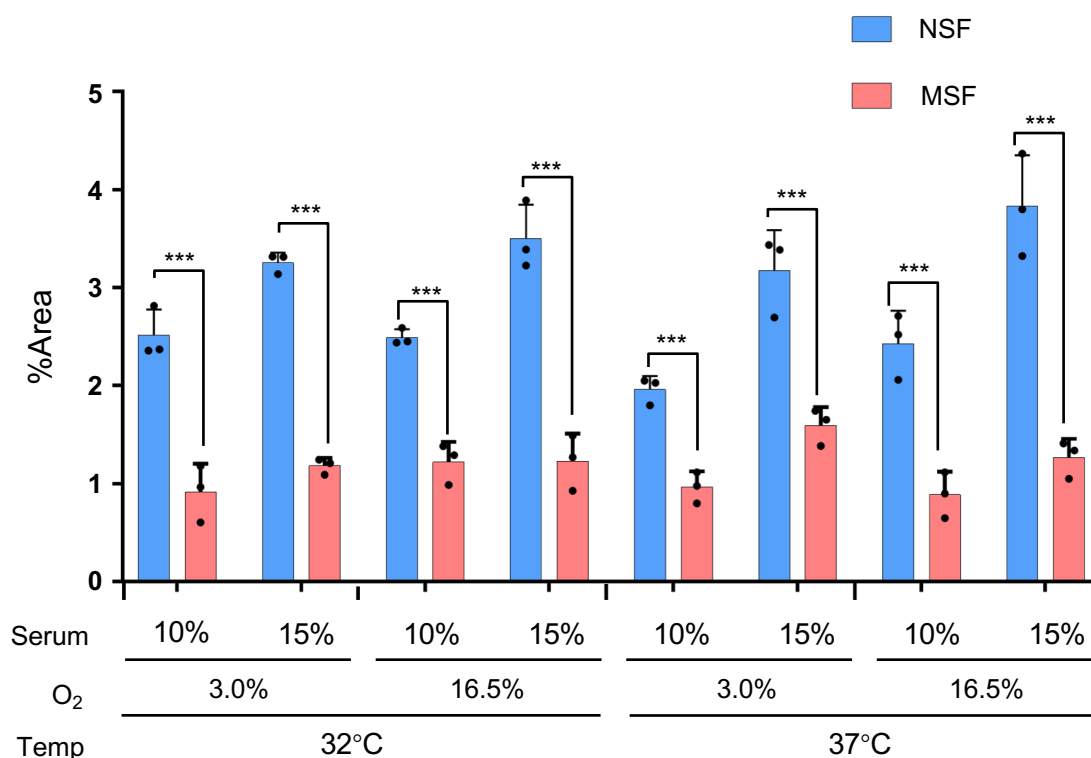

Supplementary Figure 7. Lipid droplets accumulate in NSFs, regardless of culture conditions.

(a) Representative images showing that stained lipid droplets were significantly more abundant in NSFs than in MSFs under different culture conditions. (b) Quantitative results (obtained using ImageJ software) showing percentage coverage of cells stained with ORO over that by total cells. Scale bars, 100 µm. Data are expressed as the mean $\pm$ standard deviation (n=3 biologically independent experiments). ***p<0.001, Student's unpaired *t*-test.

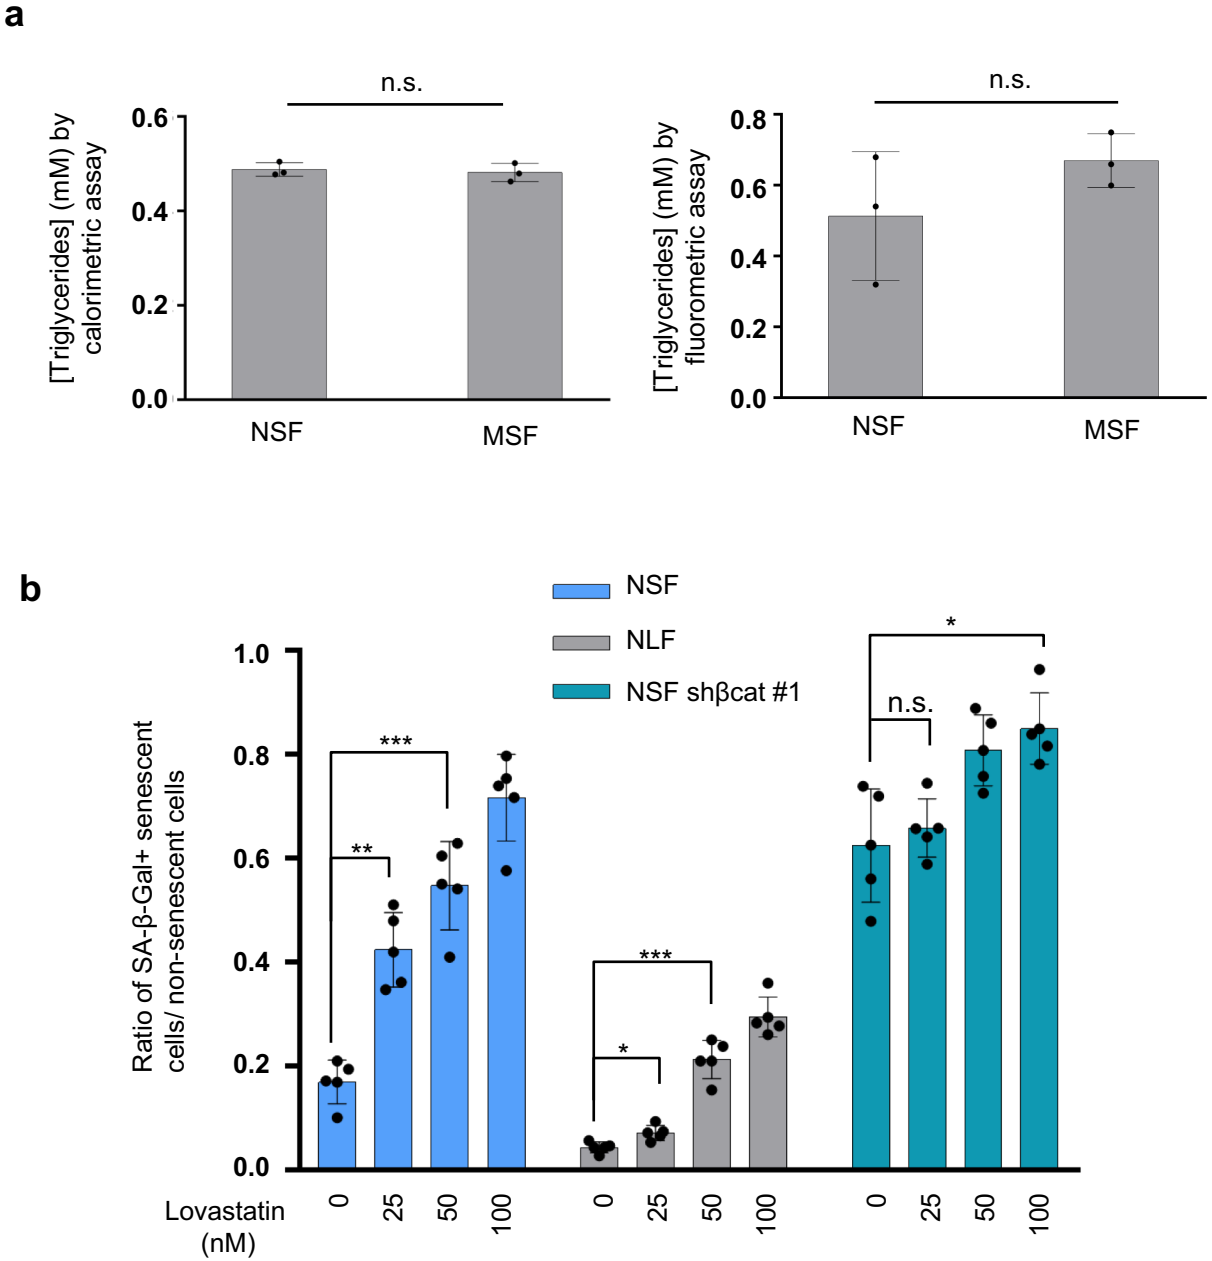

Supplementary Figure 8. NMR cells accumulate lipid droplets consisting primarily of cholesterol. (a) Colorimetric (left) and fluorometric (right) assays comparing triglyceride concentrations between NSFs and MSFs. Data are expressed as the mean $\pm$ standard deviation (n=3 biologically independent experiments). n.s., non-significant, Student's unpaired *t*-test. (b) Quantitative analysis of SA-β-Gal-stained cells in control NSFs and NLFs, and *β*-catenin knockdown NSFs, which were treated with the indicated concentrations of lovastatin. Data are expressed as the mean $\pm$ standard deviation (n=5 biologically independent experiments). n.s., non-significant; *P<0.05, **P<0.01, and ***P<0.001, Student's unpaired *t*-test.

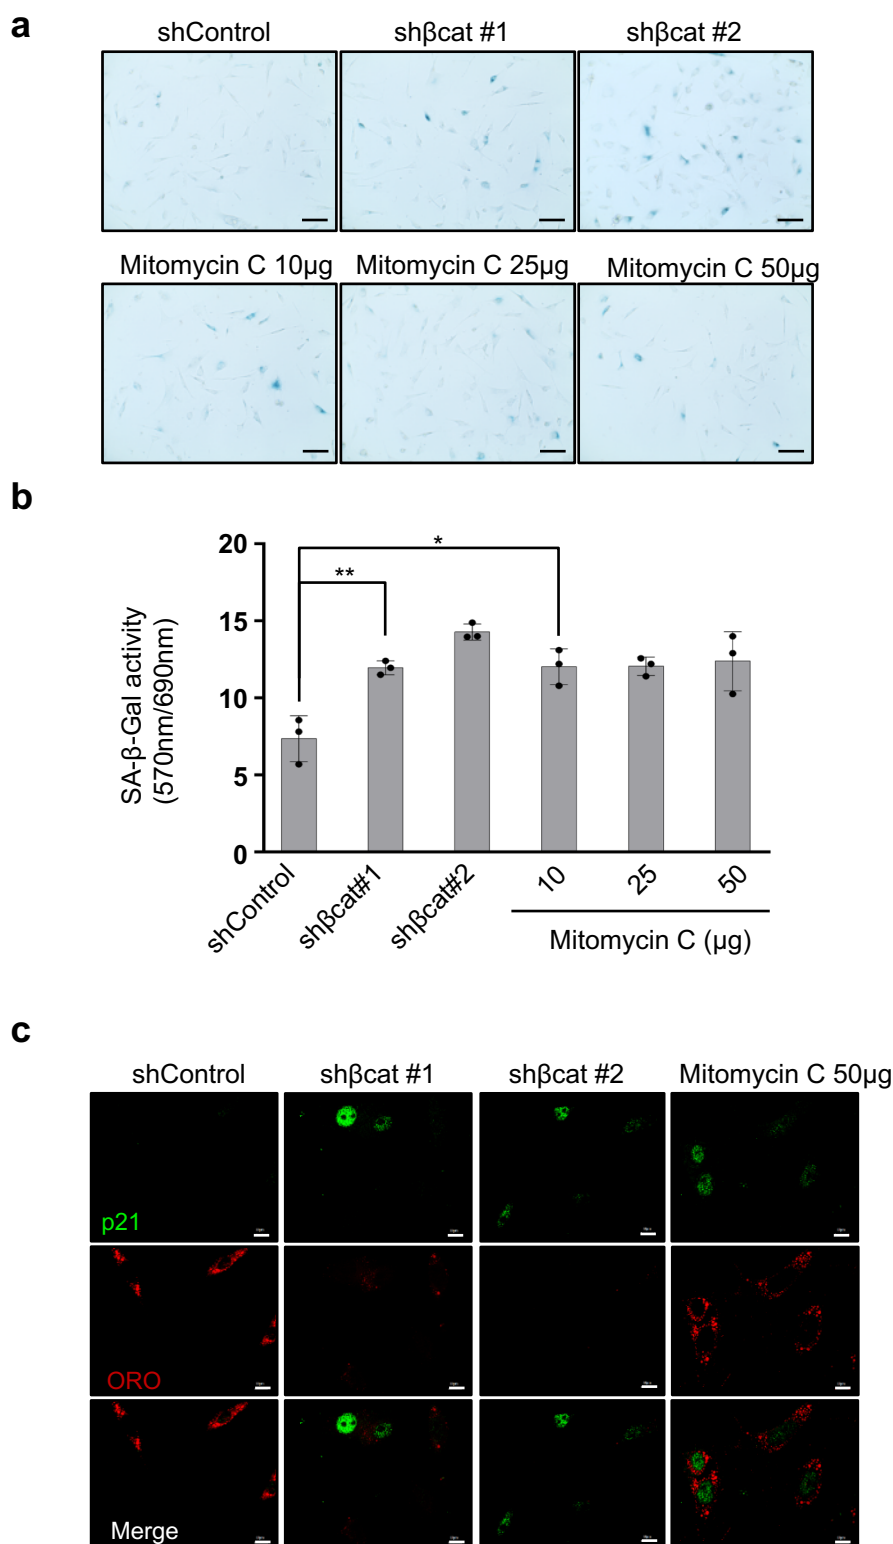

Supplementary Figure 9. NSF lipid droplet formation was not affected by therapy-induced senescence. (a) SA-β-Gal assay in NSFs demonstrating induction of senescence by Mitomycin C. Scale bar, 100 μm. **(b)** CPRG assay quantifying SA-β-Gal activity in NSFs upon Mitomycin C treatment. Data are expressed as the mean ± standard deviation (n=3 biologically independent experiments). * P<0.05 and **p<0.01, Student's unpaired *t*-test. **(c)** Expression of p21 (green) and staining of lipid droplets (red) were observed by confocal microscopy of NSFs subjected to Mitomycin C treatment. Scale bars, 10 μm.

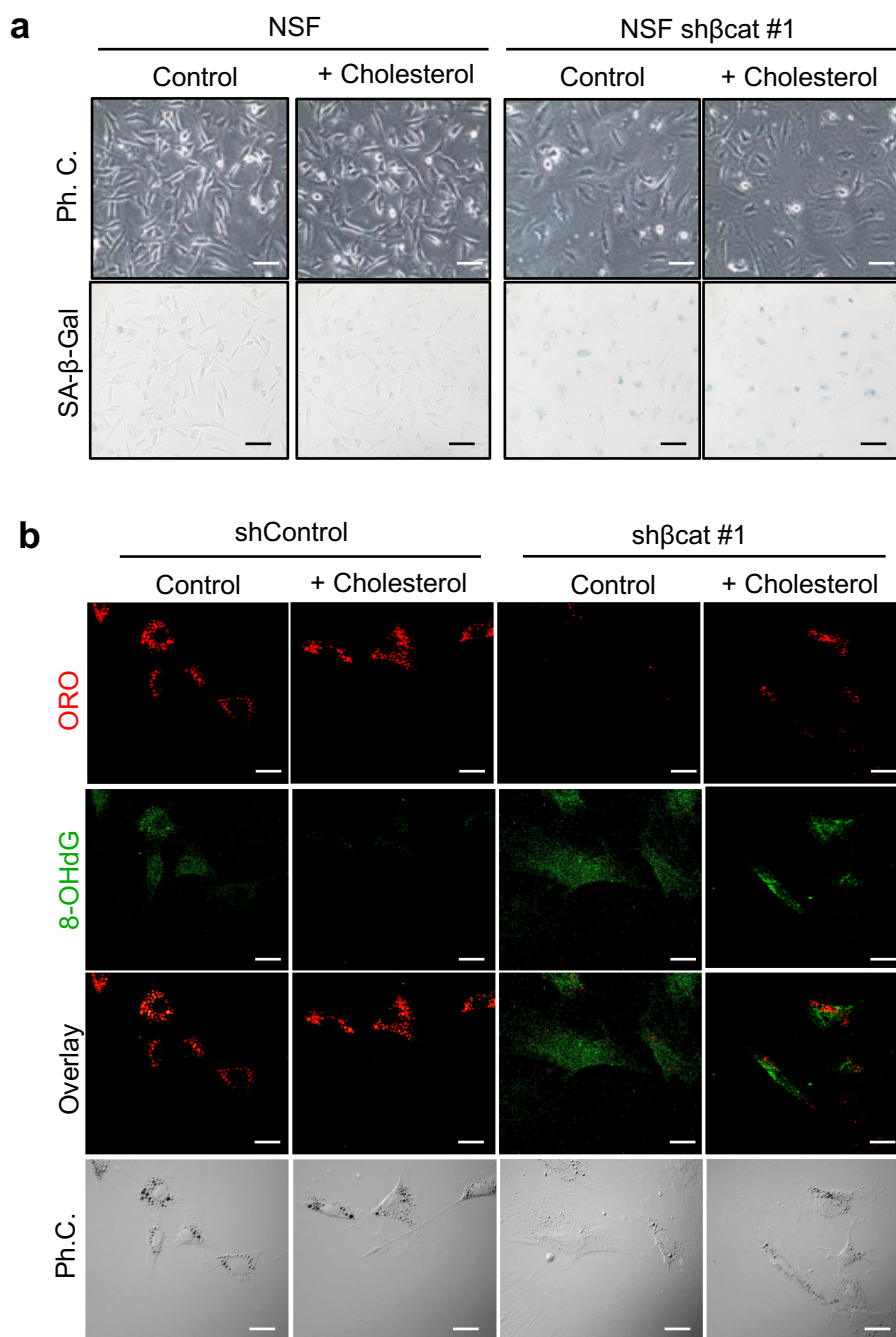

Supplementary Figure 10. Cholesterol loading fails to protect NSFs from cellular senescence under β -catenin knockdown conditions. (a) Representative images of SA- β -Gal activity in control NSFs and β -catenin knockdown NSFs with or without cholesterol loading. Scale bars, 100 μ m. **(b)** Immunofluorescence staining of 8-OHdG (green) and ORO (red) in NSFs and β -catenin knockdown NSFs with or without cholesterol loading (10 μ g/mL). Scale bars, 20 μ m.

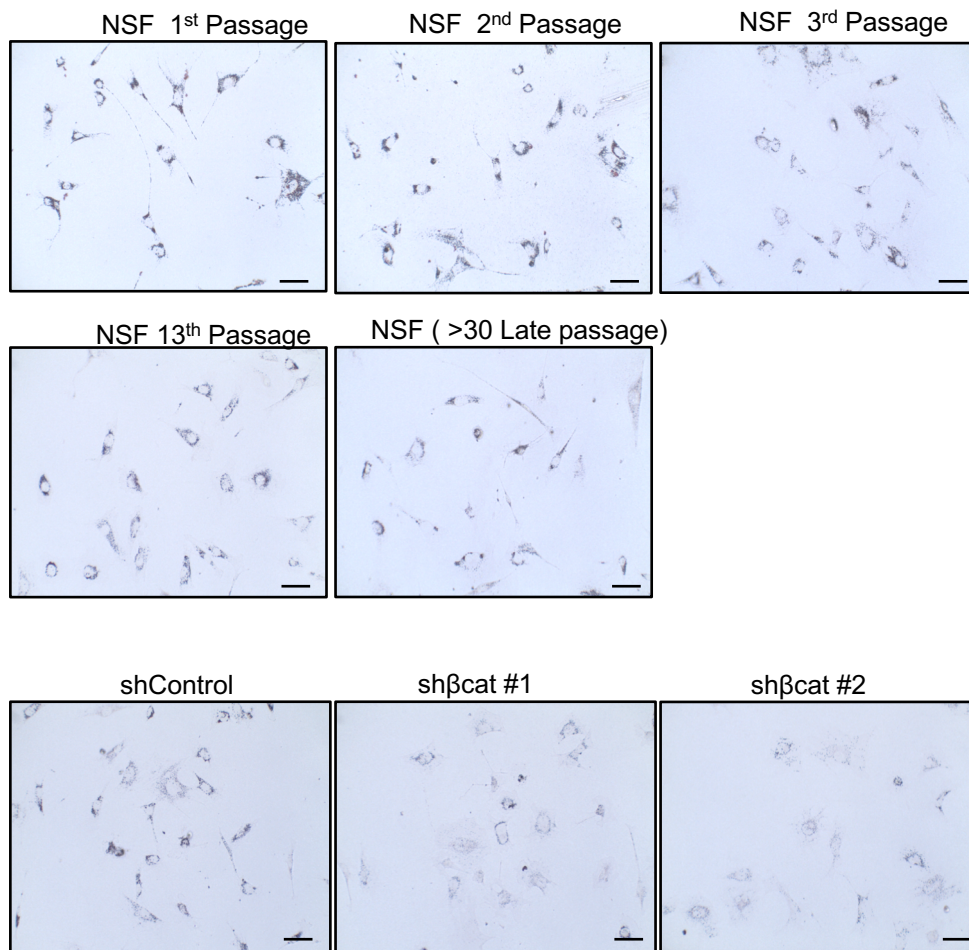

Supplementary Figure 11. Lipid droplet abundance in NSFs is unaffected by passage number. Representative bright-field images showing staining of lipid droplets by ORO in control NSFs at different passages and *β-catenin* knockdown NSFs as a negative control . Scale bars, 100 μ m.

a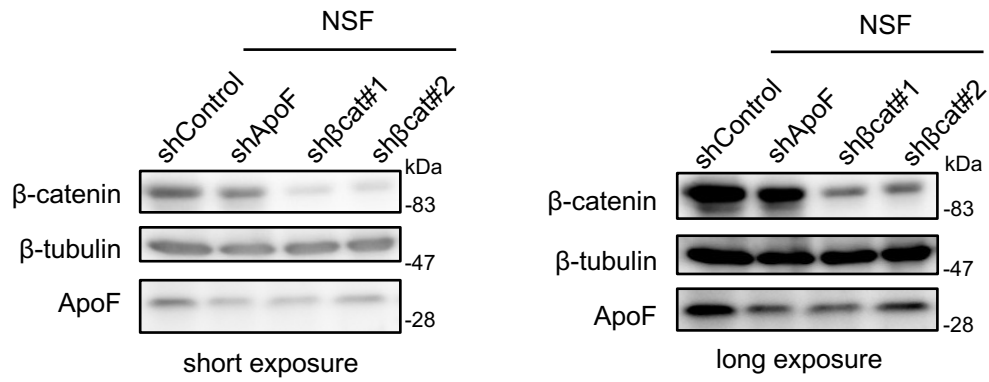**b**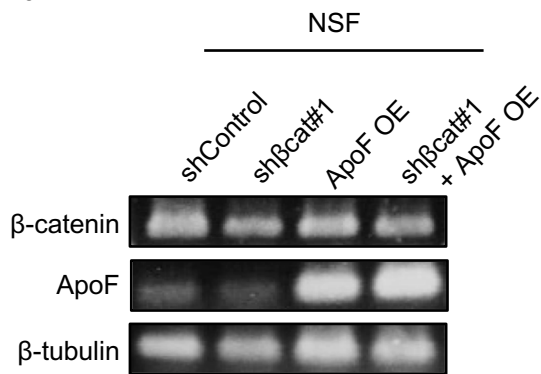**c**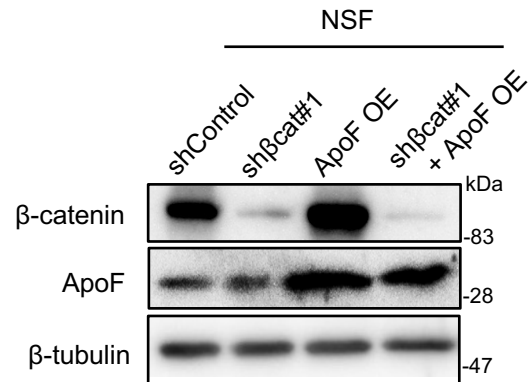

Supplementary Figure 12. ApoF expression is regulated by β -catenin abundance in NSFs. (a) Immunoblot verifying ApoF downregulation upon β -catenin or ApoF knockdown. (b) RT-PCR quantifying expression of β -catenin and ApoF. (c) Immunoblot showing expression of β -catenin and ApoF upon β -catenin knockdown and/or ApoF overexpression.

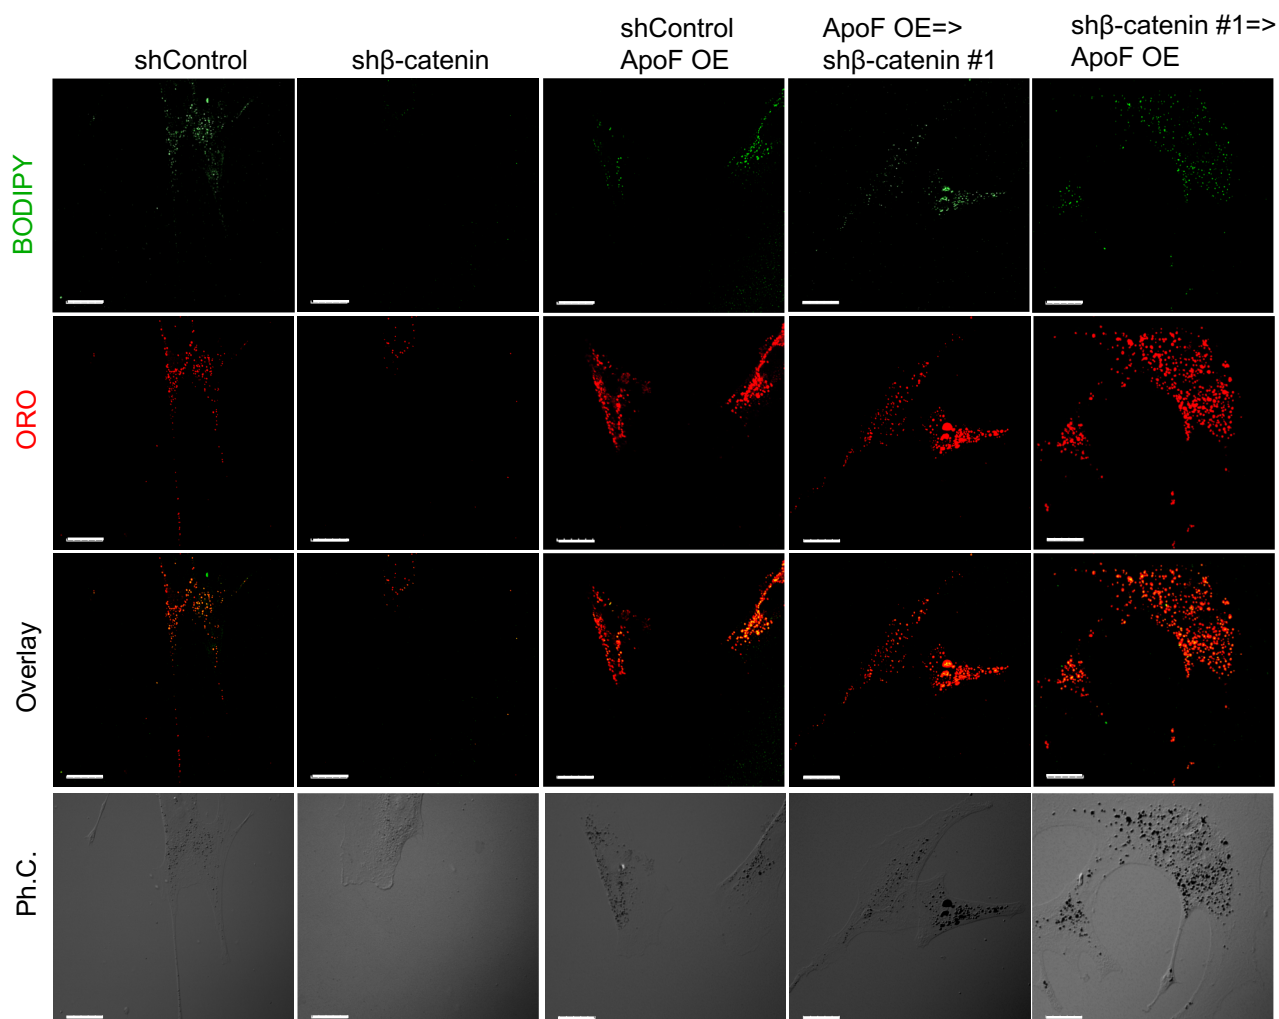

Supplementary Figure 13. Overexpression of ApoF restores formation of cholesterol-enriched lipid droplets, which were suppressed by β-catenin knockdown. Immunofluorescence images demonstrating changes in formation of BODIPY- and ORO-positive lipid droplets upon β-catenin knockdown and/or ApoF overexpression. Scale bars, 20 μm.

a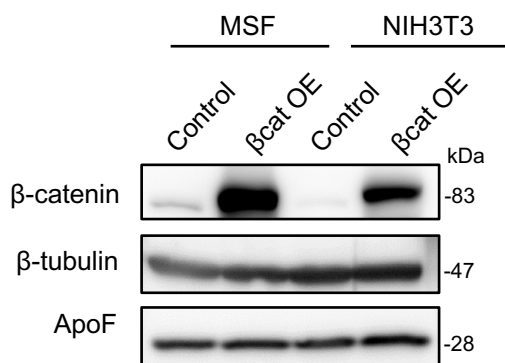**b**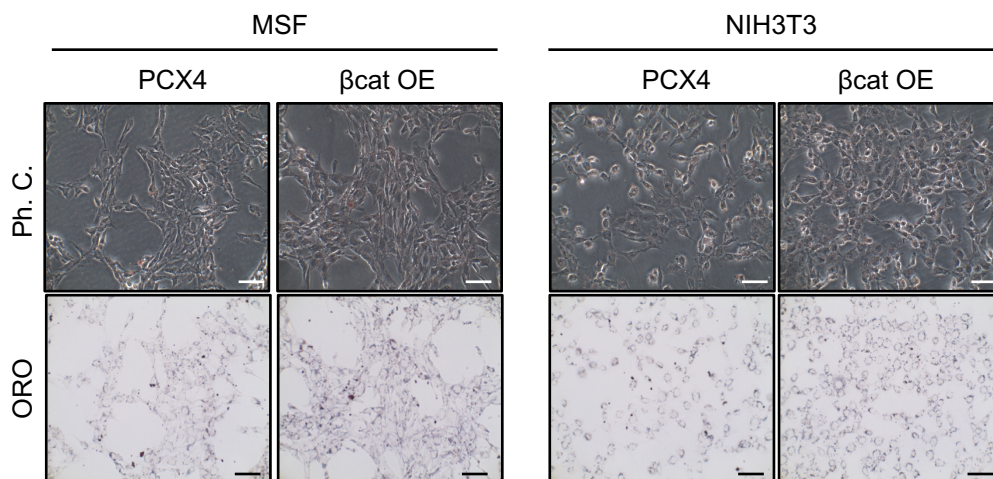

Supplementary Figure 14. Overexpression of β -catenin in MSFs does not alter ApoF expression or lipid droplet abundance. (a) Immunoblot showing expression of β -catenin and ApoF in mouse cell lines after ectopic expression of β -catenin. (b) Representative phase-contrast and bright-field images of ORO-stained lipid droplets in control and β -catenin-overexpressing mouse cell lines. Scale bars, 100 μ m.

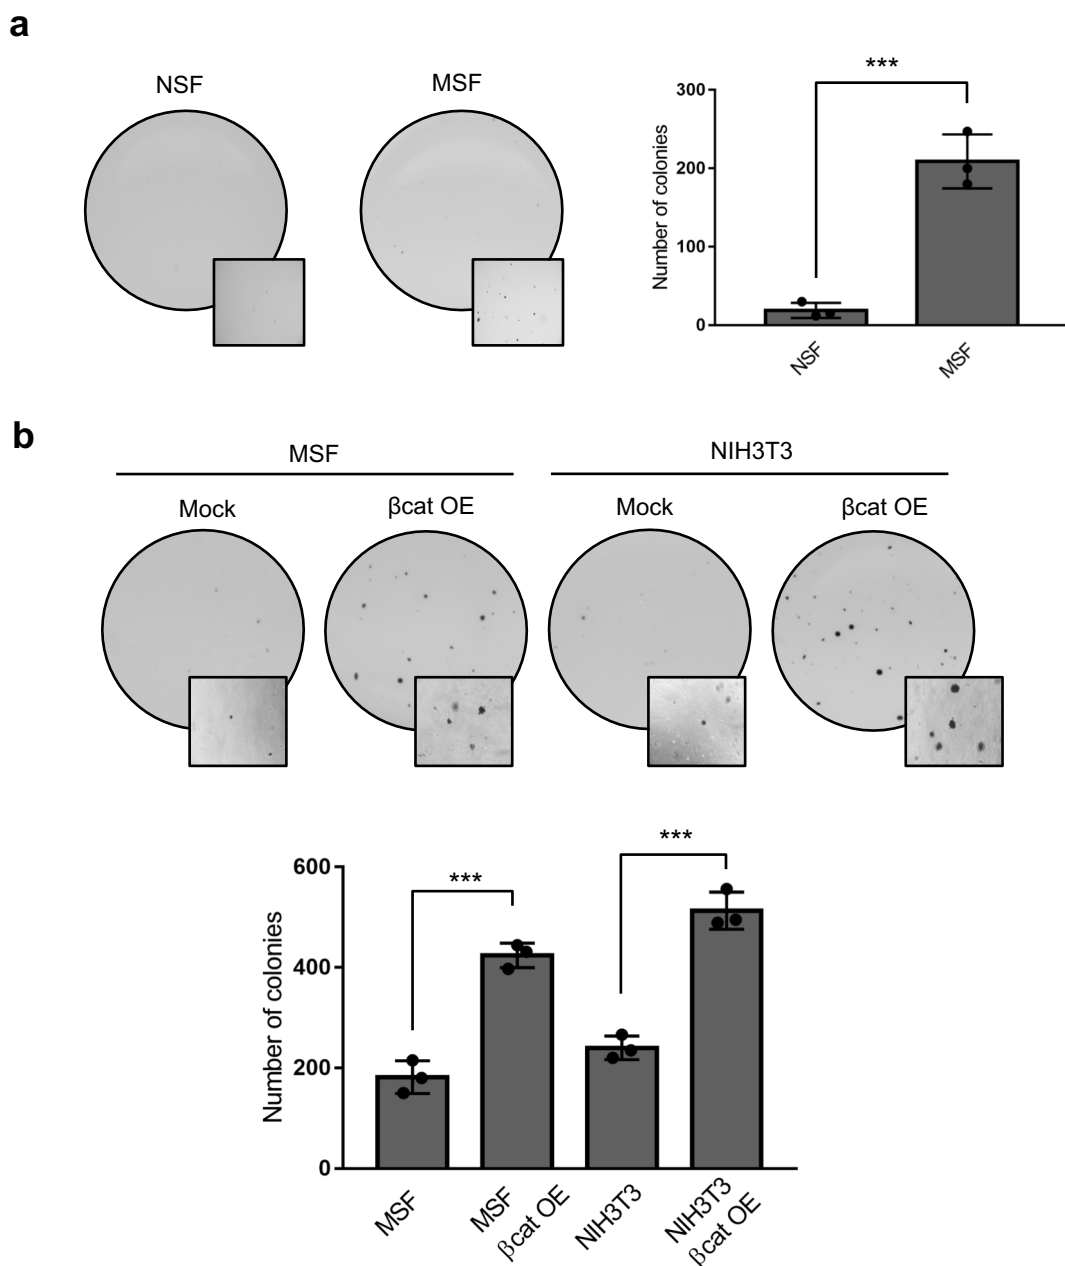

Supplementary Figure 15. Differential role of β -catenin in NMR and mouse cells. **(a)** Soft agar colony formation assay of NSFs and MSFs. Representative dishes and enlarged views are shown (left panels). **(b)** Soft agar colony formation assay for MSFs and NIH3T3 cells with or without overexpression of β -catenin. Representative dishes and enlarged views are shown (upper panels). Data are expressed as the mean $\pm$ standard deviation (n=3 biologically independent experiments). ***p<0.001, Student's unpaired *t*-test.

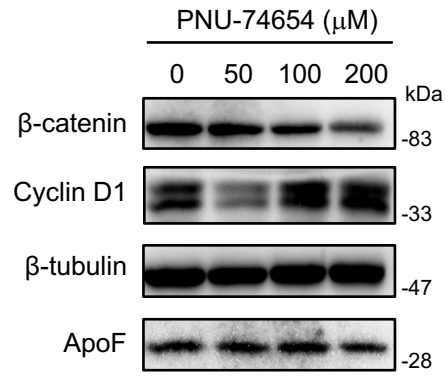

Supplementary Figure 16. ApoF expression is TCF-independent. Immunoblot showing β -catenin expression levels upon treatment with increasing doses of Wnt/ β -catenin antagonist PNU-74654.

Original immunoblots in Figure 1a.

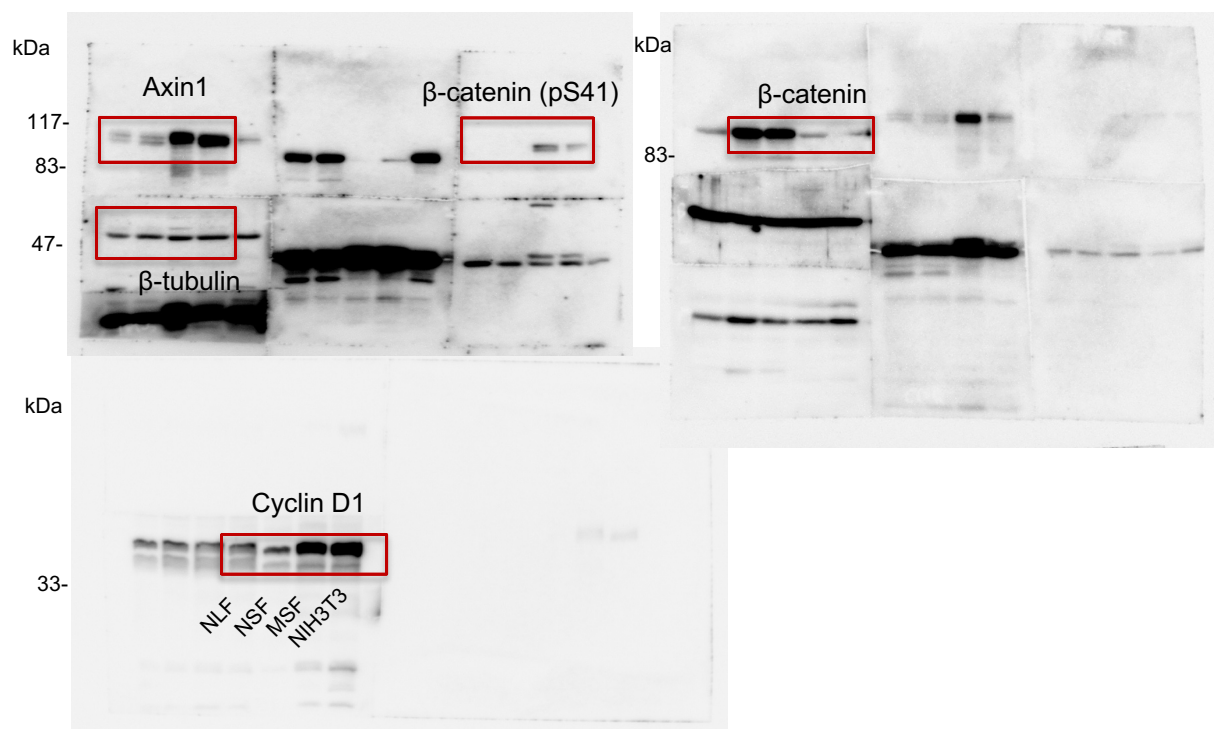

Original immunoblots in Figure 2a.

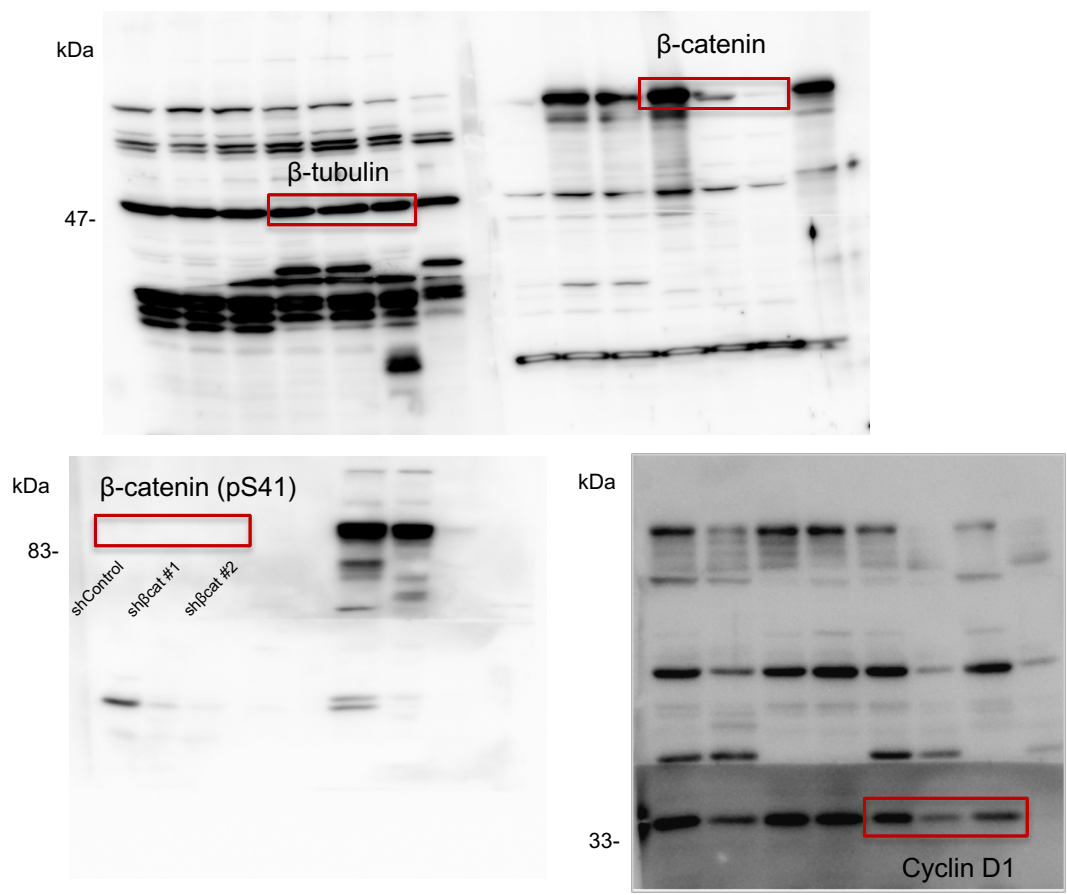

Original gel image in Figure 5c

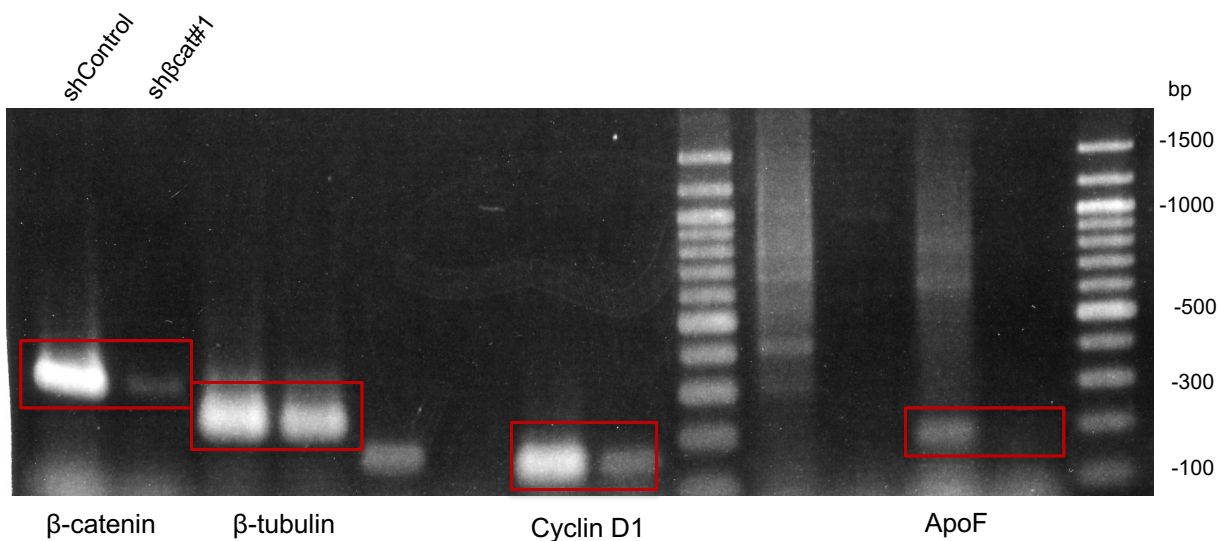

Original immunoblots in Figure 6a

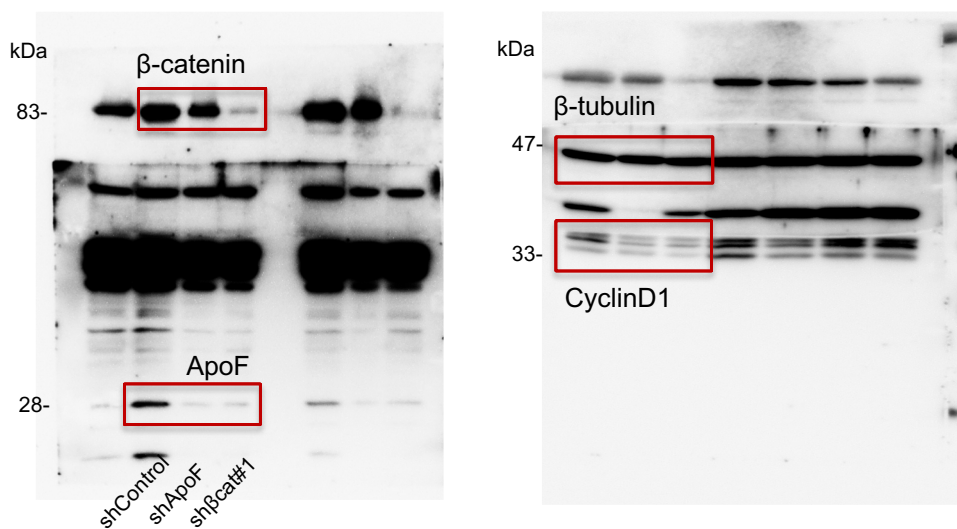

Original immunoblots in Supplementary Figure 2a.

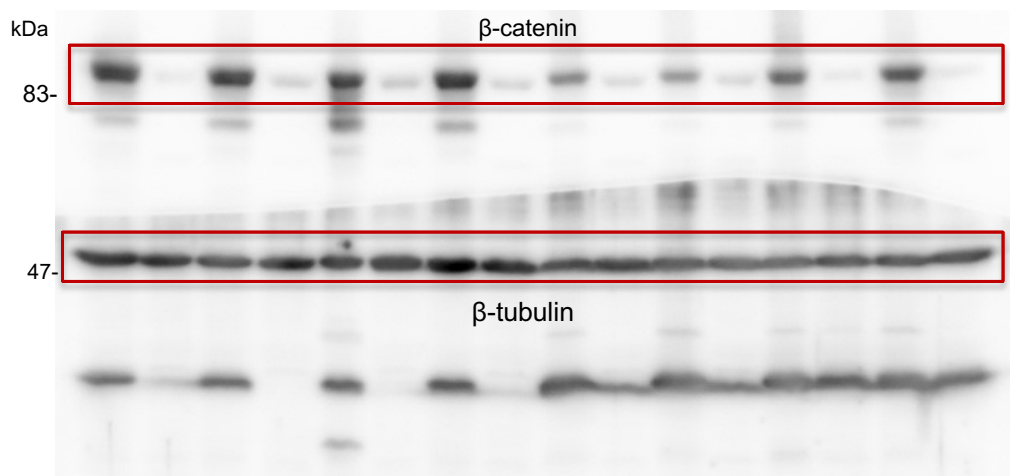

Original immunoblots in Supplementary Figure 3a.

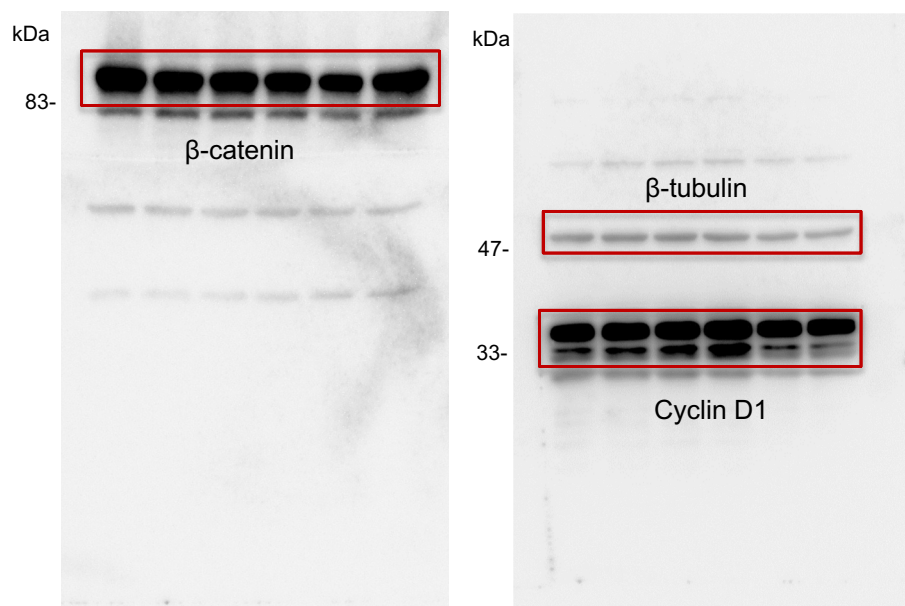

Original immunoblots in Supplementary Figure 3b.

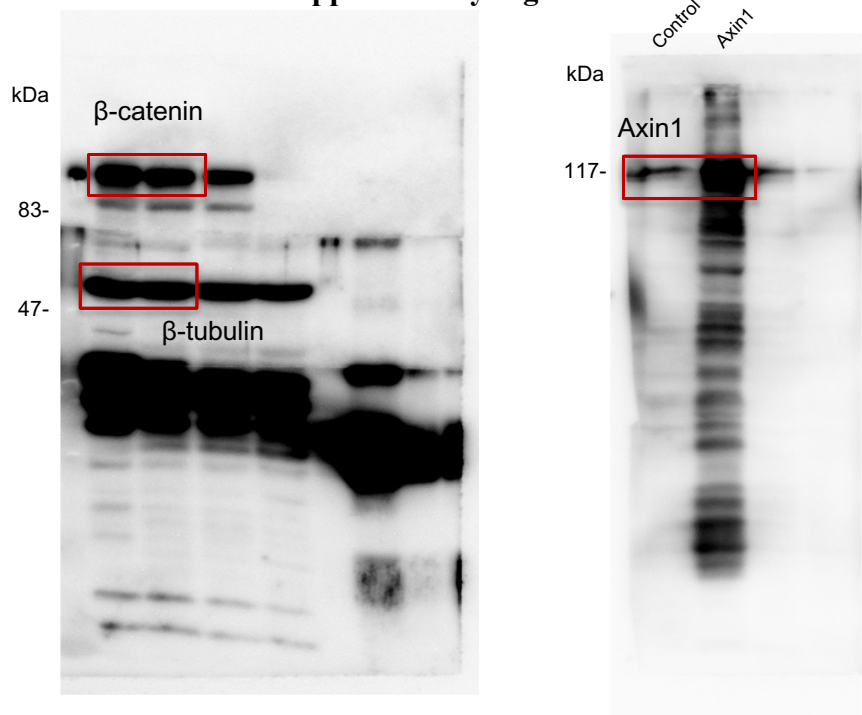

Original immunoblots in Supplementary Figure 5a.

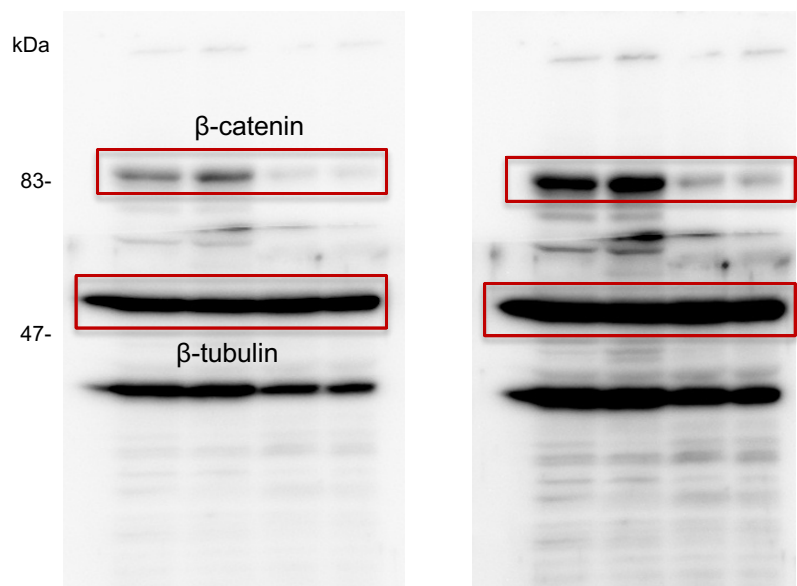

Original immunoblots in Supplementary Figure 12a.

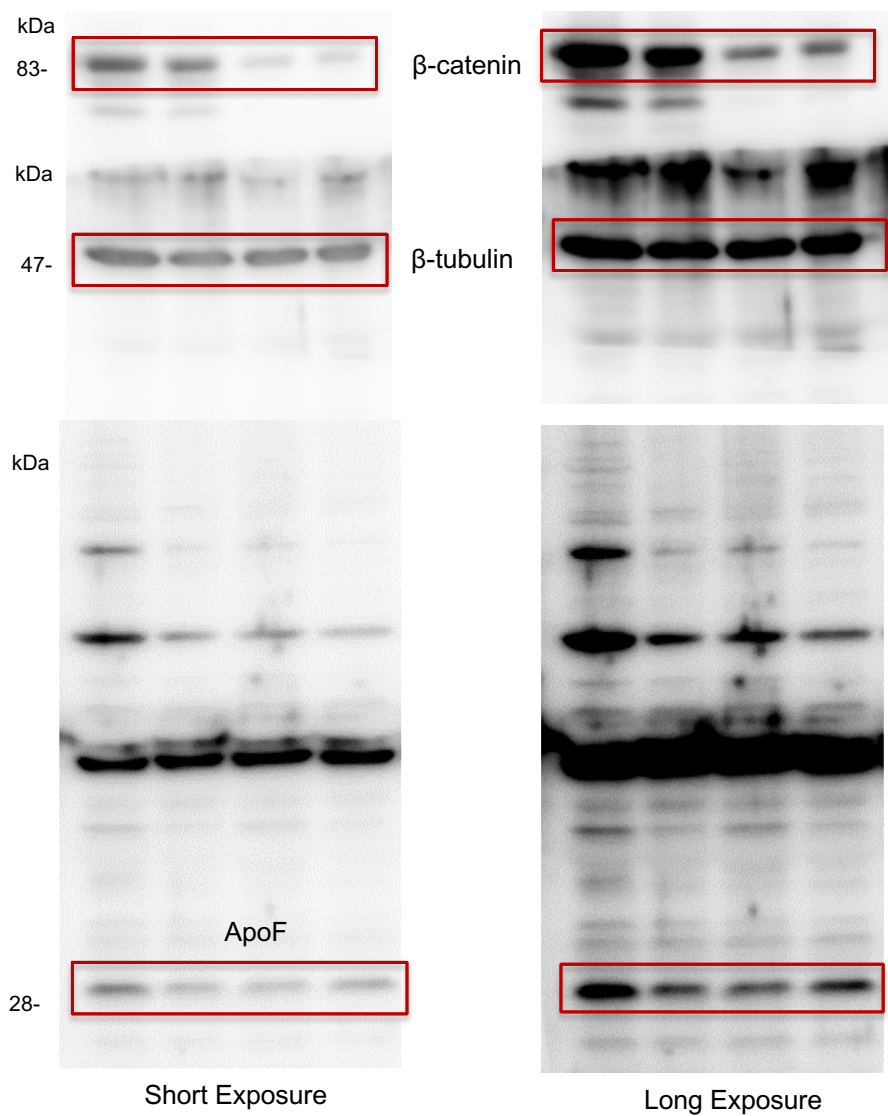

Original gel image in Supplementary Figure 12b.

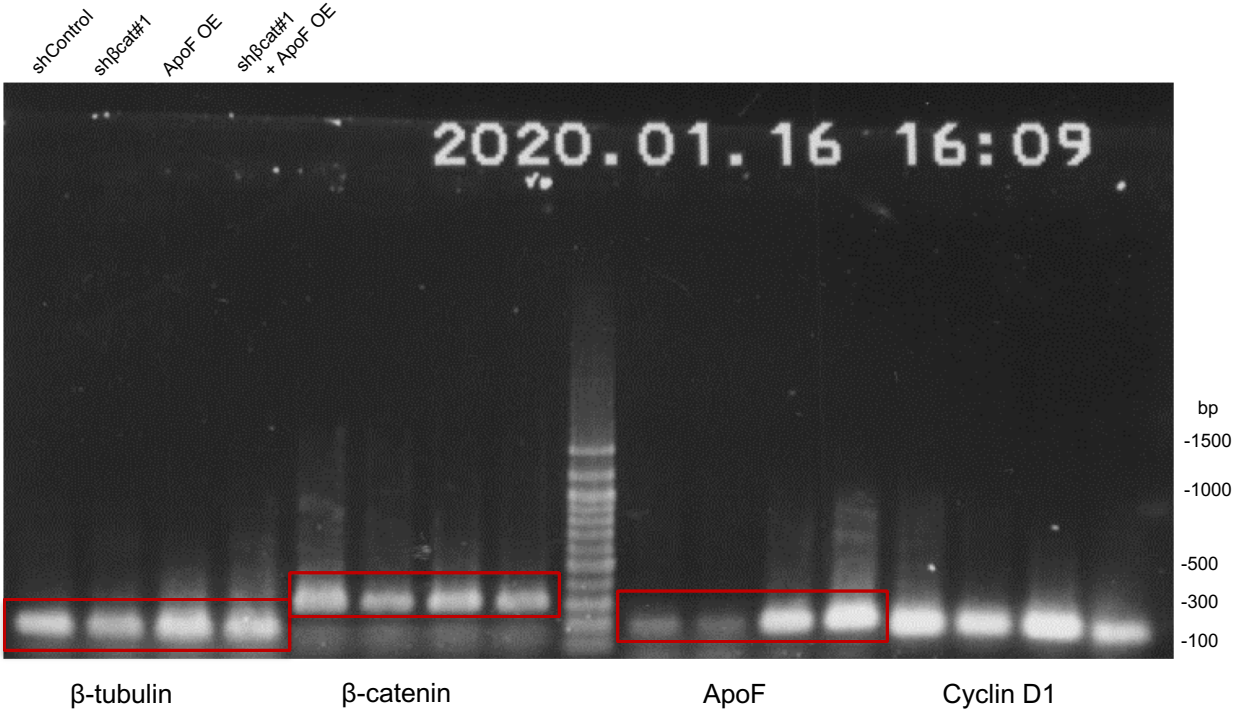

Original immunoblots in Supplementary Figure 12c.

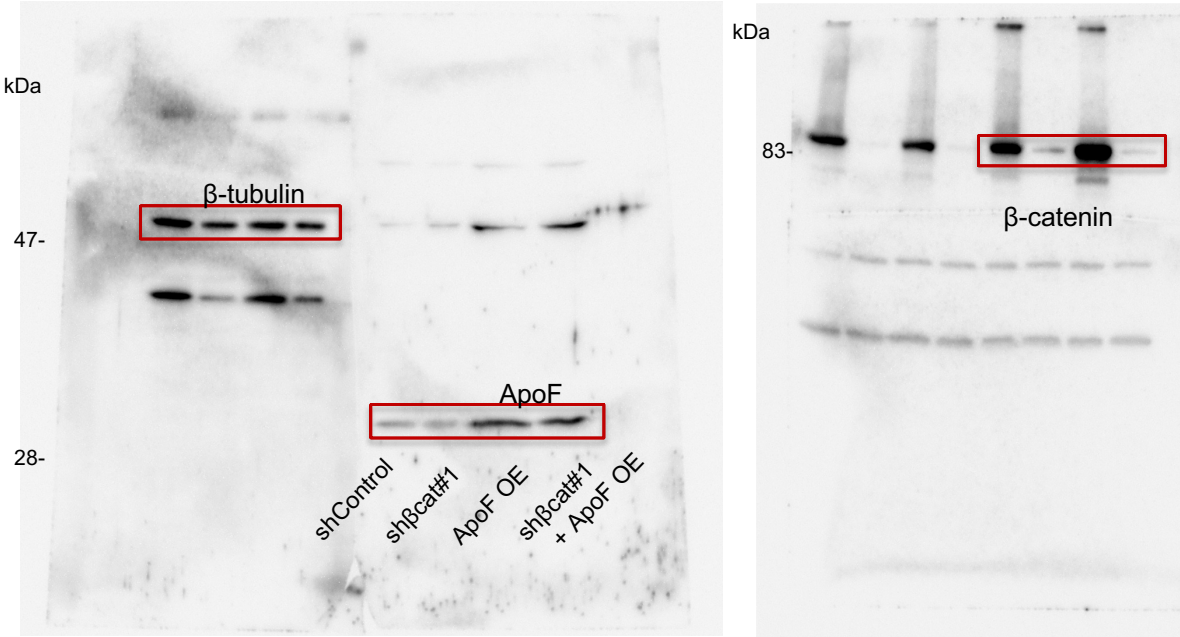

Original immunoblots in Supplementary Figure 14a.

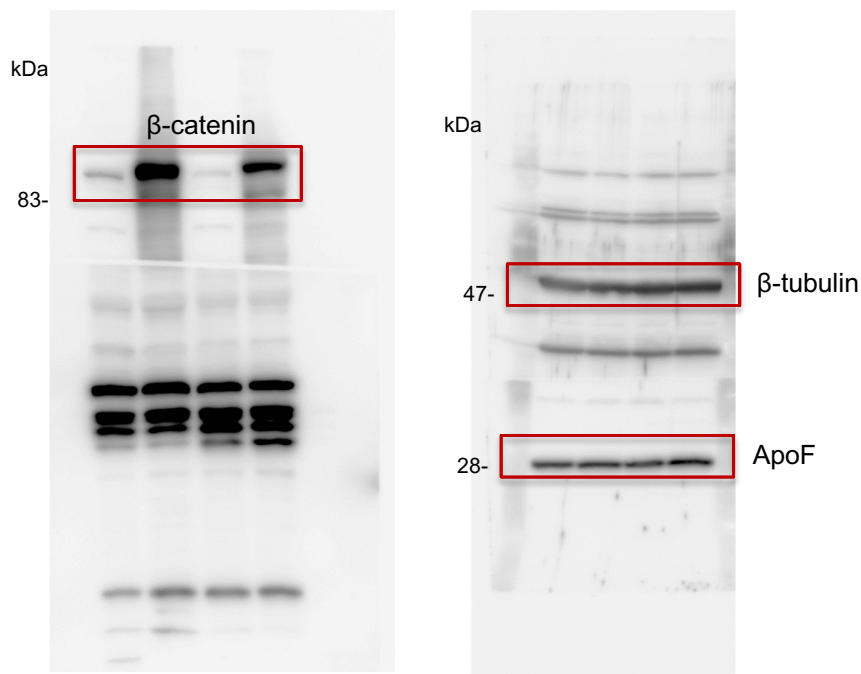

Original immunoblots in Supplementary Figure 16.

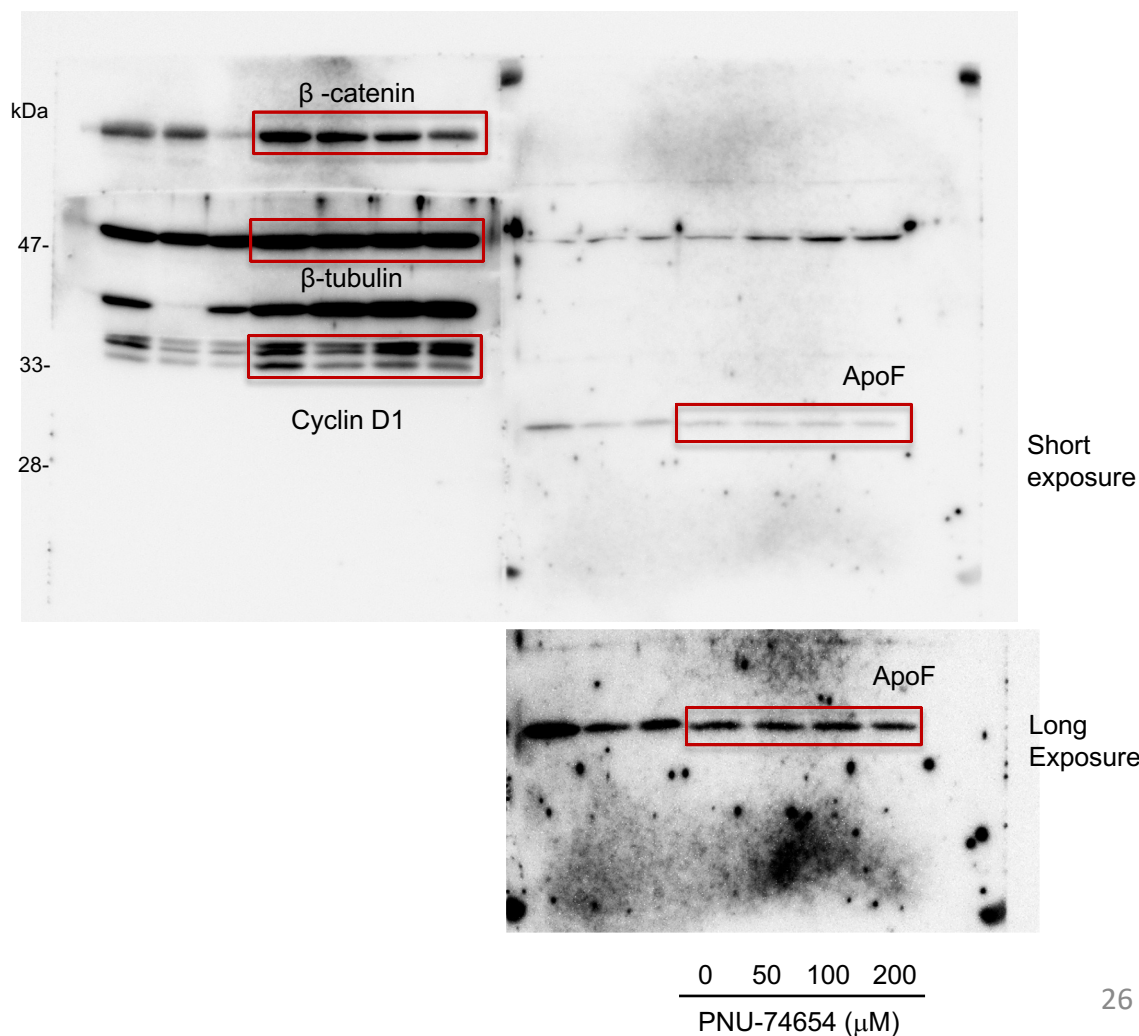

**Supplement:** Supplementary file 2 — Supplementary information

# Supplementary material for: β-catenin-promoted cholesterol metabolism protects against cellular senescence in naked mole-rat cells
**Source:** Commun Biol. 2021 Mar 19;4:357. doi: 10.1038/s42003-021-01879-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Source data underlying the graphs in the figures (Chee et al).

# Supplementary material for: β-catenin-promoted cholesterol metabolism protects against cellular senescence in naked mole-rat cells
**Source:** Commun Biol. 2021 Mar 19;4:357. doi: 10.1038/s42003-021-01879-8
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

No software was used

Data analysis

Utilization of software for analysis has been included in the Methods. Cells stained with X-Gal or ORO in SA-B-Gal assay and ORO assay were quantified using ImageJ software. Computational analysis for RNA-seq data were performed using Qiagen_IPA software. Quantification of colonies in soft-agar colony formation assay were performed using Metamorph Version 7.8.8.0.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Data available within the article or its supplementary materials. For RNA-seq raw data, the following secure token was created to allow review of records (GSE147871) while retaining private status: svgjmwkztivdet. To review GEO accession GSE147871, go to <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE147871> and enter the password svgjmwkztivdet.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	The sample size for the number of cells were seeded according to the size of the plate's wells as stated in Methods. For imaging experiments, between three to six images of cellular morphologies and phenotypes were captured at random position per experimental paradigm.
Data exclusions	No data were excluded from this research.
Replication	Date presented were repeated for at least three times (biological replicates) and the successful attempts at replication were confirmed.
Randomization	Randomization did not apply to this research as it did not involve animal experiments and clinical trials.
Blinding	Blinding did not apply to this research as it did not involve animal experiments and clinical trials.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☒	☐ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	Alexa Fluor 488-phalloidin, Alexa Fluor 594-goat anti-rabbit IgG, HRP-conjugated goat anti-rabbit IgG, and HRP-conjugated goat anti-mouse IgG were purchased from Thermo Fisher Scientific (Waltham, MA, USA). Anti- β -catenin (D10A8), anti-phospho- β -catenin (pSer41), anti-Axin1 (C76H11), anti-GSK-3 β , anti-phospho-GSK-3 β (pSer9), anti-cyclin D1, and anti-p21 antibodies were from Cell Signaling Technology (Beverly, MA, USA). The anti-8-OHdG (15A3) antibody was from Santa Cruz Biotechnology (Dallas, TX, USA) and anti- β -tubulin was purchased from Sigma Aldrich (St Louis, Mo, USA). The anti-ApoF (ab231585) antibody was from Abcam (Cambridge, MA, USA).
Validation	The staining of the antibody is evaluated by Western blot through analyses of samples from NSF and MSF cell lysates.

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)	Primary adult NMR Skin/Lung Fibroblasts, Primary adult Mouse Skin Fibroblasts, NIH3T3
Authentication	Primary NMR cell lines were authenticated by Department of Aging and Longevity Research, Faculty of Life Sciences, Kumamoto University. The data that support the cell line authentication are openly available at https://doi.org/10.1038/ncomms11471 . NIH3T3 were purchased from ATCC.
Mycoplasma contamination	All cell lines tested negative for mycoplasma contamination
Commonly misidentified lines (See ICLAC register)	None

How the deposited data were processed for this re-analysis (not part of the article)

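The RNA-seq data are FPKM values of 1 shControl library (empty vector) and 1 *shβ-catenin* library of NSFs, the NMR skin fibroblasts of Fig. 5. The FPKM values are used as deposited. According to the paper's methods, the authors prepared the libraries with a stranded mRNA kit and sequenced 75 bp paired ends. They mapped the reads to the NMR genome with TopHat 2.0.13, Bowtie2 2.2.3 and SAMtools 0.1.19, and calculated FPKM with Cufflinks 2.2.1. The paper's text names no gene annotation, no scaling between the libraries other than the mapped fragments within FPKM, no depth and no filter on low values. Both files list the same 37520 genes by symbol, and 268 of their entries share a symbol with another. Genes above 0 numbered 20198 in the shControl and 20648 in the *shβ-catenin* library, and genes of at least 1 FPKM 12926 and 13172. The 10 highest genes took 10.4% and 9.32% of the FPKM sum.

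Fold-changes are log2 of (*shβ-catenin* + 0.1) / (shControl + 0.1), so the fold-change of low genes is understated. Plain folds are the ratio of the FPKM values without the pseudocount. Counts of genes and gene lists used genes with a mean of at least 1 FPKM, and the threshold was 4-fold, that of the paper's methods. For each of 28 gene lists, the median log2 fold-change has an exact 95% interval from order statistics (the full range below 6 genes). It also has a percentile among 10000 random lists of the same size, matched in 10 bins of mean FPKM. Genes of a list are not replicates, and the percentile is no test of the knockdown. The lists for the LXR/RXR pathway and for the other pathways of Fig. 5 were written after Fig. 5 and the supplementary tables had been read.

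Genes are named by a rule set in advance. It takes each gene that the paper names from the RNA-seq or the RT-PCR, the 10 highest and the 10 lowest fold-changes among genes with a symbol other than a locus number, and up to 4 members of each list with the largest fold-change. Some genes that the rule or the choice of genes in the closing section would name are not reported here, though they count in their lists. The paper's values for many of these genes had been seen when the rule was written. *Cetp*, *Mttp*, *Apod*, *Apoc3*, *Ywhaz*, *Ptprc* and *Tyrobp* lie outside the rule and were chosen after their values were seen. The same holds for members of the lists for Fig. 5a below the filter and for some of the genes singled out in the closing section.

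Fragment counts were sought in the ratios of low genes. The relative depth of the libraries was taken as the most frequent ratio among genes under 1 FPKM in both. The smallest whole fragments are the smallest pair of numbers, without a common factor, whose ratio at that relative depth equals the FPKM ratio within 0.002%. Multiples of the pair give the same ratio, so the pair is a lower limit. A total of up to 60 fragments was searched. The first limit was 40, and it was raised after *Mmp9*, at a total of 41, was seen to lie just beyond it. At the limit of 40, 62.1% of the genes with a mean under 1 FPKM had whole fragments, against 0.124% with a shifted factor, and *Mmp9* had no interval. The share was 34.4% for means of 1 to 3 FPKM and 9.40% for means of 3 to 10 FPKM, so intervals are given only for means under 1 FPKM. The intervals are exact Clopper-Pearson 95% intervals at the smallest pair. They cover counting error only, neither differences between cultures nor copies made by PCR.

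Alternatives were a pseudocount of 0.01 or 1, scaling by the median ratio or the upper quartile, no filter or a mean of at least 5 FPKM, a 2-fold threshold, 20 bins, and genes with a single entry per symbol. The scalings shift every log2 fold-change by 0.02 and 0.08. Added after the data were seen were folds with values under 0.1 raised to 0.1, genes with at least 0.1 FPKM in both libraries, genes above 0 in both, each list without the genes of the paper's text, figures or tables, the NF-κB list without those of its text or Fig. 5 alone, and the LXR/RXR and secretory phenotype lists without NF-κB target genes. The methods were tested on simulated data. The relative depth was recovered, 972 of 1000 low genes received the right fragments and none wrong ones, and 191 of 193 genes set to an 8-fold difference passed 4-fold. Of 12879 unchanged genes none passed, and 18 of 20 unchanged lists lay within the central 95% of random lists. Gene lengths and depth were assumed in the simulation, and the real ones are not known. It therefore does not show how many real genes pass 4-fold through counting error. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. With 1 library per condition there are no standard deviations, p-values, other splits of the samples or libraries that could be left out. The pathway scores of IPA and experiments other than the RNA-seq were not analysed here, apart from the paper's RT-PCR values, which are marked as the paper's.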

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

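The tests of leukocytes, of an interferon response, of fragment numbers and of scaling were chosen after the results were seen, as was the choice of genes. The filter at a mean of at least 5 FPKM was planned as an alternative, but the outcome that would count against few fragments was written afterwards. The genes are members of a gene list that the paper's text, supplementary tables and Fig. 5 do not name, with a mean of at least 10 FPKM and more than 2-fold higher in the *shβ-catenin* library (15 genes). The choice takes higher genes alone. By the same limits 9 members were more than 2-fold lower: *Adam12* (−1.004), *Col6a1* (−1.07), *Igfbp4* (−1.14), *Krt18* (−1.63), *Pdpn* (−1.07), *Plau* (−1.03), *Prdx3* (−1.43), *Trim25* (−1.098) and *Wif1* (−1.40). Added to the higher genes are 2 genes with a symbol that were more than 4-fold higher and are not in the supplementary tables. Among NF-κB target genes the log2 fold-change was 1.14 for *C3*, 1.798 for *Il1a*, 1.11 for *Nfkbia*, 1.202 for *Nfkbiz* and 1.39 for *Sod2*. Among genes of the senescence-associated secretory phenotype it was 1.39 for *Igfbp3* and 1.38 for *Serpine2* (776 and 2024 FPKM). Leukocyte markers gave 1.38 for *Cd68* and 1.61 for *Lyz*. Among the other lists it was 1.14 for *Clu*, 1.39 for *Glb1*, 1.17 for *Gpx3*, 1.41 for *Notum*, 1.102 for *Reck* and 1.57 for *Tnc*. The genes outside the supplementary tables were *Kiaa1644*, at 3.90, and *Pecam1*, at 2.54, both under 1 FPKM in the shControl library.

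NF-κB target genes were higher in the *shβ-catenin* library, with a median log2 fold-change of 0.63. Leukocytes among the cells and a rise within fibroblasts cannot be told apart here. Of 12 leukocyte markers above 0 in a library 4 reached 1 FPKM in *shβ-catenin* cells (33.3%, exact 95% interval 9.92 to 65.1). The 4 that passed the filter were higher (median 1.302, percentile 99.9), while *Tyrobp*, below the filter, was lower (0.828 and 0.498 FPKM). An interferon response to the short hairpin RNA would raise interferon response genes, but their median lay at percentile 1.17. A scaling factor moves genes of like expression alike, but the NF-κB list lay at percentile 100 of lists matched on expression, which argues against scaling as the whole of it. The knockdown of *β-catenin*, the lack of a hairpin in the empty vector and a difference between the dishes of cells stay open. This is because there is 1 library per condition and 1 *β-catenin* hairpin (#1).

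*Apof* was lower in the *shβ-catenin* library, with a log2 fold-change of −1.43. Scaling between the libraries would lower genes of like expression as well, but the 2651 genes with a mean within 2-fold of that of *Apof* had a median of 0.20 (95% interval 0.19 to 0.21). The ratios of such low genes are tied at those of few whole fragments. Of 5239 genes under 1 FPKM in both libraries, 811 share the ratio 1.202 of equal fragments. The narrow interval therefore reflects ties, and the median is not a precise measure of a shift. Counting error of few fragments and a lower level of *Apof* cannot be told apart here: of 6 multiples of the smallest fragments, the interval of the ratio included 1 for 2. The number of fragments that was counted keeps this open. The paper's RT-PCR, measured as intensities of gel bands with 1 value per condition, gives a lower *Apof* in the same direction. Its fold of 141 rests on a value near 0 after knockdown, so its size is uncertain. The paper also shows less ApoF protein after *β-catenin* knockdown, by immunoblots quantified over biologically independent experiments.

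Genes more than 4-fold higher outnumbered those lower, at 76.7% of 116. Bringing the percent higher to 60 takes a shift of 0.28 on the log2 scale, while the median of all genes with a mean of at least 1 FPKM was −0.0101 (95% interval −0.018 to −0.0040), which argues against scaling between the libraries if most genes did not differ. Among genes with a mean of at least 5 FPKM the percent higher was 80 (exact 95% interval 61.4 to 92.3). This does not decide on few fragments per gene in libraries of unequal depth, because a short gene may reach that mean on few fragments. *Gpr15* passed the filter at a mean of 19.5 FPKM with a fold of 4.008, the same as *Rasd1*, whose smallest fragments are 3 and 10. Genes are not independent, so the intervals are narrower than the evidence. Few fragments per gene stay open, and so do the knockdown and differences between the cultures, which were not tested.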

How the results depend on the processing

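Each result was recomputed under the alternatives that apply to it. A pseudocount of 1, median ratio scaling and upper quartile scaling gave log2 fold-changes of −2.92, −2.92 and −2.86 for *Ctnnb1*. In the order pseudocount 0.01, pseudocount 1, median ratio, upper quartile and, chosen after seeing the data, values under 0.1 raised to 0.1, *Il1b* gave 3.80, 3.58, 3.79, 3.86 and 3.80, *Msr1* 2.20, 1.22, 2.05, 2.11 and 2.22, *Ptgs2* 2.52, 1.65, 2.41, 2.47 and 2.53, and *Nos2* 3.39, 0.57, 2.19, 2.23 and 2.47. *Mmp9* gave 1.32 with a pseudocount of 1 and stayed within its counting interval under the others. *Apof* ran from −2.06 with values raised to 0.1 to −0.41 with a pseudocount of 1, and its counting interval is too wide to judge these by. Genes over 4-fold higher and lower numbered 32 and 9 with a pseudocount of 1, 409 and 197 without a filter, 24 and 6 at a mean of at least 5 FPKM, and 428 and 269 at a 2-fold threshold. The next 3 were chosen after seeing the data. Values under 0.1 raised to 0.1 gave 419 and 177, and genes of at least 0.1 FPKM in both gave 190 and 69. Both used plain ratios without the filter at a mean of 1 FPKM. Genes above 0 in both, with that filter and the pseudocount of 0.1 kept, gave 74 and 18. The drop with a pseudocount of 1 follows from its construction, which shrinks low values. For the other alternatives the cause was not tested. The median of the LXR target genes changed sign, within its 95% interval, to −0.0051 at a mean of at least 5 FPKM, and, chosen after seeing the data, to −0.12 without genes that the paper names. The median of the leukocyte markers was 0.33 without the filter. Apart from the leukocyte markers, the lists (27) kept each median within its 95% interval under 7 alternatives, but 7 of them changed sign: besides the LXR target genes, Gα12/13 signaling (−0.08 without a filter, −0.03 at a mean of at least 5 FPKM), Wnt ligands and receptors (−0.01 at that mean), keratinocyte markers (0.02 without a filter), metalloproteinases (0.0041 with median ratio, 0.07 with upper quartile scaling, 0.23 without a filter) and, with upper quartile scaling, antioxidant (0.0017) and reference genes (0.02). Of 130 other named genes, the 60 beyond 2-fold keep their sign by construction: a pseudocount or a floor cannot turn a sign, and the scalings shift by at most 0.08. Near 0, the signs of 5 named genes (*Axin1*, *Cd36*, *Dct*, *Irf3* and *Tlr4*) flip with a scaling. With 20 bins no percentile shifted by more than 2.07. No alternative can leave out a library. The absolute depth is not known, and counting intervals are given only for genes with a mean under 1 FPKM.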

Differences from the paper's values

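The paper's methods give 216 genes with a change of more than 4-fold, against 116 here. The paper's supplementary tables list 157 higher and 59 lower genes, against 89 and 27 here. The paper states the 4-fold threshold but no filter or pseudocount. None of the alternatives set before the data were examined comes within 1.5 times the paper's counts: these are both pseudocounts, both scalings, both filters and the 2-fold threshold, which give from 30 to 697 genes changed. Plain ratios of genes with at least 0.1 FPKM in both libraries, chosen after seeing the values, gave 259 genes, 190 higher and 69 lower, and drop 1 of the paper's 216. That setting holds 44 genes that the paper's tables do not list.

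The paper's fold for *Nos2* is about 5.5 in Fig. 5e, read by eye, against 12.6 here as the plain ratio. The alternatives set before the data were examined gave 10.5 and 1.49 (pseudocounts of 0.01 and 1), 12.8 (median ratio) and 13.3 (upper quartile), and each of them differs from the paper's value. Raising values under 0.1 to 0.1, chosen after seeing the values, gave 5.52, and drops 1 of the paper's 216 genes. The same setting gave 596 genes over 4-fold, so it does not give the paper's count. The gene LOC106010241 has a fold of 7.214 in the paper's supplementary tables and is listed at 0 in both libraries here, so no fold can be given.

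From IPA of genes past 4-fold, the paper states that the LXR/RXR pathway was lower after *β-catenin* knockdown. The measure here is unlike it: the direction of each gene with a mean of at least 1 FPKM, without an IPA score. That filter leaves out *Apof*, *Mmp9*, *Nos2* and *Tnf*. By this measure 20 of 30 genes of the pathway were higher and 10 lower, with a median log2 fold-change of 0.19. The higher genes include NF-κB target genes, whose rise the paper takes as a result of a lower pathway. Without NF-κB target genes, a choice made after seeing the values, 15 of 25 were higher and 10 lower, with a median of 0.13. The 13 LXR target genes had a median of 0.18, which was −0.0051 at a mean of at least 5 FPKM and, chosen after seeing the values, −0.12 without genes that the paper names. *Apof* was lower here too, at −1.43. The paper names *Apof* as the sole gene of the pathway that was markedly lower. In the pathway *Tlr3* was 3.01-fold and *Tnf* 3.33-fold lower here by plain ratios, against 4.16-fold for *Apof*. With the pseudocount the log2 fold-change was −1.50 for *Tlr3*, −0.99 for *Tnf* and −1.43 for *Apof*, so the order of *Tlr3* and *Apof* depends on the measure. At their smallest fragments the counting intervals of *Apof* and *Tnf* both include no difference, so these values do not rank the 3 genes. Among the 30 genes with a mean of at least 1 FPKM *Tlr3* was the 1 gene more than 2-fold lower.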

Other observations

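Genes of cell proliferation were mostly lower in the *shβ-catenin* library. Of 44 such genes 38 were lower and 6 higher, with a median log2 fold-change of −0.31 (95% interval −0.37 to −0.23), below all matched random lists. *Aurkb*, a mitotic kinase, was 2.75-fold lower, *Tyms*, the thymidylate synthase, 2.05-fold and *Rrm1*, a subunit of the ribonucleotide reductase, 1.96-fold. Of 16 Wnt/β-catenin target genes 10 were lower and 6 higher (median −0.26, 95% interval −0.49 to 0.35, percentile 0.57). Without *Ccnd1* and *Myc*, which the paper names, a split made after the values were seen, the median was −0.11 at percentile 15.8. *Ccnd1*, the gene of cyclin D1, was listed at 285 FPKM in shControl and 141 FPKM in *shβ-catenin* cells, the secreted Wnt inhibitor *Wif1* at 51.1 and 19.3 FPKM, and *Myc* at 40.0 and 29.6 FPKM. *Notum*, a Wnt deacylase, was the 1 of these 16 more than 2-fold higher. Wnt ligands and receptors were 9 higher and 9 lower (median 0.00, percentile 45.2), with *Ror1*, a Wnt receptor, 3.18-fold lower and the ligand *Wnt16* 2.83-fold higher. In the β-catenin complex 13 genes were lower and 6 higher (median −0.08, percentile 26.4), with *Ctnna2*, an α-catenin, 4.28-fold lower next to *Ctnnb1*.

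Of 31 CDK inhibitors and p53 target genes, 20 were lower and 11 higher (median −0.22, 95% interval −0.34 to 0.11, percentile 0.2). *Cdkn1a*, the gene of p21, was listed at 141 FPKM in shControl and 113 FPKM in *shβ-catenin* cells, and *Glb1*, the lysosomal β-galactosidase, at 89.1 and 234 FPKM. The paper reports nuclear p21 and SA-β-gal activity, which are measures of protein and enzyme. Genes of the senescence-associated secretory phenotype were 22 higher and 21 lower (median 0.06, percentile 94.955). Without the NF-κB target genes, a split made after the values were seen, their median was −0.03 at percentile 51.5. Antioxidant genes were 12 higher and 21 lower (median −0.08, 0.0017 with upper quartile scaling, percentile 27.5), with the mitochondrial peroxidase *Prdx3* 2.70-fold lower and *Sod2*, the mitochondrial superoxide dismutase, 2.63-fold higher. Genes of the fibroblast matrix were mostly lower (25 of 36, median −0.20, 95% interval −0.39 to −0.04, percentile 0.32), while *Tnc*, the gene of tenascin C, was 2.98-fold higher. Genes of fibroblast identity were lower in 9 of 12 (median −0.33, 95% interval −0.70 to 0.06, percentile 0.19), with *Pdpn* 2.11-fold and *Pdgfrb* 1.75-fold lower and *Fap*, a protease of activated fibroblasts, 2.15-fold higher. Genes of myofibroblasts and smooth muscle were lower in 8 of 12 (median −0.42, 95% interval −0.57 to 0.18, percentile 0.03), with the contractile protein gene *Cnn1* 2.49-fold lower and *Actg2* 3.19-fold higher.

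LOC110345354, chosen after its values were seen, is listed at 487 FPKM in the shControl and at 0 in the *shβ-catenin* library, and the paper's tables do not list it. The paper's tables do not list *Mgp* either, which was 10.3-fold lower.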
